# An immunobiliary single-cell atlas resolves crosstalk between type 2 conventional dendritic cells and γδ T cells in cholangitis

**DOI:** 10.1038/s41467-026-71537-2

**Published:** 2026-04-10

**Authors:** Stefan Thomann, Helene Hemmer, Ankit Agrawal, Sukanya Basu, Judith Schaf, Nadine Vornberger, Tobias Krammer, Sagar, Fabian Imdahl, Tanja Poth, Marcell Tóth, Christina E. Zielinski, Tobias Poch, Jenny Krause, Andreas Rosenwald, Katja Breitkopf-Heinlein, Nuh Rahbari, Dominic Grün

**Keywords:** Inflammation, Gene expression analysis, Liver diseases

## Abstract

The liver biliary niche serves as a reservoir of tissue-resident immune cells and supports tissue fibrosis upon damage, yet the role of peribiliary immune cells during cholangitis remains poorly understood. Here, we induce cholestatic liver injury mirroring human biliary diseases with bile acid retention in mice to establish a spatial and multimodal single-cell RNA-sequencing atlas of the liver and liver-draining lymph nodes (LN). We characterized a hepatic disease state trajectory from dendritic cell precursors (preDCs) to a mature subset of pro-inflammatory Mgl2^+^ type 2 conventional dendritic cells (cDC2B) and observed dynamic crosstalk with γδ T cells inducing an Il17 response (γδ T17). Dissection of the cDC2B-γδ T cell communication node identified the Icosl-Icos pair as an important cell contact-dependent interaction, which was validated in vitro. In vivo, cDC2B depletion attenuated γδ T17 responses in cholestatic liver injury, and liver fibrosis was reduced in a model of inducible γδ T cell depletion and in an Il17-deficient background. Our work demonstrates dynamic turnover of cDC2 within the biliary niche during cholestasis, and a profibrogenic function of γδ T cells contingent on the induction by peribiliary cDC2B, highlighting relevant disease determinants within the immunobiliary and liver-draining LN niche.

## Abstract (web summary)

Primary sclerosing cholangitis (PSC) is an autoimmune condition affecting the liver. Here, the authors generate an immunobiliary transcriptomic atlas and show that dendritic cell and γδ T cell interactions play a role in murine models of cholestatic liver injury and fibrosis.

## Introduction

Cholestasis and associated biliary immune responses may contribute to liver disease development, since associated inflammation may amplify tissue injury responses independent of its main etiologic factor. For instance, primary sclerosing cholangitis (PSC) is a multifactorial autoimmune-related disease with rising occurrence in the US and EU^1,2^, and the disease course may lead to cirrhosis and the requirement of liver transplantation. While there are different subtypes of PSC^3^, and PSC is frequently linked to other chronic inflammatory diseases, the common histological features include periductal fibrosis, proliferation of reactive bile ducts known as ductular reaction (DR), bile duct stenosis, dilatation and rarefication leading to biliary cirrhosis, cholestasis and altered myeloid responses^4,5^. Clinical presentation of PSC and its chronic disease activity may include intermittent episodes of acute cholangitis and cholestasis^6^ and involve dysfunctional cDC2 and T cell responses contributing to disease severity^7,8^, yet the role of unconventional T cells (UTC), their potential crosstalk with cDC2 and their role in disease amplification remains to be elucidated.

In the hepatic cDC2 niche, continuous reconstitution by circulating cells and the DC life-cycle have been characterized in steady-state and disease^9,10^, and follow the steps of liver sinusoid attachment, transmigration to the space of Dissé and migration towards the portal field stroma^11^. The portal microenvironment may furthermore instruct DCs towards a more anti-inflammatory phenotype^12^, however, a significant fraction of the liver cDC2 pool has been characterized as proinflammatory cDC2B^13^ and the behavior of recently recruited DCs versus niche-adapted cells remains challenging to resolve in inflammation and resolution.

In this study, we explore the tissue niche, differentiation dynamics, and functional roles of cDC2 during cholangitis in the 0.1% 3,5-Diethoxycarbonyl-1,4-Dihydrocollidine Diet (DDC)-diet mouse model^14^. By administering DDC for durations of 3–25 days and following inflammatory resolution for 7 days, we established a high-resolution temporal and multimodal single-cell RNA-sequencing (scRNA-seq) atlas covering the cellular dynamics in cholestasis that shape the immunobiliary niche and the liver draining lymph nodes (LN). Combined with spatial transcriptomics, this resource provides novel insights into differentiation dynamics of cDC2 and their heterocellular interactions and complements available spatiotemporal DDC/PSC data of more abundant cell types^5,15^. Our data reveal crosstalk of cDC2 with γδ T cells governing the inflammatory response, which we confirm in other acute models of liver injury and functionally validate in vivo with the help of diphtheria toxin receptor (DTR)-based depletion of cDC2B using the CD301b-DTR (Mgl2-DTR) and Tcrd-GDL models^16,17^. Together, our work highlights new site-specific and -independent avenues of cDC2B–γδ T cell interactions in cholangitis.

## Results

### Cell type composition of the immunobiliary niche in human and mouse

To determine spatial immune cell type localization in human steady-state liver, we first explored publicly available spatial transcriptomics (ST) data (“Methods”) and found enrichment of *CD1C* and *CD3E* transcripts near large vessels and biliary tracts (Fig. 1A). For cell type annotation of this high-resolution ST reference, we generated a human non-cholestatic liver disease control scRNA-seq reference dataset with the aim to enrich for immune cell types. This dataset comprised ~33k cells from 6 patients (clinical characteristics summarized in Fig. S1A) purified by combining enrichment of biliary epithelial cells (BECs) and immune cell populations with unbiasedly sampled cells (“Methods”, Figs. 1B and S1B–D). We performed spatial cell type annotation by running RCTD^18^, which defined DCs, continuous endothelial cells (CECs), BECs and T cells to be part of the immunobiliary niche (Fig. 1C). Topological niches were predicted by Seurat’s *BuildNicheAssay* and confirmed the existence of a portal immunobiliary (“1”) and lobular niche (“2”; Fig. 1C), providing evidence for the immunobiliary niche as a T cell- and DC-containing microenvironment. These findings were confirmed using non-cholestatic disease control human liver tissues derived from a characterized tissue microarray (TMA)^19,20^ by immunohistochemical detection and correlation analysis of CK7^+^ BECs, CD34^+^ CECs, PDPN^+^ lymphatics (clone D2-40), CD207^+^ cDC2, CD3^+^ T cells and TRDC^+^ cells among other markers enriched at the peribiliary niche (Fig. 1D, E). The immunobiliary niche was conserved in mouse, where multicolor immunofluorescence (IF) revealed co-localization of Epcam^+^ BECs with CD146^+^ CECs and CD45^+^ immune cells (Figs. 1F and S2A). CD11c^+^ cells were detected in the biliary niche of steady-state mice and co-expressed CD172a (encoded by *Sirpa*). Furthermore, CD301b^+^ (encoded by *Mgl2*) cells were detected, likely representing cDC2 (Fig. 1G, H).

**Fig. 1:**
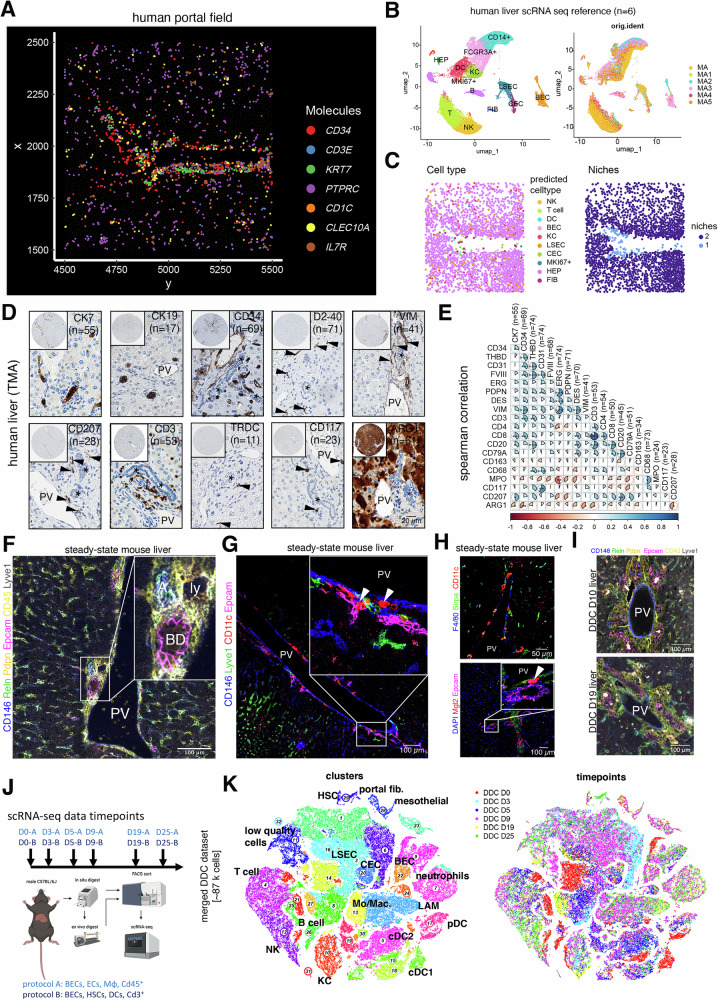
Immunobiliary microenvironment in human and mouse. **A** Spatial transcriptomics data subset of a human portal field, displaying expression of 7 RNA molecules of interest in the immunobiliary niche. **B** UMAP representation of a human control liver scRNA-seq reference (32,901 cells from 6 patients) highlighting major cell types of the portal niche (left) and individual samples (right). **C** Spatial map highlighting cell type composition predicted by label transfer (left) and inferred niche domains (right). **D** Immunohistochemical stainings of a human TMA containing non-cholestatic liver disease control tissues including CK7^+^, CK19^+^, CD34^+^, PDPN^+^ (clone D2-40), VIM^+^, CD207^+^, CD3^+^, TRDC^+^, CD117^+^, ARG1^+^ cells (arrowheads). Asterisks demarcate bile ducts adjacent to portal veins (PV). Small magnification displays TMA core, and large magnification portal region containing cell types of interest. **E** Pairwise correlation of marker-positive cells within non-cholestatic liver disease control cores (*n* indicates number of cores). Spearman correlation coefficient displayed as pie chart and color code. Asterisks indicate level of statistical significance (*p < 0.05, **p < 0.01, ***p < 0.001). Two-sided Spearman’s rank correlation test. **F** IF of major cell type markers of immunobiliary niche on steady-state mouse liver tissue. High magnification displays the presence of CD45^+^ immune cells close to PV, hepatic artery (A), bile duct (BD) and lymphatic vessels (ly). One representative portal field (*n* = 3 mouse livers, two independent experiments). **G** IF of steady-state mouse liver portal fields visualizes close spatial proximity of Epcam^+^ BECs with CD11c^+^ cells (*n* = 3 mouse livers, two independent experiments). **H** IF showing CD11c^+^ Sirpa^+^ cells (top) and close proximity of Mgl2^+^ cDC2B and Epcam^+^ BECs (bottom) in steady-state liver tissue (*n* = 3 mouse livers, two independent experiments). **I** IF of major cell type markers on DDC D10 and D19 mouse liver tissue visualizes expansion of the immunobiliary niche (DDC D10: *n* = 3 mouse livers, DDC D19 *n* = 4 mouse livers; two independent experiments). **J** Scheme of DDC scRNA-seq disease atlas containing a control (D0) and 5 disease timepoints (3–25 days). Two isolation protocols with different enrichment of cell types were used per timepoint. **K** tSNE representation of the complete DDC atlas data ( ~ 87k cells) highlighting cell type annotation (left) and individual timepoints (right). A hepatic artery, BEC bilary epithelial cell, BD bile duct, cDC conventional dendritic cell, CEC continuous endothelial cell, D day, DC dendritic cell, DDC 3,5-Diethoxycarbonyl-1,4-Dihydrocollidine, FIB fibroblast, HEP hepatocyte, HSC hepatic stellate cell, KC, Kupffer cell, LAM, lipid-associated macrophage, LSEC liver sinusoidal endothelial cell, ly lymphatic vessel, Mac Macrophage, Mo Monocyte, pDC plasmacytoid dendritic cell PV portal vein.

The xenobiotic DDC model has been described to induce an inflammatory response of the biliary tree, partly mediated by cholangiocyte-driven reactive changes that also affect the peribiliary niche^14,15^. To locally perturb the immunobiliary niche, we made use of the DDC diet, that is known to induce cholangitis and ductular reaction (Fig. 1I)^14^. qPCR detected DDC-induced upregulation of biliary and myeloid marker genes suggested expansion of these populations (Fig. S2B). Physical interaction of CD45^+^ immune cells with Epcam^+^ bile ducts was validated by IF image co-localization, indicating a dynamic immunobiliary crosstalk upon ductular reaction (Fig. S2C–E). 

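For the atlas, liver cells of mice fed 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC) or control chow were sequenced by droplet-based 10x Genomics 3′ scRNA-seq. The 12 libraries comprise 1 library for each of 6 time points and each of 2 isolation protocols, named A and B in the labels, and a library is given here by its time point and protocol, as D0 A. The library whose label gives day 18 is counted as D19 B, as in the Methods. Each library was taken as 1 sample, so that steady state (D0) has 2 libraries, onset (D3 and D5) 4 and progression (D9, D19 and D25) 6. The labels do not say which mouse went into which library, nor whether the libraries of a day shared a mouse, so SDs and tests count libraries, which need not be independent animals. The authors deposited kallisto counts of unique molecular identifiers (UMIs) per gene and barcode, without normalization and without a filter on barcodes. The files list genes by symbol only, so no coordinates are given. Total counts per library were 37535876 (D0 B) and 48698010 (D0 A) UMIs at steady state, with a median of 43116943. They lay between 29307190 and 77876506 UMIs at onset, with a median of 65816490, and between 53374095 and 108602421 at progression, with a median of 76033945. The paper gives its depth in reads per cell, whereas every value here rests on UMIs. Of 16283339 barcodes, 87083 had at least 1500 UMIs, the minimum given in the Methods, with 1541 (D3 B) to 14764 (D9 A) cells per library. The median was between 3350 (D0 A) and 12013 (D3 B) UMIs per cell.
Cells were clustered anew, without the genes that are read out as results, and clusters were named by marker genes as "cDC2-like" or "BEC-like", since the authors' annotation is not among the files used here. Between 7.75% (D0 B) and 36.7% (D0 A) of the cells of a library stayed unnamed. UMIs were summed over the cells of one type in each library with at least 20 such cells, since cells of one library are not replicates. Ranges given over the alternatives do not include leaving out a library, which is given apart. The sums were compared between libraries by edgeR's quasi-likelihood test with TMM normalization, the isolation protocol as a term of the model and Benjamini-Hochberg adjustment. Expression is given as CPM, the counts of a gene scaled to a fixed total per library, with the total adjusted by TMM where the test is edgeR's. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of the F statistic. Shares of cells with at least 1 UMI of a gene are called depth-matched where each cell was first thinned at random to the same 1500 UMIs, which excluded no cell. Intervals are exact 95% intervals (Clopper-Pearson for shares) and cover counting error only.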

To unbiasedly investigate dynamics of gene expression across cell types residing in the immunobiliary niche, we performed scRNA-seq on liver tissue isolated at five different timepoints of DDC diet (day (D) 3, D5, D9, D19, and D25) and from control liver (D0) (Fig. 1J). To enrich all cell types at equal ratios, two independent rounds of cell isolation and sequencing were performed at all timepoints (Methods) and we were able to capture abundant cells of the liver immunobiliary niche, as well as rare liver immune cells such as cDCs (Figs. 1K and S2F–H, Supplementary Data S1, Methods).

### DDC diet induces small duct inflammatory disease

Based on the mechanism of action of DDC in causing cholangitis, we first analyzed the BEC scRNA-seq subset. To dissect the BEC subset of our scRNA-seq atlas, we performed a separate clustering analysis of the two main cholangiocyte populations (clusters 9,22; 5,137 cells, Fig. 1K) resulting in 16 more granular clusters (Figs. 2A and S3A). 

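In the re-clustered data, 13 clusters of BEC-like cells and 4 clusters of large duct-like BEC held 4058 cells of the atlas, and another 733 cells of the BEC lineage lay in clusters that stayed unnamed. The cells were unevenly spread over the libraries, with 1228 in D25 A, 809 in D9 A, 342 in D25 B and 333 in D19 B. Steady-state BEC-like cells came almost entirely from D0 A, with 744 cells against 2 in D0 B. A comparison of BEC between steady state and DDC therefore rests on a single steady-state library.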

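Large duct-like BEC were named by Dmbt1, Muc4, Sox17, Muc3, Cited1 and Aqp8, and the remaining clusters of the lineage by Epcam, Krt7, Krt19, Sox9 and other cholangiocyte genes, so these markers are not read out as results. Large duct-like cells made up 896 of all BEC-like cells (22.1%). Their share was 44.6% (interval 41.2 to 48.1%) in D9 A and 29.9% (27.3 to 32.5%) in D25 A. It was 21.6% (13.9 to 31.2%) of 97 cells in D3 B and 18.1% (14.2 to 22.6%) in D25 B. In D0 A it was 7.39% (5.62 to 9.51%), and DDC libraries lay on both sides of it, with 10.1% (5.90 to 15.9%) in D9 B, 3.30% (1.66 to 5.83%) in D19 B and 2.60% (0.316 to 9.07%) of 77 cells in D19 A. D5 B had 0 large duct-like cells of 254 (interval 0 to 1.44%).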

Our data recapitulates two major subsets: *Dmbt1*^+^ *Muc4*^+^ *Sox17*^+^ BEC (cluster 2,6,11) and *Sox9*^+^ BEC (remaining clusters). 

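Other BEC-like cells and large duct-like cells of the same library were compared in the 5 libraries with at least 20 cells of both (D0 A, D3 B, D9 A, D25 A and D25 B), with the library as a block. edgeR called 5161 of 11842 genes, 2650 higher and 2511 lower in the other BEC-like cells, and 3499 of the calls were among the 8930 genes that had not been used for clustering. The largest change of this count among alternatives of tool, filter and cells came without a filter on low counts, with 6353 genes. Il23a reached 27.5 ± 20.3 CPM (SD, n = 5 libraries) in the other BEC-like cells and 2.12 ± 2.05 CPM in large duct-like cells, a log2 fold change of 3.57 (SE 0.31, adjusted p = 2.86e-05, edgeR), and was higher in 5 of 5 libraries. Tnf (45.1 ± 36.8 against 6.63 ± 4.39 CPM; log2 fold change 2.50, adjusted p = 0.000485), Csf1 (50.8 ± 25.5 against 9.30 ± 6.16 CPM; 2.31, adjusted p = 0.000108) and Mif (244 ± 131 against 97.5 ± 33.7 CPM; 1.25, adjusted p = 0.000548) were also higher in each of the 5 libraries by edgeR's test. Vcam1 was higher in 4 of 5 libraries (454 ± 295 against 144 ± 54.3 CPM, log2 fold change 1.38, adjusted p = 0.0181 by edgeR), and its adjusted p rose to 0.0719 without D25 A, 0.0553 without D25 B and 0.0823 without D9 A. Ccl20 did not pass the correction (35.6 ± 31.7 against 23.5 ± 30.0 CPM, log2 fold change 0.90, adjusted p = 0.525, higher in 4 of 5 libraries). Without D0 A its log2 fold change was 2.20 (adjusted p = 3.52e-05, edgeR), and without a filter on low counts its adjusted p was 9.70e-05, the lowest of a range up to 0.603 over the alternatives, and it was 0.896 without D25 A. Ccl2 had too few counts for the test, with 408 UMIs in the other BEC-like cells and 6 in large duct-like cells, and was higher in 3 of 5 libraries, and without the filter on low counts edgeR called it (adjusted p = 1.57e-22, the only alternative that tested it). Adjusted over the list alone, 6 genes passed, as they did over all genes, and 1 of the 6 is the naming marker Sox9. The paper names these genes for the same libraries, so the count over the list is not independent evidence.
Clusters of the other BEC-like cells were ranked within each of the 7 libraries that held at least 2 such clusters of 20 or more cells. A cluster of 434 cells, all from DDC-treated livers, was present in 6 of these libraries and ranked first there for Ccl2, Vcam1 and Csf1 in 6 of 6, for Il23a in 5, for Tnf in 3 and for Ccl20 and Mif in 2. In D25 A its Vcam1 level was 1506 CPM, and its Il23a level was 95.1 CPM, where the median of the clusters of that library was 25.8 CPM. Mif was most often highest in a different cluster, which ranked first in 3 libraries.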

Among *Sox9*^+^ BEC, clusters 4, 8 and 16 showed an increased expression of chemotaxis- and adhesion-regulating genes (*Ccl2*, *Ccl20*, *Vcam1*, *Mif*, *Csf1*, *Tnf*, *Il23a*) (Fig. 2B, C), which are known to regulate cDC2 and T cells among other immune cell populations. In particular, Il23 is a key cytokine for the induction of an Il17-response which is a known driver of liver inflammation and fibrosis^21^. Increased transcript abundance of *Tnf* and *Il23a* was confirmed within DDC tissue at D10 and D19 using qPCR (Fig. S3B).

**Fig. 2:**
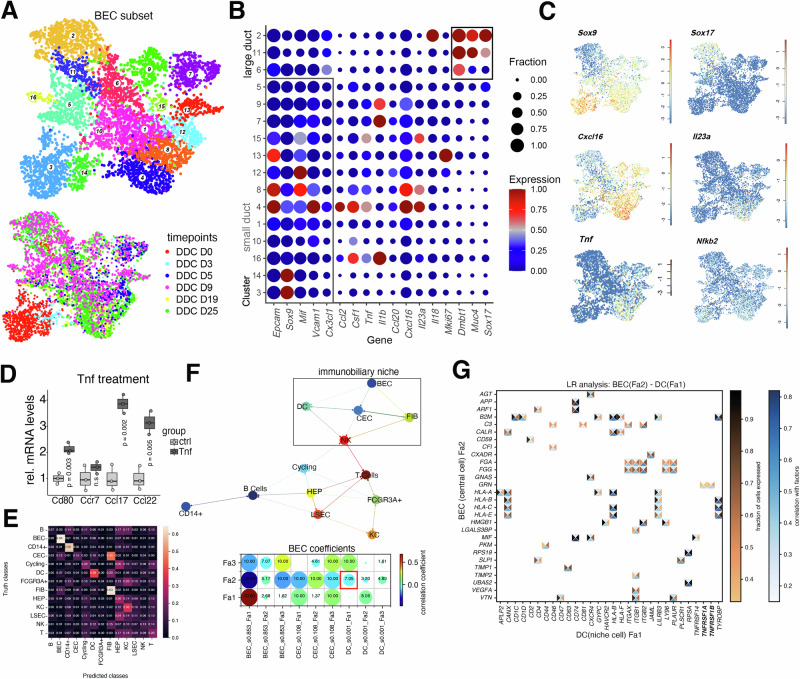
DDC induces ductular reaction and small duct inflammatory disease. **A** UMAP representation highlighting BEC sub-types (top) and individual timepoints (bottom). **B** Dotplot displaying BEC cluster-specific gene expression. *Z* score of the mean expression is color-coded and fraction of cells expressing the gene is encoded by dot size. **C** UMAP of log-normalized expression of BEC and inflammatory markers. **D** Boxplot displaying relative tissue mRNA levels of *Cd80*, *Ccr7, Ccl17* and *Ccl22* in cultivated liver DCs for untreated control and after Tnf treatment (*n* = 3 mice per group). Two-sided *t*-test. **E** Confusion matrix displaying NiCo-based central cell identity prediction based on surrounding niche cell type frequencies within a human portal field (same as Fig. 1A). **F** Top: Spatial cell type interaction map derived by NiCo. Normalized logistic regression coefficient cutoff *c* = 0.07. Bottom: Regression coefficients between latent BEC factors (*y*-axis) and colocalized niche cell types (*x*-axis). Circle size encodes *p* value (−log_10_ scale, derived from two-sided *t*-test), circle color encodes ridge regression coefficients. **G** Ligand-receptor pairs correlated with covarying BEC Fa2 and DC Fa1 (cc, central cell; nc, niche cell). The rectangle’s north and south faces represent ligand and receptor correlation to the factors, while west and east faces represent the proportion of cells expressing the respective ligands or receptors. Gene correlation threshold 0.15 and gene expression threshold of 0.33 were applied. Ligands, *y*-axis; receptors, *x*-axis. BEC biliary epithelial cell, CEC continuous endothelial cell, D day, DC dendritic cell, DDC 3,5-Diethoxycarbonyl-1,4-Dihydrocollidine, FIB fibroblast, HEP hepatocyte, KC Kupffer cell, LSEC liver sinusoidal endothelial cell, LR ligand receptor.

To assess the general nature of this pro-inflammatory early liver damage response, we revisited published data of a bile duct ligation (BDL) model and a chronic model of repetitive CCl4-induced liver damage^22^. Acute biliary injury (BDL) showed highly similar gene expression patterns within *Sox9*^+^ BECs, while chronic CCl4-induced damage did not lead to upregulation of *Tnf*, *Il23a*, *Cxcl16* and *Nfkb2* expression (Fig. S2C, D). Intersecting upregulated genes within our *Sox9*^+^ BEC DDC data (clusters 4,8 vs. 3,14) and *Sox9*^+^ BEC BDL data (clusters 3,4,7 vs. 1,2,9) revealed a common set of 128 genes (Fig. S2E), which were enriched for gene ontology annotations related to cell communication and inflammatory response (Fig. S2F). These findings highlight small duct BECs as important immune cell niche regulators in acute liver damage, including cDC2 and T cells, independent of the noxious background (DDC/BDL). In this niche, the Nfkb pathway inducer Tnf may trigger a proinflammatory change within the cDC containing immunobiliary niche. To functionally test Nfkb-driven alterations in biliary niche-residing cDCs triggered by BEC-secreted Tnf, we treated cDCs isolated from control livers with Tnf in vitro^23^ and observed induction of the maturation markers *Cd80, Ccl17, Ccl22* in cDCs, indicating increased maturation dynamics (Fig. 2D).

To test the existence of an analogous Tnf-inducible Nfkb pathway activation node in the human liver immunobiliary niche within DCs, we made use of our human ST liver dataset and Niche Covariation (NiCo) analysis within a representative portal field data subset^24^. Cell type interaction prediction by NiCo recapitulated the immunobiliary niche and indicated a cellular localization of DCs within a defined cell type neighborhood hosting BECs and CECs (Figs. 2E, F and S3G, H). Since in the steady state we expected an inactivity of this communication node, we screened for covariation of BEC and DC gene programs represented by latent factors (Fa), and detected a negative covariation of BEC Fa2 and DC Fa1 (Fig. 2F, G). Correlating ligand-receptor pairs contained an interaction of BEC-derived *GRN* with DC-derived *TNFRSF1A/B*, an interaction mediating either pro- or anti-inflammatory functions dependent on the proteolytic cleavage of the gene product^25^.

In conclusion, these results highlight small duct BEC-derived conserved and model-independent inflammatory gene expression patterns that may modify the surrounding myeloid niche.

### Disease stage-specific cell state transition in cDC2 reflects immature niche restoration

Based on their spatial proximity to the BEC compartment and their capacity to activate lymphocytes, we explored the temporal disease dynamics of DC in our DDC disease atlas. While DC subtype frequencies were approximately equally distributed in steady-state, a frequency shift towards cDC2 predominance was observed starting from D3 (Fig. 3A). To confirm this shift by FACS analysis, we made use of a previously published gating strategy to discern cDC1 and cDC2^26^ (Fig. S4A). 

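The share of cDC2-like cells, cells of clusters with preDC markers included, was taken among cDC1-like, cDC2-like and pDC-like cells of each library. At steady state it was 34.7% (interval 23.9 to 46.9%) in D0 A and 33.5% (31.8 to 35.3%) in D0 B. At D3 it was 50.4% (45.0 to 55.8%) in D3 A and 48.1% (43.2 to 53.0%) in D3 B. Among the 10 libraries of DDC-treated livers it lay between 45.0% (42.1 to 48.0%) in D25 B and 63.6% (61.8 to 65.3%) in D5 B. The mean rose from 34.1% over 2 steady-state libraries to 53.2% over the DDC libraries, a difference of 19.1 percentage points, and every DDC library lay above both steady-state libraries. An exact permutation test of the library labels within each isolation protocol gave p = 0.0278 (two-sided), the smallest value that its 36 arrangements allow. Counting mature DC-like cells as cDC2 moved the difference most among the alternatives, to 15.6 points. Leaving out the clusters with preDC markers gave 17.6 points. At steady state cDC1-like cells made up 43.1% (D0 A) and 42.0% (D0 B) and pDC-like cells 22.2% and 24.5%.

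**Figure D1:**
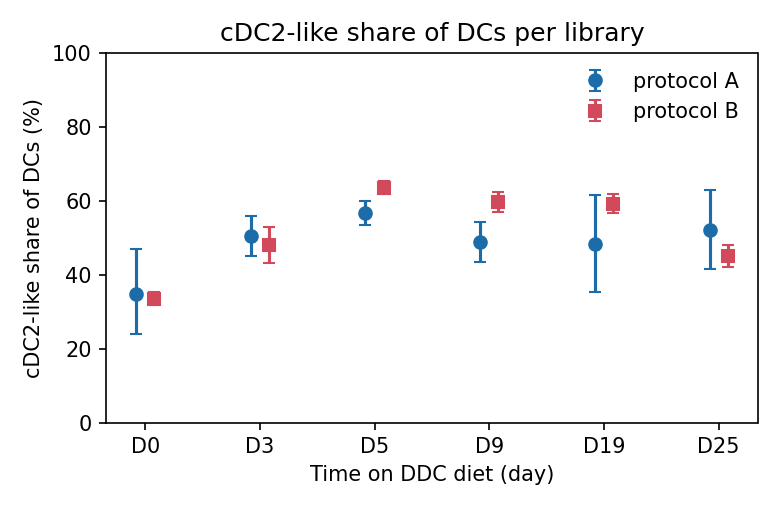
Share of cDC2-like cells among cDC1-like, cDC2-like and pDC-like cells (percent, y axis) by day of DDC diet (x axis) in each library of isolation protocols A and B. Points are single libraries and bars are exact 95% intervals. Both D0 libraries lie below every DDC library, of which the lowest is D25 B at 45.0%.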

Increased cDC2 proportions at D5/6 and D10 after DDC diet were observed, extending previous observations on frequency changes within the cDC1/2 compartment in short-term DDC-fed mice^7^ (Fig. 3B). Cell state dynamics of cDC1/2 were comparably affected in a model of acute hepatotoxic injury and ductular reaction (CDE diet; Fig. S4B).

**Fig. 3:**
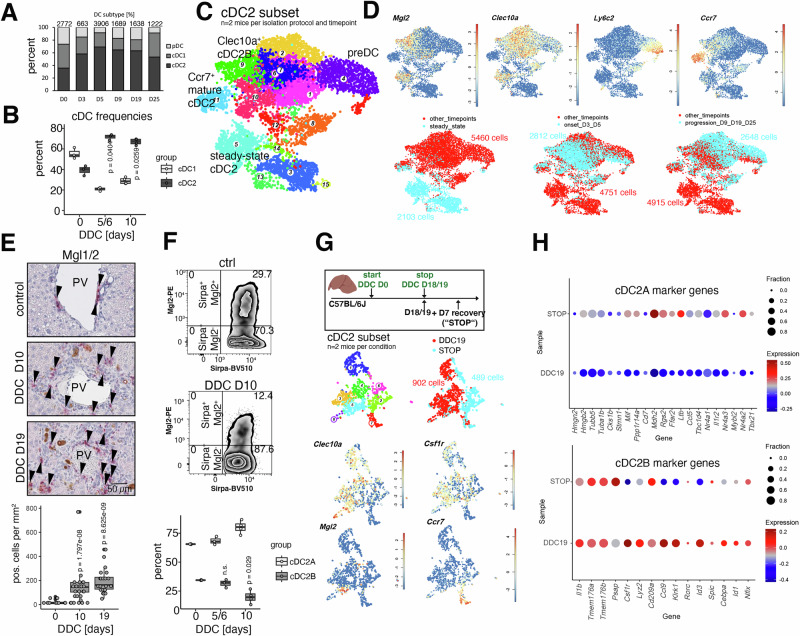
Disease stage-specific cell state transition in cDC2 reflects immature niche restoration. **A** Barplot displaying DC-subtype frequencies per timepoint in the DDC atlas data. Captured cell numbers are indicated at the top of each column. **B** Boxplot displaying cDC1/cDC2 FACS-based quantification at D0, DDC D5/6, and D10. One-sided Wilcoxon test (D0, D5/6: *n* = 3 mice, D10: *n* = 4 mice per group, two independent experiments). **C** UMAP representation of cDC2 subset (Cl.5,15 from Fig. 1K). **D** UMAP representation highlighting log-normalized expression of cDC2B marker genes (top) and timepoints of different disease stages (bottom). Number of cells per condition indicated. **E** Top: Immunohistochemical staining of Mgl1/2 in control and DDC D10/D19 liver tissues. Arrowheads highlight Mgl1/2^+^ cells. Bottom: Quantification of Mgl1/2^+^ cells across conditions. Every dot represents a tissue section that has been quantified. Two-sided Wilcoxon rank sum test (D0: *n* = 4 mice; D10, D19: *n* = 3 mice/group). **F** FACS plots displaying hepatic LC^−^ Cd64^−^ MHC^+^ CD11c^+^ Sirpa^+^ cells (top) and boxplot depicting relative fraction of Mgl2^+^ cDC2B (bottom). One-sided Wilcoxon test (two independent experiments, D0, D5/6: *n* = 3 mice, DDC D10: 4 mice/group). **G** Top: experimental design comprising a DDC D18/19 and a recovery (DDC18/19 + D7 recovery; “STOP”) timepoint. Bottom: UMAP representation of cDC2 subset, samples, number of cells, and log-normalized expression of marker genes. **H** Dotplot displaying sample-specific cDC2A/B gene expression in DDC D18/19 and STOP conditions. Log-normalized gene expression is shown, and the fraction of cells expressing the genes is encoded by dot size. cDC conventional dendritic cell, D day, DDC 3, 5-Diethoxycarbonyl- 1,4-Dihydrocollidine, PV portal vein.

This common dynamical switch towards cDC2 predominance prompted us to analyze cell state dynamics of cDC2 within our DDC atlas (cluster 5 and 15 of the main atlas, 7563 cells), on which we performed separate clustering to obtain a more granular annotation (Fig. 3C). 

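The cDC2 compartment was read as the cDC2-like, mature DC-like and preDC-marker clusters, and held 6673 cells. Of these, 1111 came from steady state, 3045 from onset and 2517 from progression, with 33 (D19 A) to 2002 (D5 B) cells per library. Steady state was represented by 1074 cells of D0 B and only 37 of D0 A. Most cDC2-like cells of D0 B (720 of 876, 82.2%) fell into 5 clusters that consisted mainly of cells of that library. In contrast, 0 of the 23 cDC2-like cells of D0 A lay there, where 3 cells would have been 13.0%.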

Clusters 3, 12, 15 were excluded from further analysis based on remnant expression of cDC1 genes (*Xcr1*, *Cadm1*, *Gcsam*). Anti-inflammatory cDC2A and pro-inflammatory cDC2B can be distinguished based on their gene expression profiles^13^. 

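Clec10a was detected, depth-matched, in 19.0 ± 3.87% of cDC2 compartment cells at steady state (SD, n = 2 libraries), 22.9 ± 9.43% at onset (n = 4) and 27.6 ± 3.91% at progression (n = 6). Without thinning, these shares were 34.9%, 46.9% and 55.1%. In T-like cells, which should lack Clec10a, the depth-matched shares were 0.0671%, 0.288% and 0.364%. Median depth per library was 4835 to 15563 UMIs per cell in the cDC2 compartment and 2131 to 7067 in T-like cells. In TMM-scaled sums, Clec10a gave 193 ± 153, 239 ± 119 and 255 ± 61.0 CPM in the same order of stages, and the stages differed by less than the spread between libraries. Ccr7, a naming marker of mature DC-like clusters, fell from 1153 ± 463 CPM at steady state to 470 ± 274 at onset and 334 ± 224 at progression. Ly6c2, a naming marker of preDCs, stayed at 137 ± 16.6, 118 ± 86.4 and 147 ± 100.3 CPM.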

The expression of *Clec10a* and *Mgl2*, hallmark genes for a cDC2B identity, indicated a predominant pro-inflammatory phenotype of the cDC2 subset, while maturation markers *Ccr7* (cluster 11) or *Ly6c2* (cluster 4) reflected temporal and differentiation-related changes along the x-axis in the UMAP representation (Fig. 3D). Prompted by these observations, we focused on trajectory analysis within the cDC2B compartment. Disease onset was associated with the expression of “maturation-on” (MAT-ON) genes (cluster 11), which have been described in the context of DC maturation^27^ and included, e.g., *Ccl17*, *Ccl22*, and *Arpin* (Fig. S4C). 

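Between onset (4 libraries) and steady state (2 libraries), edgeR called 0 of 11615 genes in the cDC2 compartment, where 1090 had an unadjusted p under 0.05 and DESeq2 called 54 (21 higher, 33 lower at onset). Without a filter on low counts, 190 genes were called, and leaving out D0 A, which holds few cDC2, gave 171. On data simulated at this design, edgeR recovered 64.0% of genes with a log2 change of 2. Ccl17 was at 216 ± 218 CPM at onset (SD, n = 4) and 255 ± 8.43 CPM at steady state (n = 2), a log2 fold change of -0.22 (SE 0.76, adjusted p = 0.968, edgeR), and lay below the steady-state mean in 3 of 4 libraries. This direction was decided by single libraries, as leaving out D5 B gave a log2 fold change of -1.51 and leaving out D3 B gave 0.069. In cDC2-like clusters alone it was 0.60 (adjusted p = 0.845, in a range of 0.845 to 0.983 over the alternatives). Ccl22 was at 222 ± 27.7 against 597 ± 571 CPM (log2 fold change -0.82, SE 0.56, adjusted p = 0.683, edgeR), below the steady-state mean in 4 of 4 libraries but below both steady-state libraries in 0, since D0 A, with 37 cells, was at 1000 CPM and D0 B at 193 CPM. Its log2 fold change was -0.25 without D0 A, -1.32 without D0 B and 0.34 in cDC2-like clusters alone (adjusted p = 0.909, in a range of 0.446 to 0.909 over the alternatives). Arpin, a naming marker of mature DC-like clusters, was at 5.94 ± 4.15 against 12.0 ± 0.181 CPM (log2 fold change -1.24, SE 0.66, adjusted p = 0.581, edgeR), lower in 4 of 4 libraries. Of 19 genes named in the text for cDC2, 6 were higher and 13 lower at onset. edgeR called 0 of them over all genes and 0 adjusted over the list alone, where 2 had an unadjusted p under 0.05 and DESeq2 called 0, and the paper names these genes for the same libraries. Mature DC-like cells made up 32.4% of the compartment in D0 A and 10.3% in D0 B, 17.1% and 18.6% in D3 A and D3 B, and 8.55% and 2.70% in D5 A and D5 B.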

Cells derived from later timepoints (from D5 onwards) included Mgl2^neg^ DC precursors (preDCs) expressing *Cd7*, *Ly6c2*, *Tcf4*, *Runx2*, *Siglech*, and *Csf1r* (Fig. S4C). 

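Clusters that express preDC markers were grouped by Cd7, Ly6c2, Tcf4, Runx2, Csf1r and Flt3. Markers of another DC type led among their 10 leading genes, so these clusters were not named preDC-like. Whether they hold cDC2 or pDC rather than preDCs stays open. With isolation protocol B the share of these clusters in the cDC2 compartment was 8.10% (interval 6.54 to 9.90%) at D0, 4.86% (2.54 to 8.33%) at D3 and 13.9% (12.4 to 15.5%) at D5. It was 28.7% (25.6 to 31.9%) at D9, 24.5% (21.7 to 27.4%) at D19 and 21.5% (18.0 to 25.3%) at D25. With protocol A the share was 5.41% (0.661 to 18.2%) at D0, 4.27% (1.97 to 7.94%) at D3 and 9.06% (6.86 to 11.7%) at D5, and 6.56% (3.43 to 11.2%), 3.03% (0.0767 to 15.8%) and 1.85% (0.0469 to 9.89%) at D9, D19 and D25. The rise from onset to progression was thus seen with protocol B alone. Mgl2 was detected, depth-matched, in 1.76 ± 0.896% of the cells of these clusters at progression (SD, n = 3 libraries with at least 20 such cells), against 0.0717% of T-like cells. Without thinning, the shares were 4.96% and 0.202%. Over the whole compartment, neither edgeR nor DESeq2 called Cd7, Ly6c2, Tcf4, Runx2, Siglech or Csf1r between progression and onset, and Siglech alone had an unadjusted p under 0.05 by edgeR. Siglech was at 61.6 ± 57.4 CPM (n = 6) against 29.1 ± 20.1 CPM (n = 4), a log2 fold change of 0.90 (SE 0.36, adjusted p = 0.501), and above the onset mean in 3 of 6 libraries. Csf1r had a log2 fold change of 0.31 (SE 0.20, adjusted p = 0.738, edgeR) and was above the onset mean in 5 of 6 libraries. The log2 fold changes of Cd7, Tcf4, Runx2 and Ly6c2 were 0.54, 0.48, 0.42 and 0.31, each above the onset mean in 3 of 6 libraries. Those of Cd7 and Ly6c2 were -0.16 and -0.28 in cDC2-like clusters alone, and that of Cd7 was -0.15 without D9 B. The paper places these cells from D5 onwards, and D5 is part of onset in this comparison. Between progression and steady state, Csf1r had a log2 fold change of 0.98 (SE 0.28, adjusted p = 0.0548, edgeR) and was above both steady-state libraries in 6 of 6. DESeq2 called it (adjusted p = 0.00772, in a range of 0.00772 to 0.154 over the alternatives), and its adjusted p by edgeR was 0.415 without D0 B and 0.0202 without D0 A. Siglech had a log2 fold change of 1.57 (SE 0.56, adjusted p = 0.116, edgeR), above both in 3 of 6, with 0.95 without D0 B, and both genes passed adjusted over the list of named genes alone.

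**Figure D2:**
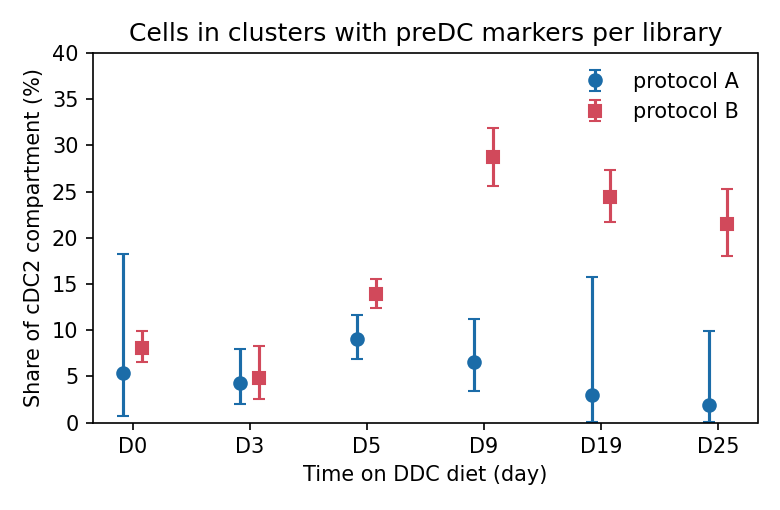
Share of cells in preDC-marker clusters within the cDC2 compartment (percent, y axis) by day of DDC diet (x axis) in each library of isolation protocols A and B. Points are single libraries and bars are exact 95% intervals. The libraries of protocol B lie at 21.5% or more from D9 onwards, and those of protocol A at 6.56% or less.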

The majority of cDC2 derived from D9 onwards were *Mgl2*-negative, suggesting that *Mgl2* expression may be a proxy for the cDC2B tissue residency and maturation state. However, Mgl2 expression in cDC2B is downregulated as part of the MAT-OFF switch, as seen in tissue egressing Ccr7^+^ DCs (cluster 11).

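At least 1 UMI of Mgl2 was found, depth-matched, in 13.1 ± 5.75% of cDC2 compartment cells at progression (SD, n = 6 libraries), so that 86.9% were Mgl2-negative by this measure, and negative cells were the majority in 6 of 6 libraries. The share was 22.8 ± 1.63% at steady state (n = 2) and 11.0 ± 6.51% at onset (n = 4). In T-like cells, which should lack Mgl2, it was 0.168% at steady state and 0.240% at onset. Without thinning, 31.1%, 22.6% and 21.9% of the compartment were Mgl2-positive at the 3 stages, and T-like cells reached 0.235% and 0.642% at steady state and onset. In the unscaled sums, Mgl2 gave 306, 168 and 215 CPM in the same order of stages. The share at progression exceeded that at onset by 2.06 percentage points, less than the spread between libraries (p = 0.56, two-sided exact permutation test within protocol, 100 arrangements). The difference was -0.672 points without thinning, -0.265 points without D3 B and 4.93 points without D5 B, so its direction is open. In the sums, Mgl2 had a log2 fold change of 0.19 between progression and onset (SE 0.43, adjusted p = 0.970, edgeR), with 4 of 6 libraries above the onset mean, and of -0.066 without D3 B. For all genes of this comparison, edgeR called 0, where 977 had an unadjusted p under 0.05, and DESeq2 called 9 (4 higher, 5 lower at progression). Without a filter on low counts, 311 genes were called (75 higher, 236 lower). Of the genes named in the text, 15 were higher at progression and 4 lower. edgeR called 0 of the 19 over all genes and 0 adjusted over the list alone, where 5 had an unadjusted p under 0.05 and DESeq2 called 0. edgeR recovered 84.5% of genes with a log2 change of 2 in data simulated at this design.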

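Mgl2 was compared between cells of the cDC2 compartment with and without a Ccr7 UMI, depth-matched, in the 9 libraries with at least 20 Ccr7-positive cells. Mgl2 was detected in 8.34 ± 4.56% of Ccr7-positive cells and 13.0 ± 7.35% of the others (SD, n = 9), and the share was lower in Ccr7-positive cells in 8 of 9 libraries. The mean difference was -4.69 percentage points, with a range from -14.4 to 0.330 points, and this comparison was chosen after its values had been seen and has no test. In D0 B, 12.2% (interval 7.96 to 17.6%) of Ccr7-positive cells and 26.6% (23.7 to 29.6%) of the others had a Mgl2 UMI. In D19 B (6.12% against 6.14%) and D25 B (7.06% against 6.73%) the difference was within the intervals of both shares. In summed counts, Mgl2 was at 5.51 ± 4.86 CPM in mature DC-like clusters and at 247 ± 149 CPM in cDC2-like clusters (SD, n = 7 libraries with at least 20 mature DC-like cells), and lower in 7 of 7 libraries.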

We applied VarID2^28^ to infer transition probabilities between clusters, which further supported the concept of a cDC2B trajectory linking disease-specific cell states, where *Mgl2*^+^ clusters were interconnected as part of the early DC maturation trajectory (clusters 1 – 7 – 9; Fig. S4D). To systematically investigate gene expression dynamics during maturation, we calculated *self-organizing maps* (SOMs) of pseudotemporal gene expression profiles along this trajectory (Fig. S4E)^29^. The genes in SOM modules 5, 13, and 20, which were upregulated along the trajectory (Fig. S4F) encoded soluble factors, transcription factors or proteins interacting with Nfkb1/2 (Relb, Nfkbia, Nfkbid, Nfkbiz; Fig. S4F). 

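The authors' trajectory and its clusters were not used here. Position was marked instead by Ccl17 and Ccl22, which were left out of clustering, and cDC2-like cells with at least 1 UMI of either gene, depth-matched, were compared with cells that had none, in 8 libraries with at least 20 cells of both and with the library as a block. edgeR called 768 of 7263 genes, 467 higher and 301 lower in positive cells, and 336 of the calls were among 5602 genes not used for clustering. Requiring at least 50 cells, which leaves 4 libraries, moved the count most among the alternatives of tool, filter and cells, to 505 genes. Nfkbia was at 2920.5 ± 774 CPM in positive and 2066 ± 614 CPM in negative cells (SD, n = 8), a log2 fold change of 0.52 (SE 0.07, adjusted p = 1.75e-05, edgeR). Relb (123 ± 50.0 against 84.1 ± 19.4 CPM, log2 fold change 0.47, SE 0.12) passed with an adjusted p of 0.00986 by edgeR. Nfkbid (207 ± 70.0 against 132 ± 23.5 CPM, 0.54, SE 0.12) passed with an adjusted p of 0.00458. Each of these genes was higher in positive cells in 8 of 8 libraries. In the 4 libraries with at least 50 cells, the adjusted p by edgeR was 0.133 for Relb and 0.110 for Nfkbid, in ranges over the alternatives of 0.00975 to 0.382 and 0.000138 to 0.141. Nfkbia lost significance with no replicate block alone (adjusted p = 0.369, range 2.09e-11 to 0.369). Adjusted over the list alone, 9 of the 10 genes named for this comparison passed, as they did over all genes, and the paper names them for the same libraries, so this count is not independent evidence. Of the other genes chosen by size of change, Cxcl9 rose by a log2 fold change of 3.96, in 7 of 8 libraries, and Plac8 (-1.59) and Satb1 (-1.31) fell in 8 of 8.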

Since cDC2B have been linked to the induction of Il17-responses^30^, we next examined the expression of genes within the gene ontology pathway “positive regulation of T helper 17 type immune responses” in the *Mgl2*^+^ clusters. Indeed, increased expression of pathway genes, such as *Jak2*, *Nfkbiz*, *Nfkbid*, *Nlrp3* was observed along the *Mgl2*^+^ cDC2B disease trajectory (clusters 1 – 7 – 9, Fig. S4G). 

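In the same comparison of Ccl17- or Ccl22-positive with negative cDC2-like cells, which marks the position by both chemokines and not by the authors' clusters, Jak2 was at 277 ± 83.2 against 197 ± 61.8 CPM (SD, n = 8 libraries). Its log2 fold change was 0.48 (SE 0.07, adjusted p = 0.000115, edgeR). Nfkbiz was at 489 ± 195 against 351 ± 165 CPM, a log2 fold change of 0.48 (SE 0.10, adjusted p = 0.00209, edgeR). Nlrp3 was at 196 ± 70.7 against 124 ± 30.3 CPM, a log2 fold change of 0.54 (SE 0.11, adjusted p = 0.00285, edgeR). All 3 genes were higher in positive cells in 8 of 8 libraries. With at least 50 cells per library, the adjusted p of Nlrp3 was 0.0970, in a range of 0.000190 to 0.221 over the alternatives. With no replicate block, the adjusted p by edgeR was 0.532 for Jak2 and 0.733 for Nfkbiz, in ranges of 5.93e-08 to 0.532 and 9.57e-05 to 0.733. Mgl2 itself was at 736 ± 314 against 196 ± 124 CPM, a log2 fold change of 2.01 (SE 0.14, adjusted p = 4.02e-09, edgeR), higher in 8 of 8 libraries. Clec10a did not differ beyond the spread (log2 fold change 0.18, adjusted p = 0.229 by edgeR, higher in 5 of 8 libraries).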

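BEC-like cells of 8 DDC libraries were compared with those of D0 A, the only steady-state library with at least 20 such cells, so the spread at steady state was not measured and was taken to equal that of the other libraries. The calls and adjusted p values therefore cannot tell an effect of DDC from a property of D0 A. Large duct-like cells were included. They made up 7.39% of these cells in D0 A and 0% (D5 B) to 44.6% (D9 A) in the DDC libraries. Part of a difference may therefore come from the mix of both kinds of BEC. edgeR called 345 of 14221 genes (91 higher, 254 lower in the DDC libraries), and this count depended on the tool and on single libraries. DESeq2 called 933 genes, and edgeR called 1 without D25 A, 1 without D9 A and 923 without D3 B. In data simulated at this design, 34.0% of genes with a log2 change of 2 were recovered. Il23a was at 27.7 ± 16.5 CPM with DDC (SD, n = 8 libraries) and at 12.5 CPM at steady state (n = 1), a log2 fold change of 1.01 (SE 0.94, adjusted p = 0.547, edgeR), and was above steady state in 6 of 8 libraries. Its log2 fold change lay between 0.98 and 1.15 over the alternatives, and between 0.61 (without D25 A) and 1.51 (without D9 A) with a library left out. In the other BEC-like cells alone, Il23a in D9 A was above D0 A (14.7 against 12.8 CPM), and in D3 B below it (11.0 CPM). With large duct-like cells included, D9 A was below D0 A (8.53 against 12.5 CPM). Each of the 7 genes Ccl2, Ccl20, Vcam1, Mif, Csf1, Tnf and Il23a was higher with DDC, but 0 passed edgeR's adjustment over all genes, where 4 had an unadjusted p under 0.05. Adjusted over the list alone, 2 passed, Vcam1 and Ccl2, and DESeq2 called 3 over all genes, Vcam1, Ccl2 and Csf1. Vcam1 was at 603 ± 231 against 69.9 CPM (log2 fold change 3.14, SE 0.78, adjusted p = 0.0607, edgeR), higher in 8 of 8 libraries. DESeq2's adjusted p was 5.97e-05 for Vcam1, in a range up to 0.0637 over the alternatives, and 0.0441 for Csf1, in a range of 0.0305 to 0.198. Without D25 A, edgeR gave an adjusted p of 0.149 for Vcam1 and 0.272 for Csf1, and without D3 B 0.00940 and 0.117. Ccl2 had 0 counts in D0 A and 10.2 ± 6.42 CPM with DDC, which is at least 33.1-fold higher than the 0.308 CPM that 3 counts would give in that library, and was above that level in 7 of 8 libraries. Its adjusted p was 0.0651 by edgeR and 0.00994 by DESeq2, in a range of 0.000657 to 0.0664 over the alternatives, and by edgeR 0.158 without D25 A and 0.0117 without D3 B. Of the genes chosen by size of change, Angptl4 (log2 fold change 4.56), Mt2 (3.61) and Lyz2 (3.55) were higher and Peg3 (-3.81), Fmo2 (-3.79) and Hps3 (-3.72) lower in the DDC libraries than in D0 A. Whether these genes were called depended on D25 A and D9 A, Hps3 excepted, and for Angptl4, Lyz2, Fmo2 and Peg3 also on the alternative. Over the alternatives, the log2 fold change lay between 3.50 and 4.56 for Angptl4 and 2.80 and 3.78 for Lyz2. It lay between -3.84 and -2.85 for Fmo2 and -3.83 and -2.97 for Peg3. Mt2 lay between 3.19 and 3.63 and Hps3 between -3.76 and -2.97.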

Il17-response induction at the biliary niche was supported by DDC-induced *Il23a* production in BECs (Fig. 2B, C).

For the validation of increased recruitment of preDCs in prolonged DDC diet, Mgl1 and Mgl2 were co-detected using immunohistochemistry, which marks immature cDCs and macrophages^31^. As such, combined Mgl1 and Mgl2 detection does not enable quantification of mature Mgl2^+^ cDC2B but detects macrophages and cDC2 independent of their maturation state. Mgl1/2^+^ cells were specifically enriched in inflamed biliary foci and total numbers were increased at DDC D10 and D19 compared to controls (Figs. 3E and S4H). This specific cellular localization was also evident in a model of lobular liver injury and steatohepatitis (Fig. S4H, I). To assess the maturation state of hepatic cDC2, we further investigated whether the loss of *Mgl2* mRNA within cDC2 in prolonged disease can be equally observed on the protein level. Indeed, the relative proportion of Mgl2^+^ cDC2B was significantly reduced from 34.4% ± 0.2% (D0) to 19.8% ± 4.9% at D10 (Figs. 3D, F and S4A). 

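The recovery experiment consists of 1 library of isolation protocol B ("STOP"), taken after DDC diet followed by 7 days of normal chow, which is set against D19 B of the atlas. The authors deposited UMI counts of the same kind as for the atlas, and cells were selected and clustered together with the atlas cells. The STOP library held 81301376 UMIs, and 8480 of its barcodes passed as cells with a median of 5946 UMIs, and D19 B held 66951588 UMIs. The cDC2 compartment had 458 cells in STOP and 912 cells in D19 B. With 1 library per condition there is no replicate and no test, so summed counts are given in CPM with exact Poisson intervals, and log2 ratios compare these libraries rather than the conditions. The lists of cDC2A and cDC2B genes are those on the axes of Fig. 3H.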

Finally, we tested the plasticity of Mgl2^neg^ cDC2 precursors by comparing cDC2 derived from long-term DDC diet (D18/19) to cDC2 that underwent an episode of disease recovery (DDC D18/19 + 7 days of recovery, “STOP”; Fig. 3G). 

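Of 21 cDC2A genes, 18 had a higher CPM in STOP than in D19 B, 17 of them with separate intervals, and the median log2 ratio was 0.73 (0.66 to 0.84 from resampled counts). The median over all genes with at least 10 CPM was -0.09. Against 10000 random lists of the same size and like expression, the cDC2A median lay at percentile 100, as a description of these libraries. The largest ratios were those of Stmn1 (1.84) and Mdh2 (1.45). Of 14 cDC2B genes with a ratio, 5 were higher and 9 lower, with separate intervals for 3 and 6, and the median was -0.26 (-0.47 to -0.11), at percentile 3.95. The lowest were Csf1r (-1.61), Ccl9 (-1.39) and Id3 (-1.22). Mgl2 was at 69.7 CPM (interval 60.9 to 79.4) in STOP and 91.1 (84.1 to 98.5) in D19 B, a log2 ratio of -0.39. Clec10a and Ly6c2 had ratios of -0.45 and -0.30, and Ccr7 was at 122 CPM in D19 B and 556 CPM in STOP (2.18). Mature DC-like cells made up 3.62% of the compartment in D19 B and 8.73% in STOP. For preDC-marker clusters the shares were 24.5% and 14.6%. Part of the Ccr7 ratio may therefore come from the mix of cells, and it lay between 1.11 and 2.97 over the alternatives. With D25 B in place of D19 B, the medians were 0.20 for cDC2A genes (13 of 21 higher, percentile 95.6) and -0.072 for cDC2B genes (6 of 14 higher, percentile 15.8). Stmn1 and Mdh2 then had ratios of -0.10 and -0.0071. By size of change, Dnase1l3 (4.47), Il12b (3.28) and Hspa1b (2.63) rose most, and Lars2 (-3.20), CT010467.1 (-2.54) and Cd209d (-2.12) fell most. Il12b was lower in STOP in cDC2-like clusters alone (-1.97), and CT010467.1 and Lars2 were lower in STOP in T-like and LSEC-like cells as well.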

Analyzing cDC2A/B gene signatures revealed induction of the restorative cDC2A gene signature during disease resolution (cluster 2 and 6), while proinflammatory cDC2B genes remained partially expressed (Fig. 3H).

In conclusion, the cDC2 scRNA-seq data reveal DC maturation and temporal exhaustion of liver-resident Mgl2^+^ cDC2B at disease progression, along with recruitment of Mgl2^neg^ preDCs that may differentiate towards a proinflammatory or restorative phenotype depending on the niche signal input.

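Between progression (6 libraries) and steady state (2 libraries), edgeR called 451 of 11615 genes in the cDC2 compartment, 107 higher and 344 lower at progression, and 220 of the calls were among 8760 genes not used for clustering. The count rested on single libraries and on the minimum of cells, since it was 1938 with at least 50 cells per library, 1900 without D0 A, 14 without D0 B, 24 without D19 B, 52 without D9 B, 171 without D25 A and 266 without D3 A. Of the 14 genes called without D0 B, 6 were among the 451. DESeq2 called 839 genes (341 higher, 498 lower). Of the 19 genes named in the text, edgeR called Ccr7, Arpin and Relb, and 5 passed adjusted over the list alone, with Siglech and Csf1r in addition. Ccr7 had a log2 fold change of -1.93 (SE 0.45, adjusted p = 0.0310, edgeR) and was below both steady-state libraries in 6 of 6. In cDC2-like clusters alone it was -0.77 (adjusted p = 0.521, in a range of 1.16e-08 to 0.521 over the alternatives), and its adjusted p was 0.246 without D0 B. Arpin (log2 fold change -2.56, SE 0.66, adjusted p = 0.0422, edgeR) was at 2.32 ± 1.87 CPM at progression and lower in 6 of 6 libraries, with an adjusted p of 0.548 without D0 B. Relb fell from 255 ± 18.1 to 109 ± 27.8 CPM (log2 fold change -1.26, SE 0.32, adjusted p = 0.0410, edgeR), in 6 of 6 libraries, but its log2 fold change was -0.49 in cDC2-like clusters alone (adjusted p = 0.370, in a range of 0.00238 to 0.370 over the alternatives) and its adjusted p was 0.330 without D0 B, 0.128 without D19 B and 0.113 without D9 B. Mgl2 was at 354 ± 252 CPM at steady state and 207 ± 85.3 at progression, a log2 fold change of -0.88 (SE 0.54, adjusted p = 0.365, edgeR), below the steady-state mean in 6 of 6 libraries. Its log2 fold change was -1.58 without D0 A and 0.36 without D0 B. Of the genes chosen by size of change, Dnase1l3 (-3.46), Fscn1 (-3.23) and Apol7c (-3.15) were lower, and Cd38 (3.44), Ifitm1 (2.92) and Fgfr1 (2.44) higher, each beyond both steady-state libraries in 6 of 6. None of the 6 passed without D0 B, where Dnase1l3 was at -1.14 (adjusted p = 0.621, edgeR), Fgfr1 at 1.42 (0.513), Apol7c at -3.16 (0.331), Cd38 at 4.07 (0.271), Ifitm1 at 3.30 (0.181) and Fscn1 at -3.41 (0.131), and Apol7c stayed below the threshold in 2 of 7 alternatives (adjusted p 9.51e-20 to 0.106, log2 fold change -3.60 to -2.97), DESeq2 giving 0.106. Fscn1, Apol7c and Ifitm1 are among the genes by which clusters were named.
The paper starts from the shift towards cDC2, orders cDC2 by maturation genes, Mgl2 and preDC markers over the stages, and reads the recovery library for both cDC2 signatures. From these steps it concludes that DCs mature and resident Mgl2-positive cDC2B are exhausted with time, and proposes that the recruited preDCs take a proinflammatory or a restorative course depending on niche signals.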

### Heterogeneous γδ T cells produce profibrogenic Il17a in a niche-dependent manner

To better delineate T cell subsets with key functions during the inflammatory response and tissue fibrosis, we determined *Il17a* expressing T cell populations in our scRNA-seq atlas^32^. The main *Il17a*-expressing population was γδ T cells (cluster 15) co-expressing *Trdc*, *Sox13* and *Blk*^33^ (Fig. S5A, B), which segregated into *Il17a*^high^ cells positive for *Scart1* (encoded by *Cd163l1*), *Trdv4* and *Trgv6*, and *Il17a*^low^ cells expressing *Scart2* (encoded by *5830411N06Rik*) (Fig. S4C). 

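Within T-like and NK-like cells, clusters of γδ T17-like cells were named by Trdc, Sox13, Blk, Il23r and other markers, without Il17a, and held 276 cells of the atlas against 8633 other T-like cells. In the 7 libraries with at least 5 γδ T17-like cells, Il17a was at 779.7 ± 479 CPM in γδ T17-like cells and 5.35 ± 5.49 CPM in T-like cells (SD, n = 7). The difference of 774 CPM was positive in 7 of 7 libraries (p = 0.0156, two-sided exact sign-flip permutation test), which is the smallest p that 7 libraries allow. Clustering at a higher resolution moved the difference most, to 1388 CPM over 5 libraries, where the smallest possible p is 0.0625. Of the γδ T17-like cells, 112 had UMIs of Scart1 (Cd163l1) and none of Scart2 (5830411N06Rik), 73 had Scart2 and no Scart1, 6 had both and 85 neither. Il17a was at 1039.8 ± 569.7 CPM in Scart1-positive and 391 ± 458 CPM in Scart2-positive cells (SD, n = 3 libraries with at least 5 cells of both). It was higher in Scart1-positive cells in 3 of 3 libraries by a mean of 649 CPM, with p = 0.25 in the two-sided exact sign-flip permutation test, the smallest value that 3 libraries allow. Leaving out D19 B reduced the difference to 326 CPM. The depth-matched share of Il17a-positive cells went the other way in D9 B, with 7.69% of 13 Scart1-positive and 18.2% of 22 Scart2-positive cells, and was 32.4% against 10.5% in D19 B and 33.3% against 22.7% in D25 B. Over all libraries, Scart1-positive cells held 544 UMIs of Il17a, 193 of Trdv4 and 20 of Trgv6, and Scart2-positive cells 117, 0 and 0.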

Since γδ T cells were sparsely represented in our atlas (282 cells), we multiplexed enriched γδ T cells from a hepatic control (D0), DDC D5- and D9-fed mice for scRNA-seq (Fig. 4A, B). Gene signatures defining Vγ6^+^ and Vγ4^+^ γδΤ cells indicated that Scart1^+^ cells were Vγ6^+^, while Scart2^+^cells were Vγ4^+^^34^. Both populations expressed *Nr4a1* and *Cd5*, indicating T cell receptor (TCR) activation, and *Scart1*^+^ γδ T17 cells (clusters 0, 3) expressed *ll17a* at higher levels (Figs. 4B and S5D). γδ T17 cells expressed different receptors that would enable their interaction with cDC2 and induce Il17 production, including, e.g., the Ccl2-Ccr2, Ccl20-Ccr6, Il1b-Il1r1, Il23a-Il23r, Ccl17/Ccl22-Ccr4 axes (Fig. 4C). These observations suggest a multifaceted crosstalk of γδ T cells with BEC and cDC2, expressing *Ccl17*, *Ccl22* and *Il1b* (Fig. S4C). 

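Ccl17 was at 236 ± 213 CPM in cDC2-like cells (SD, n = 12 libraries), 408 ± 442 in mature DC-like cells (n = 7) and 132 ± 144 in monocyte- or macrophage-like cells (n = 12), against 1.62 ± 3.35 CPM in T-like cells. Ccl22 was highest in mature DC-like cells, at 998 ± 452 CPM, with 144 ± 101 in cDC2-like, 158 ± 162 in cDC1-like and 2.04 ± 3.64 in T-like cells. Il1b was at 3331 ± 1318 CPM in cDC2-like cells, above monocyte- or macrophage-like cells at 2037 ± 1078 and below neutrophil-like cells at 14113 ± 6479 CPM (n = 11), with 25.2 ± 19.3 CPM in T-like cells. Il23a was at 31.5 ± 19.1 CPM in BEC-like cells other than large duct-like (n = 9), below neutrophil-like cells at 154 ± 114 CPM (n = 11). The paper proposes its crosstalk from receptors found on γδ T17 cells together with ligands such as these on cDC2 and BEC.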

Close proximity relationships depicted by IF using γδ T cell reporter mice (Tcrd-GDL model^17^) further substantiated such a hypothesis (Fig. S5E, F).

**Fig. 4:**
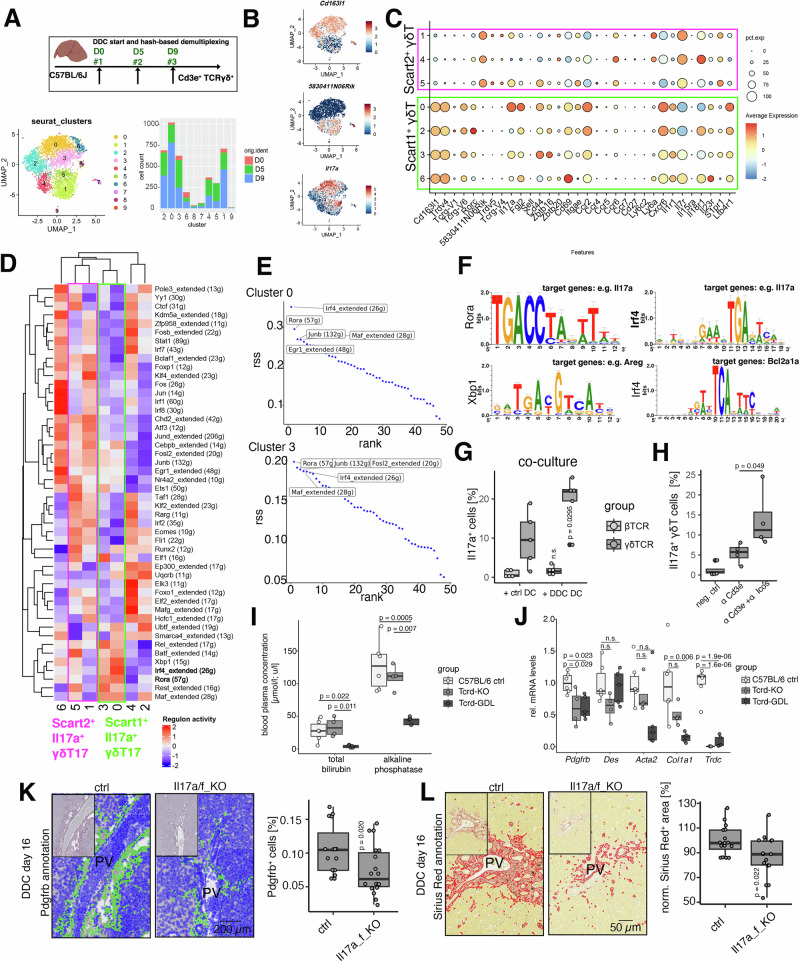
*Scart1*^*+*^ and *Scart2*^*+*^ γδT cells produce profibrogenic Il17a in a niche-dependent manner. **A** Top: experimental design of the multiplexed liver γδ T dataset. Bottom left: UMAP representation of the γδ T17 subset. Barplot displaying γδ T17 cluster-specific absolute cell numbers of multiplexed D0, D5, and D9. **B** UMAP representation of log-normalized expression of γδ T cell markers *Scart1* (Cd163l1), *Scart2* (5830411N06Rik), *Il17a*. **C** Dotplot displaying cluster-specific gene expression. Log-normalized gene expression is color-coded, and the fraction of cells expressing the gene is encoded by dot size. Boxes highlight *Scart1*^+^ (green) and *Scart2*^+^ (magenta) clusters. **D** Heatmap displaying SCENIC-inferred TF regulon activity in *Scart1*^*+*^/*Scart2*^*+*^ γδ T17 clusters (boxes highlight Il17a^+^ clusters). Predicted TF regulon activity displayed as a color code. **E** Rank visualization of *Scart1*^*+*^ γδ T17 cluster-specific regulon specificity scores (rss). Top 5 regulons indicated. **F** Predicted Rora-, Irf4- and Xbp1-specific binding motifs and target genes. **G** Boxplots displaying frequency of Il17a^+^ cells within Cd3^+^ βTCR^+^ (light gray)/Cd3^+^ γδ TCR^+^ (dark gray) compartments after hepatic DC coculture derived from control or DDC D5-treated mice. One-sided *t*-test (five independent experiments). **H** Boxplots displaying frequency of Il17a^+^ cells in CD3^+^ γδ TCR^+^ cells after anti-CD3e or anti-CD3e + anti-Icos stimulation. One-sided *t*-test (four independent experiments). **I** Boxplot displaying blood plasma concentrations of total bilirubin and alkaline phosphatase in DDC D5-treated control (ctrl), Tcrd-KO and Tcrd-GDL mice. One-sided ANOVA followed by Tukey’s test (C57BL/6: *n* = 6 mice, Tcrd-KO: *n* = 4 mice, TCRD-GDL: *n* = 5 mice). **J** Boxplot displaying relative *Pdgfrb*, *Des*, *Acta2, Col1a1* and *Trdc* mRNA levels (qPCR) in DDC D5-treated ctrl, Tcrd-KO and Tcrd-GDL liver tissues normalized to control. One-sided ANOVA followed by Tukey’s test (C57BL/6: *n* = 6 mice, Tcrd-KO: *n* = 4 mice, TCRD-GDL: *n* = 5 mice). **K** Left: Pdgfrb immunohistochemistry and cell detection (green overlay) of control (ctrl) and Il17a/f KO mice after 16 days of DDC. Right: Boxplot displaying percentage of Pdgfrb^+^ cells. One dot represents one quantified tissue section. Two-sided *t*-test (*n* = 4 mice/group). **L** Left: Sirius Red histochemistry and area detection (red overlay) of control (ctrl) and Il17a/f KO mice after 16 days of DDC. Right: Boxplot displaying percentage of stained area. One dot represents one quantified tissue section. Two-sided *t*-test (*n* = 4 mice/group). D day, DDC 3,5-Diethoxycarbonyl-1,4-Dihydrocollidine, rss regulon specificity score, PV portal vein.

To extend this observation, we conducted a ligand-receptor analysis of a merged liver cDC2 and γδ T cell dataset using CellChat^35^ (Fig. S6A–C). This analysis further identified contact-dependent and soluble interactions, including Icosl-Icos, Pvr-Cd226 or Cxcl16-Cxcr6, Lgasl9-Cd44 (Fig. S6B, C).

To support the hypothesis of differential signaling patterns in *Scart1*^*+*^*/Scart2*^+^ γδ T cells giving rise to distinct transcriptional regulation, we ran transcription factor (TF) regulon predictions using SCENIC^36^. TF regulons exhibited differential activities within and between *Scart1*^+^ and *Scart2*^+^ γδ T17 subsets (Fig. 4D). For example, *Scart1*^+^ γδ T17 cell regulons included Rora, Maf, Irf4, and Xbp1, whereas Klf2 and Klf4 were more active within *Scart2*^+^ γδ T17 cells, in accordance with published data^37,38^. We then used regulon specificity scores (rss) to assess TF regulon cell type specificity. Rora, Maf, Irf4 TF regulon activity in *Scart1*^*+*^ γδ T17 cells (cluster 0 and 3) displayed high rss values, while Klf2 and Jund were specific for *Scart2*^*+*^ clusters 1 and 5 (Figs. 4E and S7A). Motif analysis for Rora, Irf4, and Xbp1 predicted target gene expression in *Scart1*^*+*^ γδ T cells, including *Il17a* (Fig. 4F).

Flow cytometric analysis of Il17a on αβ T cells (βTCR^+^) and γδ T cells confirmed increased relative γδ T17 cell numbers in cholangitis at D5/6 and D10 with a comparable but delayed trend in the CDE model (Fig. S7B).

To interrogate whether γδ T and αβ T cells compete for signal cues within the peribiliary niche, Tcrd-knockout (KO) mice were treated with DDC. Indeed, compensation of the γδ T17 function was reflected by a higher percentage of Il17a^+^ αβ T cells in Tcrd-KO versus control mice at DDC D5, suggesting potential competition for γδ T17/Th17 polarization cues in liver cholestasis within a shared microanatomical niche (Fig. S7C).

In vitro treatment of γδ T cells with DDC D5 bile did not induce Il17a expression (Fig. S7D). Conditioned medium of DDC D5 derived DCs showed a trend towards inducing increased Il17a^+^ γδ T cell frequencies (*p* = 0.06), however, compared to direct co-culture, the fraction of Il17a+ cells was low (Fig. S7E). Direct co-culture of DDC D5- or control liver-derived DCs with UTCs from control spleen led to increased Il17a production in γδ T cells but only weak induction in αβT cells, indicating a DC-derived contribution to the induction of a γδ T17 cell state (Figs. 4G and S7F). Based on this observation, we used TCR stimulation in vitro to further elucidate the impact of contact-based/soluble mediators in inducing a γδ T17 cell state. Specific stimulation with recombinant Il18, Cxcl16, Lgals9 and activating Icosl-antibodies revealed a moderate γδ T17 cell state induction for Icos activation, while soluble mediators did not induce significant differences (Figs. 4H and S7G). This prompted us to test a disease-contributing role of γδ T cells in DDC-induced damage response and cholestasis using a constitutive (Tcrd-KO) and conditional depletion model of γδ T cells (Tcrd-GDL^17^). Conditional γδ T cell depletion was associated with reduced circulating total bilirubin and alkaline phosphatase levels indicating reduced cholestasis and disease activity (Fig. 4I). Furthermore, tissue-derived transcript levels of *Pdgfrb, Col1a1* were reduced in Tcrd-KO and/or Tcrd-GDL liver tissues implying a functional contingency of liver fibrosis on γδ T cell-derived Il17a (Fig. 4J). To directly test the effect of Il17a on fibrosis, we treated wildtype (wt) and Il17a/f KO mice with a long term DDC diet (16 days) and quantified the number of Pdgfrb^+^ myofibroblasts and collagen (Sirius Red) in tissue sections. The number Pdgfrb^+^ cells and collagen area was significantly reduced in Il17a/f KO versus control mice, mirroring a profibrogenic role of Rorc-induced Il17-responses^39^ (Fig. 4K, L). Similarly, tissue-derived transcript levels for *Acta2*, *Des*, *Col1a1* were reduced in DDC-treated Il17a/f KO vs. controls (Fig. S7H).

Together, these results suggest Il17a-producing γδ T17 cells as an early-onset fibrosis-supporting communication node in murine cholangitis.

### Spatial niche deconvolution resolves cDC2B and γδ T cell-containing cholangitis-associated tissue domains

For undeterred inspection of tissue dynamics in the cDC2B-γδ T cell niche, we generated imaging-based spatial transcriptomics data of DDC D5 liver. For high confidence cell type identification of γδ T cells and cDC2B, we used a 379 gene atlassing panel adjunct with 100 add-on genes to further improve cell type resolution of cDC2 and γδ T cells (Methods, Table S1). QC metrics (233 median transcripts/cell and >52 million high-quality decoded transcripts) indicated a high quality ST dataset that was further analyzed using NiCo^24^. For NiCo analysis, we generated a merged and cleaned DDC atlas reference of the main atlas (Fig. 1K) and liver γδ T cells (Fig. 4A) comprising ~81 k cells (Methods, Fig. S8A). DDC D5 ST data confirmed enrichment of cDC2 and γδ T17 cells at the periportal and biliary site (Fig. 5A, B). Label transfer of annotated scRNA-seq cell labels resulted into classification of 25 spatial cell types including small and large duct BEC, Il17a^+^ γδ T cells and DC subsets (Fig. 5C, D). NiCo predictions of cell-cell interactions identified an intertwined network containing specialized immune (e.g. naïve T vs. Il17a^+^ γδ T cells) and functional niche environments (e.g. proliferating niche). Immunobiliary cell types including small duct (sd) BEC, cDC2 and Il17a^+^ γδ T cells exhibited mutual colocalization within a niche (Fig. 5E, F). To demonstrate colocalization of γδ T17 and cDC2 within the immunobiliary niche, we used the add-on pool of our ST dataset, which contained multiple DC and γδ T cell-specific genes (*Mgl2, Clec10a, Trdv4, Cd163l1, 5830411N06Rik, Il23r*) and enabled the assessment of T17 effector state (e.g., *Rorc*, *Irf4*, Fig. 5G). Niche covariation analysis for small duct (sd) BEC and cDC2 suggested commonly regulated gene programs within identified latent factors (Fa1) that were captured by NiCo’s factor analysis (Fig. S8B)^24^. Spearman correlation analysis of highly correlating genes for Fa1 in sd BEC identified genes representing cellular stress responses (*S100a11*, *Hscp90ab1*) and changes in cell mobility/adhesion (*Anxa2*, *Cd9*). Highly correlating genes for Fa1 of cDC2 included genes related to DC maturation and antigen presentation (*H2-Ab1*, *H2-Eb1*, *H2-Aa*). These results implied coordinated cellular responses in this close proximity neighborhood. We further investigated if such covarying gene programs may be connected to cell-cell communication between respective cell types. NiCo’s inbuilt cell-cell communication analysis predicted sd BEC-derived signals that may modify cDC2 cell states (Fig. S8C). Once again, the ligand receptor pair Tnf-Tnfrsf1a was detected, similar to the human steady-state communication analysis (compare Fig. 2). Based on the identification of sd BEC, cDC2, Il17a^+^ γδ T cell neighborhoods in DDC D5 mouse liver, we further investigated, if similar cell-cell proximity relationships are detectable in human liver diseases such as PSC. While PSC pathophysiology is more complex and not identical with the acute injury-driven immune response in a xenobiotic model of cholangitis, we could still detect TRDC^+^ and CD207^+^ cells, which showed a localization-dependent concentration towards inflamed biliary foci compared to a lobular localization (average TRDC^+^ cell concentration in portobiliary and lobular regions was 66.33 ± 54.07/mm^2^ and 19.87 ± 25.38/mm^2^; Fig. 5H). Furthermore, close proximity niche relationships were detected by CD207/TRDC and CLEC10A/TRDC in situ hybridization (Fig. 5H).

**Fig. 5:**
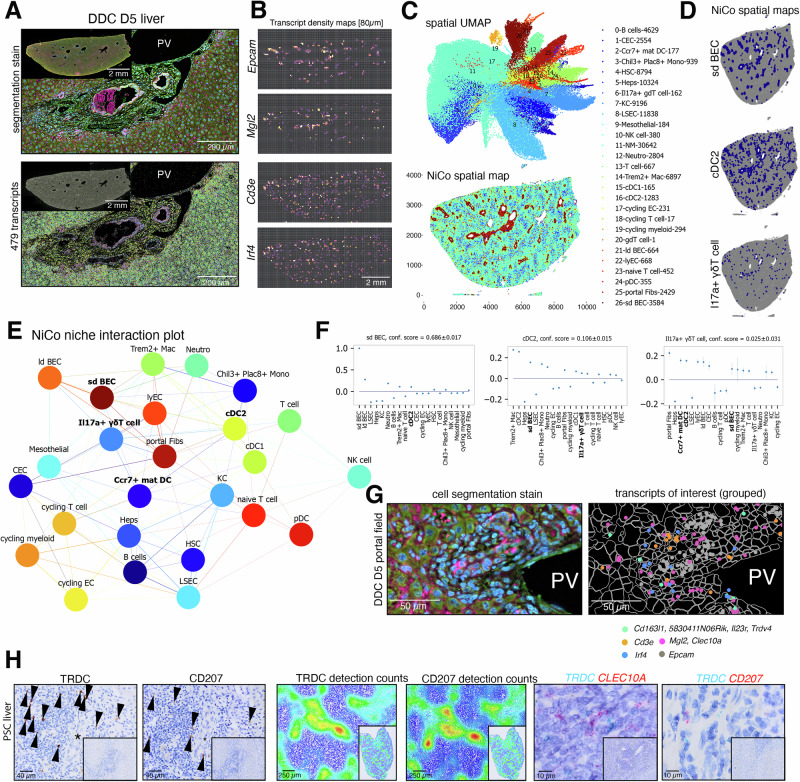
Spatial niche deconvolution resolves cDC2B and γδ T cell-containing cholangitis-associated tissue domains. **A** Portal field overview of cell segmentation stain (top) and decoded transcripts (bottom) of a mouse DDC D5 liver tissue (*n* = 1). Image overviews of whole sample are shown on the top left. Scale bar, 2 mm and 200 µm. **B** Density maps displaying DDC D5 liver tissue overview with binned expression of *Epcam*, *Mgl2*, *Cd3e* and *Irf4*. Bin size, 80 µm. **C** Spatial UMAP highlighting Leiden clusters (top) and spatial location map (bottom) highlighting NiCo cell type annotations of DDC D5 liver tissue. Right column indicates cluster number, annotated cell types and predicted cell numbers in spatial section. NM indicates not matched cells^24^. **D** Spatial maps of NiCo-predicted BEC, cDC2 and Il17a^+^ γδ T cells. **E** Top: Spatial cell type interaction map derived by NiCo using a radius of 20. Normalized logistic regression coefficient cutoff *c* = 0.05. **F** Spatial neighborhoods (normalized logistic regression coefficients) for small duct (sd) BEC, cDC2, Il17a^+^ γδ T cells. Error bars indicate standard deviation of the coefficient estimates derived from five-fold cross-validation. **G** High-resolution spatial map containing segmentation stain information (left) or grouped transcript abundance (right) of γδ T cell- (*Cd163l1, 5830411N06Rik, Il23r, Trdv4*), T cell- (*Cd3e*), T17 polarization (*Irf4*), cDC2B- (*Mgl2*, *Clec10a*) and BEC-related (*Epcam*) transcripts in a DDC D5 liver portal field of interest reflecting niche predictions in (**E**). Data derived from (**A**). **H** Left: TRDC and CD207 immunohistochemical staining on human PSC liver tissue (*n* = 18 PSC liver tissues). Peribiliary immune infiltrates are enriched for TRDC^+^ and CD207^+^ cells. Asterisk indicates bile duct. Scale bar, 40 µm. Middle: High- and low-resolution visualization of color-coded TRDC^+^ and CD207^+^ detection counts in human PSC tissue. Analysis indicates varying cell concentration within different tissue compartments. Scale bar, 250 µm. Right: Duplex TRDC/CLEC10A, TRDC/CD207 in-situ hybridization of human PSC liver tissue (*n* = 5 PSC liver tissues). Cellular colocalization and/or close proximity relationships between cells can be detected. Scale bar 10 µm. CEC continuous endothelial cell, cDC conventional dendritic cell, D day, DDC 3,5-Diethoxycarbonyl-1,4-Dihydrocollidine, Heps hepatocytes, HSC hepatic stellate cell, KC Kupffer cell, ld BEC large duct biliary epithelial cell, LSEC liver sinusoidal endothelial cell, lyEC lymphatic endothelial cell, Mac macrophage, mat. DC mature dendritic cell, Mono monocyte, Neutro neutrophil, NM not matched cell, pDC plasmacytoid dendritic cell, portal Fibs portal fibroblasts, PSC primary sclerosing cholangitis, sd BEC small duct biliary epithelial cell.

In conclusion, DDC D5 ST data in early cholestasis recapitulated in situ distribution of rare immune cell populations such as cDC2/ γδ T cells and their niche neighborhoods at initiation of an early fibrotic response.

### Early cDC2B depletion and replacement by epigenetically restricted cDC2 results in reduced γδ T17 effector differentiation

To uncover the role of Mgl2^+^ cDC2B in regulating γδ T cell recruitment and function in the context of DDC-induced biliary injury, we depleted cDC2B using diphtheria toxin (DT) in Mgl2-DTR mice^16^ (“DDC D5-DT”, Figs. 6A and S9A). The cDC2 subset of these data confirmed a strong abrogation of *Clec10a*^+^ *Mgl2*^+^ cDC2Bs and maturation-associated gene expression was reduced, while preDC-associated genes were up-regulated and cDC1/pDC were only marginally affected (Figs. 6B and S9B, C). Pathway enrichment among differentially expressed genes between cDC2 from the depleted versus control animals reflected a dysfunctional, preDC-associated cellular state according to gene signatures that affect cell migration (GPCR, chemokines), and outside-in signaling (TNFR1 signaling, Fig. S9D). Upon cDC2B depletion, BECs exhibited reduced expression of pro-inflammatory mediators *Tnf, Il23a*, *Ccl2* and *Ccl20* (Fig. S9E). Top differentially expressed genes within the γδ T cell subset included *Il17a*, which was significantly reduced in cDC2-depleted animals (Fig. 6C, D, Methods).

**Fig. 6:**
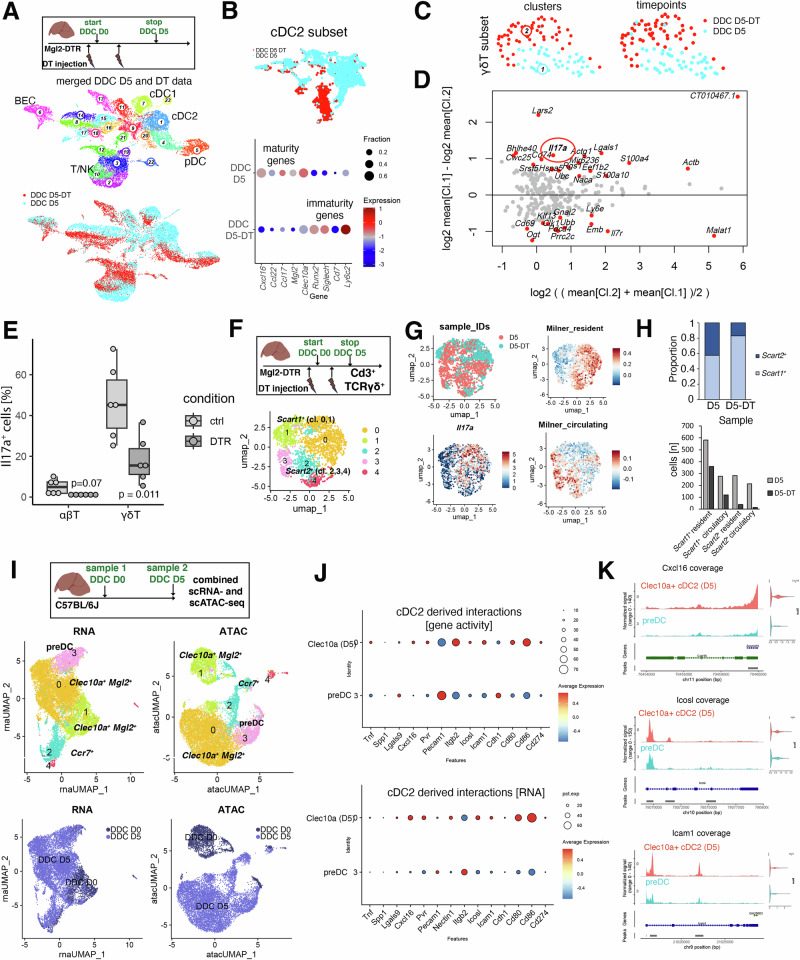
Early cDC2B depletion results in reduced γδ T17 effector differentiation. **A** Top: experimental design and structure of the merged DDC D5 and DDC D5-DT data. Bottom: UMAP representation of isolated cell types and samples. **B** Top: UMAP representation of cDC2 subset from data in (**A**) (top). Bottom: Dotplot displaying expression of immaturity and maturity markers in cDC2. Log-normalized gene expression is color coded and fraction of cells expressing the gene is encoded by dot size (bottom). **C** UMAP representation of γδ T cell subset clusters (left) and samples (right) of merged DDC D5 and DDC D5-DT data. **D** Differential gene expression analysis of DDC D5 and DDC D5-DT derived γδ T cells. Red circle highlights *Il17a*. Significantly differentially expressed genes (adjusted *p* < 0.05, Methods) are highlighted in red. **E** Boxplot displaying frequency of Il17a^+^ αβ and γδ T cells in DDC D5 and DDC D5-DT measured by FACS. Two-sided *t*-test (three independent experiments, *n* = 6 mice/group). **F** Top: Experimental design of multiplexed liver γδ T cell experiment (DDC D5 and DDC D5-DT). Bottom: UMAP representation of γδ T17 clusters. **G** UMAP representation of multiplexed γδ T17 samples and log-normalized expression of *Il17a* and resident and circulatory gene signatures from ref. ^41^. **H** Top: stacked barplot displaying sample-specific proportions of *Scart1*^*+*^ and *Scart2*^*+*^ γδ T cell subsets in DDC D5/DDC D5-DT data. Bottom: absolute numbers of *Scart1*^*+*^ and *Scart2*^*+*^ resident and circulatory populations in DDC D5/DDC D5-DT data. **I** Experimental design (top). UMAP of merged control and DDC D5 derived scRNA-seq and scATAC-seq data modalities highlighting clusters derived for the data modality (middle), and sample identity (bottom). **J** Dotplot displaying cDC2-derived γδ T cell interacting gene activities (top) and RNA expression (bottom) across clusters 3 (preDC) and 0 (*Clec10a*^+^ cells). Log-normalized mean expression is color-coded and fraction of cells expressing the gene is encoded by dot size. **K** Coverage plots displaying gene-specific pseudobulk accessibility tracks in preDC (cluster 3) and *Clec10a*^+^ cells (cluster 0). Genomic regions of interest and coordinates are displayed in the bottom row. Violin plots on the right display RNA expression of the corresponding gene. ATAC assay for transposase-accessible chromatin, BEC biliary epithelial cell, cDC conventional dendritic cell, D day, DDC 3,5-Diethoxycarbonyl-1,4-Dihydrocollidine, DT(R) diphtheria toxin (receptor), pDC plasmacytoid dendritic cell.

Flow cytometric analysis of Mgl2-depleted versus control animals revealed a significant reduction of Il17a^+^ γδ T cell frequencies, with a similar trend in βTCR^+^ αβ T cells (*p* = 0.07, Fig. 6E). To capture liver γδ T cells at higher resolution, we enriched γδ T cells from Mgl2-depleted mice for scRNA-seq and interrogated the frequency distribution of γδ T17 cells by comparing DDC D5 and DDC D5-DT derived γδ T cells (Fig. 6F). Reduced total *Scart1/2*^*+*^ γδ T17 cell numbers were observed in the DT condition, with a more prominent reduction in the *Scart2*^+^ population (44% vs. 85% reduction, Fig. 6G, H). Further subtyping of *Scart1/2*^*+*^ γδ T17 cells revealed individual clusters with circulatory and resident gene signatures^40,41^, respectively (Figs. 6G and S9F, G). A reduced proportion of circulatory cells in the D5-DT versus the D5 condition indicated altered γδ T cell recruitment and tissue half-life in cDC2B-depleted mouse livers (Fig. 6G, H). qPCR analysis of tissue-derived transcript levels of D5/D10 with DT-mediated cDC2-depletion resulted in decreased abundance of profibrotic transcripts (*Pdgfrb*, *Des*) indicative of reduced fibrosis initiation (Fig. S9H).

To address how cDC2B depletion and replacement of immature cDC2 may affect γδ T17 polarization across molecular layers, we performed a combined single-cell transcriptome RNA-seq and Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) analysis (10x Multiome) on a control and a disease time-point, where all subclusters including preDCs can be observed (control (D0) and DDC D5, see “Methods”; Figs. 6I and S10A–C). In the cDC2 subset, label transfer of RNA to ATAC clusters revealed similar manifold architecture and transitioning cell states in both data modalities proposing concordant cDC2 cell state regulation (Fig. 6I). While the Mgl2 locus did not exhibit obvious differential chromatin accessibility across cell states, the Ccr7 locus showed an increase in accessibility along the cDC2 differentiation trajectory (Fig. S10D).

This prompted us to test the genomic accessibility of identified DC-γδ T cell ligand-receptor pairs (Fig. S6), to screen for interactions that are epigenetically regulated and may explain reduced cDC2-γδ T cell interactions after mature cDC2B depletion. Multiple predicted interactions as part of the cDC2-γδ T cell communication node showed concordant reduced genomic accessibility and RNA expression in preDCs compared to *Clec10a*^+^ cDC2 (Figs. 6J and S10E). Individual coverage plots of key cDC2-derived signal cues exemplified reduced genomic accessibility in preDC compared to *Clec10a*^+^ cDC2 (Figs. 6K and S10F).

Taken together, these data propose perturbed circulatory and residency properties of *Scart1*^+^ and *Scart2*^+^ γδ T17 cells and reduced γδ T17 effector differentiation upon cDC2B depletion, partially due to reduced genomic accessibility of γδ T cell ligands within preDCs.

### γδ T17 cell state induction by Mgl2^+^ cDC2B in liver draining lymph nodes

After the identification of a γδ T17 instructive role of cDC2B, we asked whether mature *Mgl2*^+^ *Ccr7*^+^ cDC2B induce Il17 production in liver-draining *lymph nodes* (LN), thereby promoting Th17/γδ T17 responses in an organ-site independent manner^42^ (Fig. 7A). To enable the identification of *Mgl2*^+^ *Ccr7*^+^ cDC2 undeterred by the maturation-associated mRNA expression loss of typical DC markers^27^, we performed CITE-seq on liver-draining LN at steady-state (D0), DDC D5 and D19 (19,338 cells; Fig. 7A, B). This permitted a subclassification of cDC1/2 in LN on the protein level since proteins have a much longer half-life than RNA. Indeed, the *Ccr7*^*high*^ DC cluster in the liver-draining LN dataset exhibits a clear separation into Cd11b^+^/Mgl2^+^ and Xcr1^+^ cells on the protein level, while the cDC2 subset displayed the loss of RNA marker genes (Figs. 7C and S11A). Raw numbers of CD301b^+^ cDC2Bs in the process of DDC-associated inflammation continuously increased in the LN scRNA-seq data mirroring liver egress (Fig. 7B–D). In liver draining LN, Mgl2^+^ cDC2 were in physical contact with γδ T cells, as seen in Tcrd-GDL mice (Fig. 7E). Contact and ligand-receptor-mediated interaction analysis confirmed the previously observed DC - γδ T cell signaling module (Fig. 7F, G). Again, multiple liver interactions including Icosl-Icos, Cxcl16-Cxcr6, Icam1-Itgal/Spn were also predicted in LN data promoting the idea of site-independent cDC2 - γδ T cell interactions in cholestatic liver disease. Next, we analyzed a scRNA-seq dataset containing γδ T17 cells derived from liver draining LN of D0 and D5 and detected *Ccr7*^*+*^ *Sell*^*+*^ *Lck*^+^ (cluster 3), *Scart1*^+^ (cluster 0) and *Scart2*^+^ (clusters 1,2) γδ T17 cells. We performed SCENIC analysis to identify TF networks uniquely associated with these LN γδ T17 cells (Fig. 7H–J). A unique cassette of TF-regulons with predicted activity restricted to *Ccr7*^*+*^ *Sell*^*+*^ γδ T17 cells (“recruited”, cluster 3) was identified, with the highest rss for the TFs Myb, Lef1, Bptf and Ikzf2, in accordance with the RNA expression levels (Figs. 7H and S11B). Altered γδ T17 frequencies in LN prompted us to analyze γδ T in the circulation. Indeed, FACS analysis of circulating γδ T cells from ctrl (D0) and DDC D5 timepoints revealed altered γδ T dynamics, with a decrease of naïve Cd62l^+^ Cd44^-^ and Cd62l^+^ Cd44^+^ circulatory γδ T cells, while Cd44^+^ Cd62l^-^ effector γδ T cells increased (Figs. 7K and S11C). Last, we compared γδ T17 cells derived from draining LN at DDC D5 and upon loss of *Mgl2*^+^ cDC2B at DDC D5-DT. γδ T17 populations derived from the D5-DT were almost completely abrogated in our scRNA-seq data, implying a connection of LN γδ T17 effector differentiation and cDC2 homing (Fig. S11D–F).

**Fig. 7:**
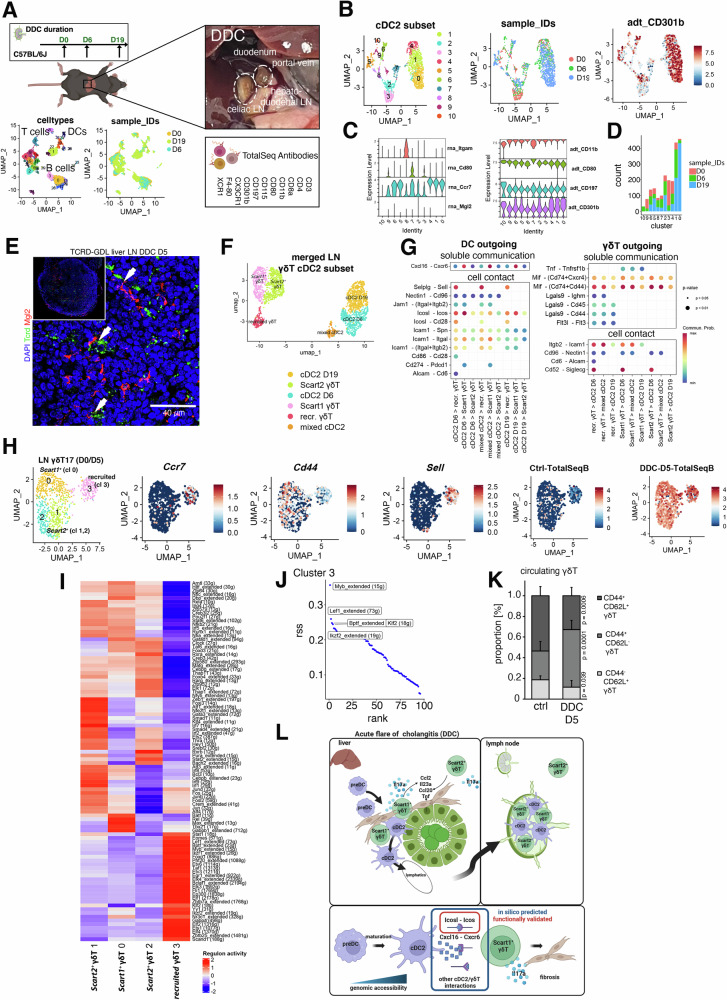
γδT17 cells and  Mgl2^+^ cDC2B in liver draining lymph nodes. **A** Experimental design of the merged liver draining LN control, DDC D6 and DDC D19 CITE-seq dataset. Macroscopic view of the hepatoduodenal and celiac trunk lymph nodes in situ^42^. **B** UMAP representation of the LN-derived cDC2 clusters (left), timepoints (right) and centered log-ratio transformed CD301b (encoded by *Mgl2*) protein expression. **C** Violin plots displaying log-normalized RNA expression for *Itgam*, *Cd80*, *Ccr7* and *Mgl2* (left) and centered log-ratio transformed protein expression for the corresponding proteins (right). **D** Barplot displaying timepoint-specific absolute cell numbers of cDC2 in LN. **E** IF displaying DAPI, Mgl2 co-stained liver-draining LN of DDC D5-treated Tcrd-GDL mice. Scale bar, 40 µm (*n* = 3 mice). **F** UMAP representation of merged LN γδ T cell and cDC2 subset displaying clusters used for cell communication inference. **G** Dotplot displaying cDC2 and γδ T cell outgoing molecular contact-based and soluble communication pairs. Communication probability encoded as color code and *p* values as dot size. Statistics derived from permutation test. **H** UMAP representations displaying clusters of LN γδ T17 cells derived from DDC D0/D5 timepoints, log-normalized *Ccr7, Sell, Cd44* expression and centered log-ratio transformed data of sample hashtags. **I** Heatmap displaying SCENIC-inferred TF regulon activity in *Scart1*^*+*^ (cluster 0), *Scart2*^*+*^ (clusters 1,2) and recruited (cluster 3) γδ T17 clusters shown in (**H**). Predicted TF regulon activity is displayed as a color code. **J** Rank visualization of recruited γδ T17 cluster-specific regulon specificity scores (rss). Top 5 regulons are indicated. **K** Stacked barplot displaying relative proportions of CD44^+^ CD62L^+^ (central memory-like), CD44^+^ CD62L^−^ (effector) and CD44^−^ CD62L^+^ (naïve) circulating γδ T cell populations. Two-sided *t*-test (3 independent experiments, ctrl: *n* = 8 mice, DDC D5: *n* = 7 mice). Data are presented as mean values and error bars indicate standard deviation. **L** Graphical Abstract summarizing key findings of the study. adt antibody-derived tag, cDC conventional dendritic cell, D day, DDC 3,5-Diethoxycarbonyl-1,4-Dihydrocollidine, LN lymph node, rss regulon specificity score.

Altogether, we here characterized a communication network between cDC2 and γδ T cells (Fig. 7L), where altered cDC2B dynamics impact on γδ T17 effector differentiation in liver and draining LN, exerting a profibrogenic function in liver cholangitis.

## Discussion

While a number of immunological susceptibility genes have been identified in PSC^43^, the disease-aggravating and self-perpetuating biliary niche- and injury-specific immunological circuits that maintain and drive disease pathology remain incompletely understood. The DDC diet model used in this study, may mimic certain aspects of cholestasis and biliary injury in human PSC and how these local cues may amplify local tissue injury responses.

Il17 has been identified as a key driver of liver disease and fibrosis^44^, yet γδ T cell-derived Il17a as an important cellular source has been widely neglected. While our data hints towards a profibrogenic role of γδ T cell-derived Il17a, γδ T cell-specific knockout models will be required to fully elucidate the role of these cells in liver scarring and exclude potential DT-mediated off-target effects affecting our analysis.

To understand the heterotypic interplay of the biliary niche including cDC2 interacting with γδ T cells, we here generated a DDC liver and LN-specific spatial and single-cell reference. Local and distant γδ T17 responses were mediated by *Scart1*^*+*^ and *Scart2*^*+*^ γδ T cell subpopulations, which have been described to exhibit both resident and circulating properties. Although antigen processing and presentation by MHCs are thought to be dispensable for γδ T cell activation^45,46^, our results show that antigen-presenting cDC2B within the immunobiliary niche may contribute to a γδ T17 response, e.g. through contact-dependent signals such as Icosl-Icos interaction. While these results need to be confirmed with independent and possibly more cell-specific depletion models, our data imply that Icosl and additional ligands derived from cDC2 may promote γδ T17 cell states, while expression of these ligands in cDC2 was partially regulated by genomic accessibility.

The here inferred TF regulon activity extends known concepts of divergent γδ T17 populations and their transcriptional regulation in disease^47^. While γδ T cell landscapes in multi-organ settings have revealed site-dependent states^48^, our study highlights functional γδ T responses in primary organ and the tissue-draining LN. For example, the chemokine receptor Ccr6 known to be essential for αβ T and γδ T cell positioning in liver fibrosis^49,50^ was expressed in *Scart2*^+^ but not *Scart1*^+^ γδ T cells. *Scart2*^+^ cells also express *S1pr1* and *S1pr2* for which opposing functions for regulating tissue residency and egression have been described in skin γδ T cells^51,52^. Our data imply a role for *Scart2*^*+*^ γδ T cell recruitment in cholangitis, while resident *Scart1*^+^ γδ T cells were the main Il17a producers. Despite these phenotypic differences, γδ T17 cells showed a dependence on cDC2B across subtypes.

The presence of naïve *Sell*^*+*^ *Ccr7*^*+*^ γδ T cells in LN at steady-state and early disease (D5) may imply, that γδ T cell niche replenishment from the circulation depends on restorative signal cues, as these cells contribute to tissue regeneration and scarring^53^.

Context-dependent signal input from neighboring cells as part of cellular crosstalk may affect cDC2B tissue retention and γδ T17 differentiation in liver and LN. The biliary tree contains a unique immunological niche^54^, and our DDC and PSC data corroborate such multi-dimensional molecular crosstalk through spatial and in silico validation of immunobiliary myeloid (e.g., via Csf1, Ccl2, Mif, Lgals9) and γδ T cell (e.g., via Il18, Cxcl16, Icosl) interactions. However, UTC composition and heterogeneity may not be fully conserved across species^55^, yet according to the functional unit-concept of UTC, partial transferability of the cDC2-γδ T cell interactions from mouse to human within UTC subtypes will be interesting to further resolve^56^.

Moreover, altered γδ T cell dynamics were detectable in different mouse models of cholestatic liver injury (DDC, CDE, BDL), indicating a more general disease response. More profound analysis of all γδ T cell states, spatial and multimodal analyses are required to get a more holistic understanding about potential disease-specific mechanisms. In that regard, our DDC atlas also captures naïve γδ T, γδ T1 cells, and cellular dynamics of other disease promoting myeloid cells, which should be further explored^10,57,58^.

Altogether, our site- and time-resolved cholangitis atlas provides novel insights into heterocellular interactions of underexplored immune cells at unprecedented resolution and captures the dynamics of hepatic cDC2 and γδ T cells within the immunobiliary niche.

## Methods

### Mouse models

All animal experiments were authorized by the German Regional Council of Baden-Württemberg and Bavaria (Regierungspräsidium Freiburg and Regierung Unterfranken, reference numbers G20/164, 2-1554). Mice were bred in a 12-h light/dark cycle with free access to water and food and kept under defined pathogen free conditions with littermates receiving control chow being kept and housed in separate cages in the same facility room (Tables S2 and S3). Ambient temperature ranged between 20–24 °C and the humidity range was 30–70%. C57BL/6J were bought from Janvier (Saint-Berthevin Cedex, France). Il17a/f-KO^59^ and Tcrd-KO (Tcrdtm1, JAX:002120) mice^60^ were obtained from Wolfgang Kastenmüller. Tcrd-GDL mice (JAX:038040)^17^ were obtained from Martin Väth. Mgl2-DTR (JAX:023822)^16^ were obtained from Kristin Hogquist with permission from Akiko Iwasaki. Chow supplemented with 0.1% 3,5-Diethoxycarbonyl-1,4-Dihydrocollidine (DDC) or chow deficient in choline was purchased at ssniff (Soest, Germany)^14^. For CDE diet experiments, mice received a chow deficient in choline and 0.05% ethionine-supplemented drinking water. Prior to organ collection, mice were killed by cervical dislocation or CO_2_.

For scRNA-seq experiments, male mice were used. For FACS analysis, male mice were used with the exception of the cDC1/2 and cDC2A/B quantifications, where female mice were used.

### Isolation of cells, FACS, and GEM generation

Primary liver cells were isolated from 6–12-week-old C57BL/6J mice by a Collagenase D digest^61^. Prior to FACS sorting, cells of interest were magnetically enriched using a magnetic separator and antibody- or Streptavidin-conjugated microbeads (Miltenyi Biotec GmbH, Bergisch Gladbach, Germany). Isolates of hepatic stellate cells (HSCs) were obtained as described elsewhere^62^. Mouse hepatoduodenal and celiac lymph nodes^42^ were excised, and digested in 2 mg/ml Collagenase D for 30 min at 37 °C. Live/dead exclusion in FACS was performed using Zombie-NIR fixable viability dye (Biolegend, San Diego, USA) in combination with antibodies/reagents (Tables S4–6) to sort the cell populations at equal ratios using a FACS Aria III cell sorter. Information regarding the composition of individual cell populations in each dataset can be found below. GEM generation and library preparation was performed according to the manufacturer’s protocol (10x Genomics, Pleasanton, USA). Quality control of libraries was performed using Agilent Bioanalyser High Sensitivity DNA Chips. Single and dual index libraries were sequenced on a NovaSeq S1 or NextSeq 2000 with a read-depth of 40,000 reads/cell. FASTQ files were mapped to a reference using kallisto^63^ (DDC atlas data). CellRanger was used for mapping of transcriptome, antibody-derived tags and human data. Combined scRNA- and scATAC-seq (10x Multiome) was performed as described in the demonstrated protocol for nuclei isolation for single cell Multiome ATAC + Gene Expression Sequencing (CG000365.Rev C). Digitonin treatment was performed for 210 s, nuclei suspensions washed, quantified and loaded at a concentration between 3000–8000 nuclei/µl to target a recovery of 10,000 nuclei. Before proceeding to GEM generation, a transposition reaction was performed on the isolated nuclei, where transposase enzymes fragmented accessible chromatin regions and inserted sequencing adapters. Nuclei were then loaded into the 10x Genomics Chromium Controller on a Chip J, where they were partitioned into Gel Bead-In Emulsions (GEMs), enabling the simultaneous capture of gene expression (GEX) and chromatin accessibility data from the same nuclei. Within the GEMs, reverse transcription converted mRNA into barcoded cDNA, unique to each nucleus. Following GEM breaking, the cDNA was recovered and amplified, alongside the tagmented DNA fragments from the ATAC reaction. Both the GEX and ATAC libraries were then purified, amplified, and quantified separately. Finally, these libraries were sequenced on separate flow cells, as the GEX and ATAC libraries require different sequencing parameters. Transposition and Chip loading for Multiome experiments were conducted at the Single Cell Center of the University of Würzburg.

Cell enrichment strategies for individual scRNA-seq datasets:

- Liver steady-state and DDC-dataset: to enrich all relevant cell types at equal ratios, two independent rounds of cell isolation and sequencing were performed at day 0 (ctrl), D3, D5, D9, D18 or D19, D25. For STOP and D5-DT data, only protocol B was used. D18 and D19 timepoints were summarized as D19 to facilitate timepoint-specific interpretation within the atlas. The following cell populations were sorted: (1) alive singlet, Cd45^+^, Lyve-1^+^, Pdpn^+^, Epcam^+^, Cd31^+^ Lyve-1^−^, retinoid-autofluorescent cells (405 nm excitation, 450/40 emission)^62^. (2) alive cells from HSC prep, Cd45^+^ Cd11c^+^ Cd64^−^, Epcam^+^, Cd3e^+^ Lyve-1^−^.
- Mouse CITE-seq LN dataset (ctrl and DDC): the following cell types were enriched from pooled hepatoduodenal and celiac LNs at D0, D6, and D19 and mixed at equal ratios: alive singlet, Cd45^+^ Cd11c^−^, Cd45^+^ Cd11c^+^, Pdpn^+^, Cd45^−^ Pdpn^−^.
- γδ T cell datasets: cells from liver and LN were labeled using hashtag antibodies and alive Cd45^+^ Cd3e^+^ TCRβ^−^ TCRγδ^+^ cells were sorted at indicated disease timepoints. The relative yield of γδ T cells at every timepoint represents the fraction of sorted cell numbers per mouse and timepoint.
- Human liver dataset: non-cholestatic disease controls and far distant human liver tissue was used for cell isolation from 6 patients (4 female, 2 male, age range 45–76 years, receiving a lobectomy or hemihepatectomy for oncologic resection) and the following cell populations were FACS enriched at equal distribution: (1) alive, (2) CD45^+^ CD3E^−^, (3) CD45^+^ CD3E^+^, (4) CD45^+^ CD11C^+^, (5) CLEC4G^+^, (6) CLEC4G^−^ CD31^+^, (7) EPCAM^+^. This gating strategy was applied to enrich for immune cells of the immunobiliary niche, while the specific localization of the respective cells was not further assessed. Cell types of the human atlas were clustered at low resolution, so that LAM did not cluster separately, but were part of the FCGR3^+^ cluster. Lymphatic endothelial cells and portal fibroblasts, as important cell types of the portal/immunobiliary niche, were not actively enriched for in our sorting strategy and are thus not part of the dataset.

### Bioinformatic analysis of scRNA-seq data

For the initial temporal DDC dataset (Fig. 1), a threshold of 1500 transcripts for mouse and 1000 transcripts for human datasets was used. VarID2^28^ was run with the following parameters: mintotal = 1500, minexpr = 5, minnumber = 5, ccor = 0.4. FGenes was used to remove genes without a gene symbol, mitochondrial and ribosomal genes. The pruneKnn function was run with the parameters: large=TRUE, regNB=TRUE, knn=25, and Leiden clustering performed. Cluster identity subsets used for reclustering individual cell types are listed in the results section. For the quantification of DC subsets overall (Fig. 3A), a data subset of the clusters 5, 15, 17, 18, 19, 24 was reclustered to quantify DC subsets across timepoints.

Differential gene expression analysis was conducted using the RaceID3 algorithm. Based on a background model of transcript count distribution, a negative binomial distribution across clusters was inferred. Multiple testing corrected adjusted *p* values (Benjamini–Hochberg) were then estimated across clusters. For the analysis of Xenium data, we used publicly available human liver control data (Table S7). Xenium data were processed within Seurat and principal components, UMAP, community detection and clustering information obtained. For the inference of human suspension-based liver scRNA-seq data, we used robust cell type decomposition (RCTD) as part of the spacexr package^18^. For the identification of common cellular neighborhoods, we used Seurat’s “BuildNicheAssay”, which identifies similarities based on k-means clustering of neighborhood data (neighbors.k = 15). Transition probabilities within cDC2 subsets were calculated using the plotTrProbs function of VarID2^28^. Pseudotemporal ordering of self-organizing maps (SOMs) was performed using FateID^29^. Signac^64^ was used for the analysis of merged D0, DDC D5 Multiome data. RNA and ATAC data were tested for quality metrics and clustered based on information within each modality. Predicted gene activities levels were compared to RNA expression within transcriptome-based dimensionality-reduced space.

Seurat’s ability was used to integrate multimodal data, including antibody-derived tag (ADT) data^65^. ADT data was transformed using centered log ratio transformation (CLR) and ADT data displayed within the gene expression space. SCENIC^36^ was used to infer transcription factor regulon activity. Regulon activity per cell type was visualized in a heatmap and regulon specificity scores (rss) calculated using the inbuild calcRSS function. Pathway enrichment analysis was performed using ReactomePA^66^. cDC2A/B gene signatures were derived by curation from ref. ^13^. Residency and circulatory gene signatures^40,41^ were derived from^48^. Vγ4 andVγ6 gene signatures were calculated by including the top 50 differentially expressed genes within a Vγ4 cluster (1) and Vγ6 cluster (9) of a TCR repertoire information containing reference^48^. For Niche Covariation (NiCo) analysis^24^ of the human liver Xenium dataset, we utilized NiCo’s annotation module with spatial guide clustering resolution 0.5. For the calculation of niche interaction maps, cell type enrichment ratios within cellular neighborhoods of a central cell were calculated, and a logistic regression to predict central cell type identities from these ratios was performed. The regression coefficients were then used to reconstruct the interaction map. Inferred latent factors from expression data were used to identify a small number of gene programs explaining cell state variability of each cell type. Covariation analysis of these latent factors across co-localized cell types may thus capture the effect of cell-cell interactions on gene program activity^24^.

More detailed information about the bioinformatic methods and access to the deposited scRNA-seq data can be found in the supplementary information (Tables S7 and 8).

### Generation of DDC spatial transcriptomics data and analysis

For the generation of the scRNA-seq data reference for NiCo analysis, the DDC complete data (Fig. 1J) were merged with exclusion of cluster 11 (low QC) with the hepatic γδ T cell data containing both γδ T 1 and γδ T17 subsets (Fig. 4A). Merged data were clustered and annotated using Seurat (resolution 0.8) and doublet clusters (cl. 22, 31, 35, 36), clusters of poor quality and <200 cells removed (cl. 39, 40). This resulted in a scRNA-seq reference containing 81,168 cells across 26 cell types and states.

For imaging-based spatial transcriptomics, the Xenium platform (10x Genomics) was used together with the Xenium Mouse Atlassing panel and a customized 100-gene add-on panel (Table S1) to further resolve liver and immune cell subsets. The experimental protocol followed the manufacturer’s recommendations (CG000580, CG000749, and CG000584). The Cell Segmentation Staining Reagents (PN-1000661) were used to generate segmentation data based on a combination of cell boundary and intracellular markers. Step-wise image data acquisition was conducted after the DDC tissue region of interest was marked using the in-built Xenium Analyzer. Low-quality transcripts were filtered out using the framework of the Xenium analysis software, and transcript identities were annotated based on the codebook information. *Q* scores representing transcript identity confidence and quality were calculated, and a *Q* score cutoff was chosen as 0.2.

A more detailed experimental and bioinformatic description of the ST workflow can be found here^67^.

### Histochemical and immunohistochemical analysis of human and mouse liver tissues

Three µm thick sections of a previously characterized human tissue microarray (TMA) with a core size of 1.5 mm that contained 78 non-cholestatic disease control liver tissues^19,20^ was immunohistochemically stained for CK7, CK19, CD34, PDPN, CD1A, CD3, CD21, CD23, TRDC and CD207 (Table S6). Non-cholestatic liver disease controls stained negative for CD1A, CD21, and CD23. Antigen retrieval was performed using Ventana CC1 solution and primary antibodies were incubated 24–40 min. DAB solution was added after linker- and multi-incubation and sections counterstained with haematoxylin. All used antibodies can be found in the Supplementary Table 6. Antibodies were tested prior to use according to the manufacturer’s recommendations. For proteogenomics, 1 µg of labeled antibodies was used per 2 million cells. TMA slides were scanned using a Pannoramic Scan II scanning device (3DHISTECH, Budapest, Hungary) with a 40x magnification. Positive cell detection of liver tissues was performed within the in-built TMA dearrayer of QuPath after setting a single intensity threshold^5^. Correlation analysis of TMA cores was conducted using the corrplot package in R for stainings containing at least 20 datapoints. Human PSC liver tissues (*n* = 18) were stained against TRDC and CD207. RNAscope (Bio-Techne, Minneapolis, USA) duplex in situ hybridization of human PSC tissues was performed using commercially available probes against TRDC, CLEC10A, and CD207 according to the manufacturer’s recommendations. Tissues were provided in accordance with the regulations of the Tissue Bank of the National Center for Tumor Diseases (NCT) Heidelberg and the ethics committee of Heidelberg University (S-230/20, S-206, 207/05). The use of the fresh human resection material was approved under the ethics vote 2012-293N-MA and 2021-2320-1, including written prior patient consent. For immunohistochemical detection of mouse Mgl1/2, liver tissue antigen retrieval was performed at pH 6 in a steamer for 8 min, and Mgl1/2 antibody (#AF4297, R&D Systems, Minneapolis, USA) was incubated for 1 h at room temperature (1:75 dilution). Horse anti-goat IgG coupled alkaline phosphatase-based detection was performed for 7 min. For the detection of Pdgfrb in mouse liver tissues, sections were incubated 1 h with the primary antibody after heat-induced antigen retrieval at pH 9. An anti-rabbit secondary antibody conjugated to AP was applied (Polyview Plus AP reagent, ENZO Life Sciences GmbH, Lörrach, Germany) and the signal was visualized using Permanent AP Red (Zytovision GmbH, Bremerhaven, Germany).

•Dendritic and T cell isolation, FACS, cultivation, and semi-quantitative PCR

Cells were isolated from 6–12-week-old C57Bl/6J mice. After tissue digestion and gradient centrifugation, cells were enriched using antibody-coated microbeads and LS columns (Miltenyi Biotec, Bergisch Gladbach, Germany). A published DC gating strategy was used to detect and quantify cDC1 and cDC2^26^ For in vitro cytokine re-stimulation, T cells were stimulated for 3 hrs with 50 ng/ml PMA (Merck, Darmstadt, Germany), 1 µg/ml ionomycin (Merck) and 1 µg/ml Brefeldin A (Merck). After re-stimulation, cells were surface-stained, fixed and permeabilized using FOXP3/Transcription Factor Staining Buffer Set (eBioscience, San Diego, USA) and stained against Il17a and data acquired using a FACSCelesta (BD, New Jersey, USA). For liver DC–splenic T cell coculture, hepatic DCs were isolated and magnetically enriched using CD11c microbeads and LS columns according to the manufacturer’s recommendations. Simultaneously to hepatic DC isolation, splenic T cells were isolated in a two-step isolation procedure to enrich the fraction of γδ T cells. First, a negative selection against CD4+ and CD8+ conventional T cells was performed using CD4/CD8 (TIL) microbeads and LD columns (Miltenyi Biotec). The negative fraction was then enriched using CD3e microbeads and LS columns. Liver DCs and splenic T cells were seeded in a 1:1 ratio in RPMI 160 (Gibco) supplemented with 10% FCS (Corning, New York, USA) and penicillin/ streptomycin (Thermo Scientific, Waltham, USA) in addition with mouse recombinant Il23 (10 ng/µl, Thermo Scientific). For TCR stimulation, 24 wells were coated overnight with anti-CD3e antibody (5 µg/ml, Biolegend), washed 3 times with PBS, and enriched splenic T cells cultured for 20 h with DDC D5 bile, Lgals9, Il18, Il23a, Cxcl16, anti-mouse Icos-activating antibody or DC-conditioned medium derived from ctrl or DDC D5-derived liver DCs (mixed with RPMI containing 10% FCS and Pen/Strep in a 1:1 ratio). Mouse bile was isolated from gallbladders from DDC D5 mice, and bile was transferred into 1.5 ml tubes. A centrifugation step was performed to remove insoluble particles, and supernatants were used for stimulation assays (1:500 dilution).

Cells were harvested for FACS analysis 20 h after culture. For the analysis of circulating γδT cells, mouse blood was withdrawn by intracardiac puncture, and erythrocytes were lysed using ACK lysis buffer (Thermo Scientific) prior to FACS staining and data acquired using a Cytek Aurora (Cytek Biosciences, Fremont, USA).

For bulk RNA isolation from cells and tissues, the Arcturus PicoPure RNA isolation kit was used (Thermo Scientific, Waltham, USA). After cDNA synthesis using RevertAid First Strand cDNA Synthesis kit (Thermo Scientific), semiquantitative PCR was set up using SYBR Green (Bio-Rad, Hercules, USA) using 40 amplification cycles^61^. Melting curves were generated to test for product amplification specificity, and samples were measured in technical triplicates. Gene expression was normalized using the normaqPCR package and the measurement of four independent housekeepers (Actin, Gapdh, Hprt, Ppia)^7^. A list of intron-spanning primers used for qPCR (GC content 40–60%) can be found in Supplementary Table 9.

### Sample preparation, fluorescence microscopy, and quantification

Mouse blood was withdrawn by intracardiac puncture using a heparinized 1 ml syringe and plasma obtained by centrifugation (30 min 2000 × *g*)^68^. Blood plasma-derived parameters were detected using a VE tube 30 device and Liver and Kidney Profile Disks (Mindray, Shenzhen, China). Snap-frozen liver tissues were cut into 5 µm thick tissue sections using a Leica CM 3050 S cryostat and fixed in ice-cold methanol. To block unspecific binding, tissue sections were incubated with goat-serum prior to incubation with primary and secondary antibodies. Sections were washed and mounted into Fluoromount G (Southern Biotech, Birmingham, USA) with or without DAPI. Six color immunofluorescence microscopy images were obtained using a Zeiss LSM780 laser scanning confocal microscope. Detectors were adjusted to detect 6 wavelength windows using 4 excitation laser wavelengths (405, 488, 561, 639 nm). The far-red laser was used for simultaneous excitation of AF639 and AF700 fluorescent dyes, which could be detected using wavelength-specific detection windows. The 405 nm laser was used for a combined excitation of BV421 and BV605. Image tiles were obtained using an oil immersion 40x objective and stitched based on a default overlap region of 10%.

Four-color IF images were obtained using an Olympus IX83 microscope containing a Yokogawa spinning disc unit.

To optimize image display, raw images were background subtracted (rolling ball, default settings), and an adjustment of the display window was performed using FIJI^8^. All images within one experiment were adjusted identically. Colocalization analysis of image channels and interaction areas was processed using the “math” function in FIJI. Average cell colocalization areas per group were calculated and displayed as a heatmap.

### Quantification and statistical analysis

For quantification and statistical analysis, R Studio was used, and data are presented as mean ± SD. Graphs were plotted using R Studio or Excel, and panels were organized using Adobe Photoshop and Adobe Illustrator. For information regarding independent repeats of experiments, please refer to the respective figure legends. Statistical tests are specified in the figure legends. Shapiro–Wilk test was used to test for normality. The Wilcoxon rank-sum test was used for non-normally distributed data. *T*-test was used for normally distributed data. ANOVA was used in combination with Tukey’s test (post hoc). Boxplots display the median and the interquartile range (IQR). Whiskers extend to datapoints within 1.5 IQR. The number of animals per group in each experiment is indicated in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source data

## Data Availability

All generated single-cell sequencing data are available at GEO as raw and processed data under the following accession numbers: human liver data, GSE280852; mouse DDC atlas, GSE280985; Multiome data, GSE281196; CITE-seq/Hash-multiplexed data, GSE281197. DDC D5 spatial transcriptomics data is accessible at GSE311681. The human tissue microarray data cannot be made accessible due to institute-specific guidelines and human ethics regulations. Source data are provided with this paper.

# Supplementary material for: An immunobiliary single-cell atlas resolves crosstalk between type 2 conventional dendritic cells and γδ T cells in cholangitis
**Source:** Nat Commun. 2026 Apr 10;17:3455. doi: 10.1038/s41467-026-71537-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplemental Information

### An immunobiliary single-cell atlas resolves crosstalk between type 2 conventional dendritic cells and $\gamma\delta$ T cells in cholangitis

Stefan Thomann<sup>1</sup>, Helene Hemmer<sup>1</sup>, Ankit Agrawal<sup>1</sup>, Sukanya Basu<sup>1</sup>, Judith Schaf<sup>1</sup>, Nadine Vornberger<sup>1</sup>, Tobias Krammer<sup>2</sup>, Sagar<sup>3</sup>, Fabian Imdahl<sup>2</sup>, Tanja Poth<sup>4</sup>, Marcell Tóth<sup>5</sup>, Christina E. Zielinski<sup>6,7</sup>, Tobias Poch<sup>8,9</sup>, Jenny Krause<sup>8,10</sup>, Andreas Rosenwald<sup>11</sup>, Katja Breitkopf-Heinlein<sup>12</sup>, Nuh Rahbari<sup>13</sup>, and Dominic Grün<sup>1,14,\*</sup>

**Supplementary Figures 1 – 11**

**Supplemental Tables 1 - 9**

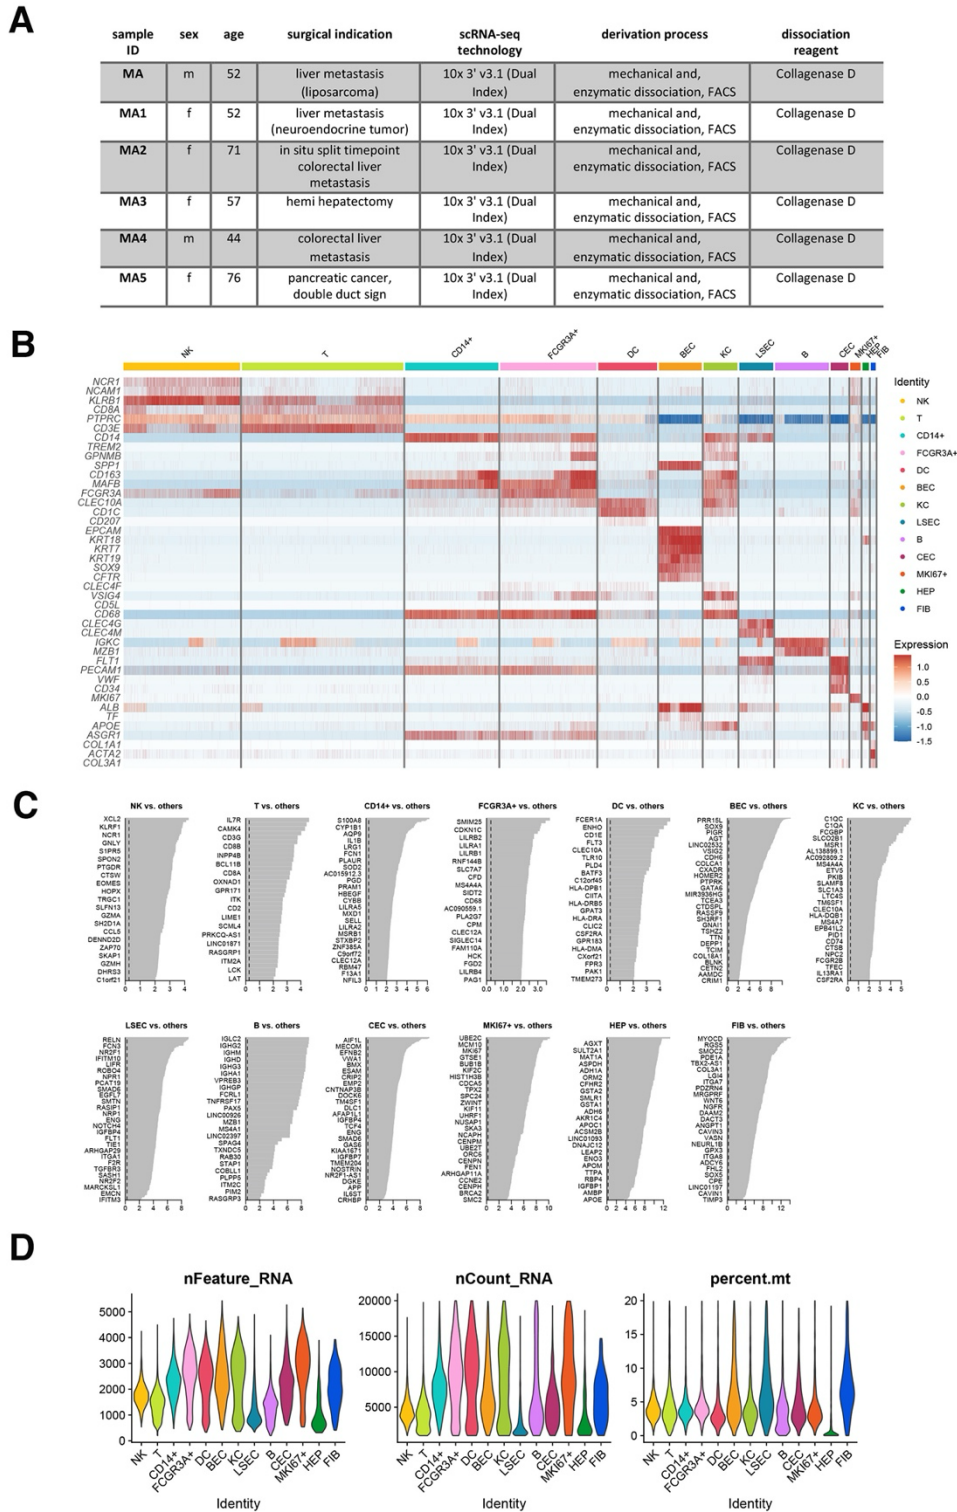

**Figure S1. Characterization of human scRNA-seq data**

**(A)** Clinical characteristics of human non-cholestatic liver disease-control samples used for scRNA-seq (compare Fig. 1B).

**(B)** Heatmap displaying log-normalized marker gene expression for all cell types of the human single cell data reference (n=6 patients).

**(C)** Barplots displaying 25 upregulated cluster-specific genes (cluster of interest vs. all other clusters, Methods).

**(D)** Violinplots displaying cluster-specific QC-metrics of the human scRNA-seq dataset.

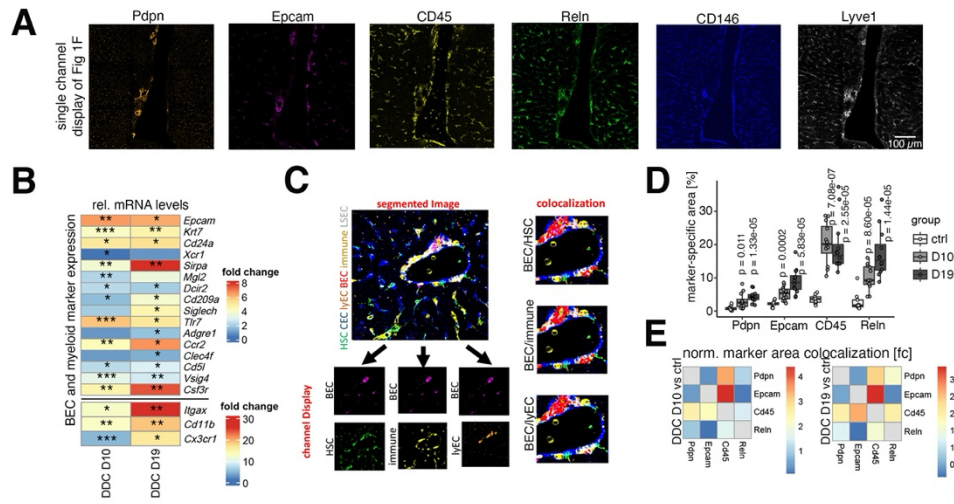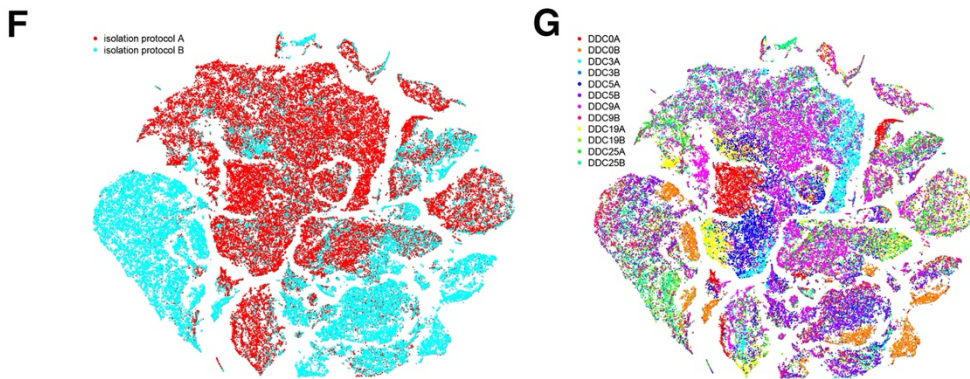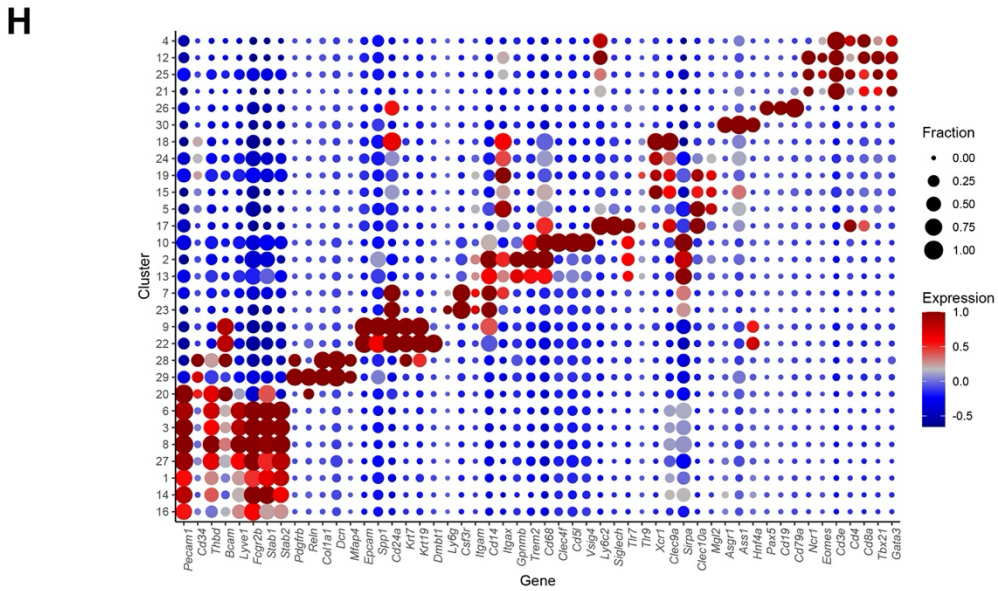

**Figure S2. Immunobiliary niche in DDC-treated mice and DDC scRNA-seq data**

**(A)** Channel-specific IF display of the immunobiliary niche on steady state mouse liver tissue (compare main Fig. 1F).

**(B)** Heatmap displaying relative mRNA levels (qPCR) of cell type marker genes in DDC D10/D19 liver tissues normalized to liver control. Two sided t-test (n=4 mice/group). Asterisks indicate level of significance.

**(C)** Graph displaying IF-inferred channel-specific co-localization from intensity-based segmentation in the portal niche. Region of interest (right) highlights colocalized marker areas in red.

**(D)** Boxplot displaying marker-specific area quantification of segmented IF images derived from control (ctrl), DDC D10 and D19 liver tissues (Fig. 1F,I). Two-sided t-test (ctrl, DDC D10: n=3 mice/group, DDC D19: n=4 mice; 3 images per mouse).

**(E)** Heatmap displaying average colocalization foldchange (fc) within different color channels in DDC D10, D19 liver tissues normalized to control.

**(F)** tSNE representation of the cell composition of the DDC atlas data based on isolation protocol A/B (Methods).

**(G)** tSNE representation of the independent samples of the DDC atlas data. A/B indicates the isolation strategy of the respective timepoint (Methods).

**(H)** Dotplot displaying candidate genes for the DDC single cell atlas reference for clusters with at least 200 cells. Color code encodes for Z score of the mean expression across clusters and dot size represents fractions of cells being positive.

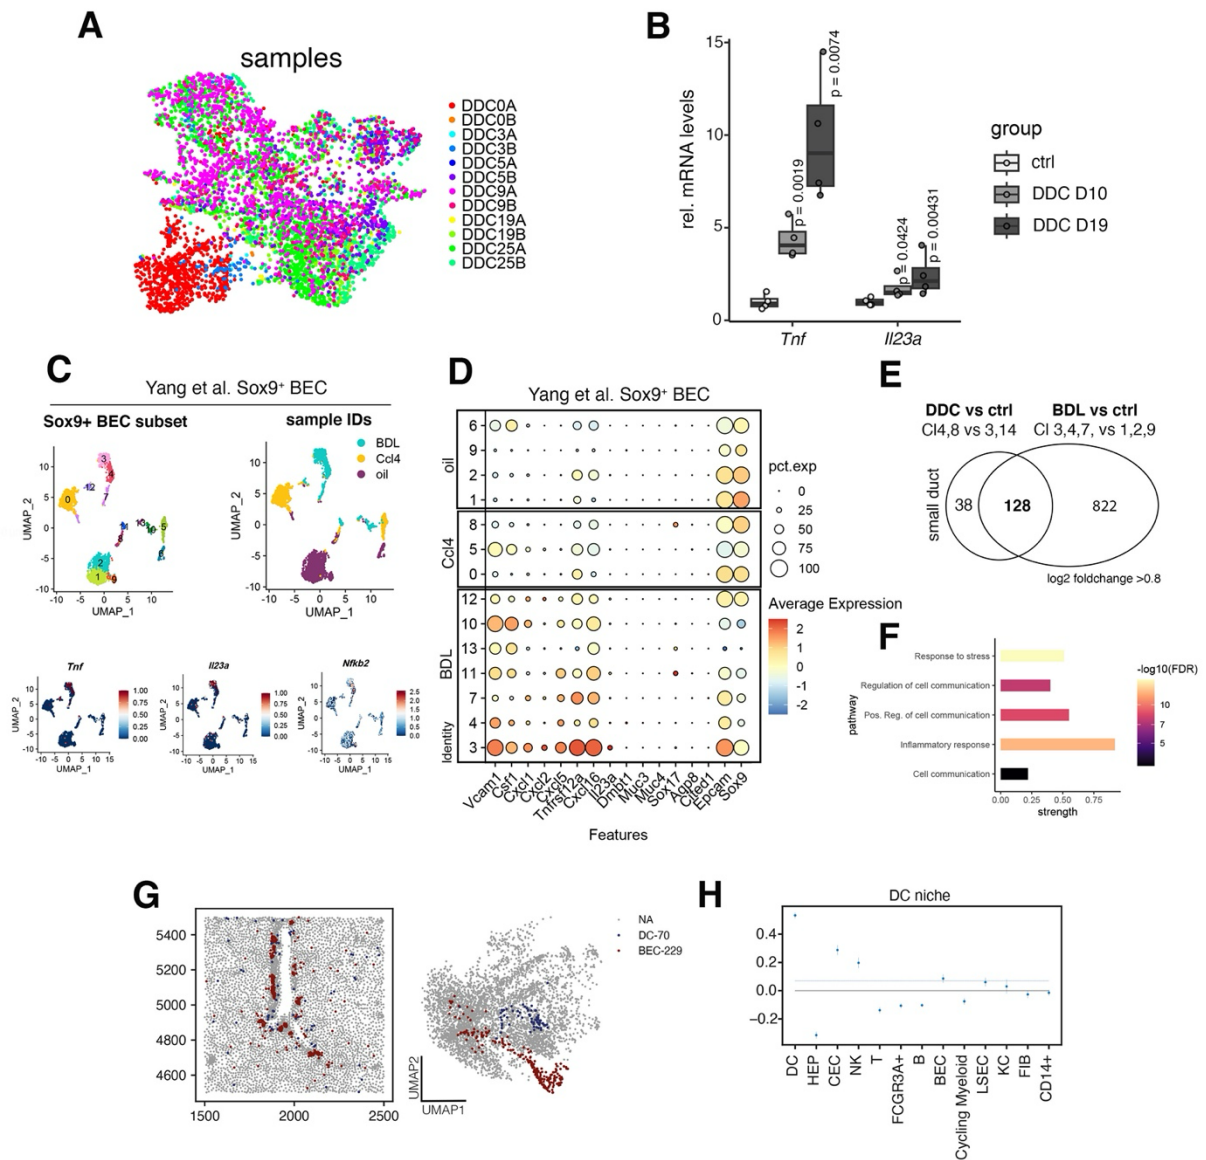

**Figure S3. DDC induces ductular reaction and small duct inflammatory disease**

**(A)** UMAP representation of sample-specific labeling of the BEC subset.

**(B)** Boxplot displaying relative *Tnf* and *Il23a* mRNA levels (qPCR) in DDC D10/D19 liver tissues normalized to liver control. One sided t-test (n=4 mice/group).

**(C)** UMAP of Sox9<sup>+</sup> BEC clusters (left) and treatment conditions (right) of BDL and CCl4 treated mice. "Oil" represents respective control. UMAP of log-normalized expression of *Tnf*, *Il23a*, *Nfkb2*. Data derived from (Yang et al., 2021).

**(D)** Dotplot displaying BEC cluster-specific gene expression of the BDL Sox9<sup>+</sup> data subset derived from (Yang et al., 2021). Log-normalized average expression and fraction of cells expressing gene of interest shown. BDL derived cluster 3 was identified as Sox9<sup>+</sup> BEC cluster with pro-inflammatory changes.

**(E)** Venn diagram displaying commonly upregulated genes (log2-foldchange > 0.8) in Sox9<sup>+</sup> BDL and DDC data.

**(F)** Pathway enrichment analysis of the common BDL/DDC-upregulated genes.

**(G)** Region of interest (same as in Figure 1A) displaying colocalized DC and BEC niche.

**(H)** Logistic regression coefficients of the DC niche. Regression coefficients (y-axis) were ordered by magnitude. Grey dotted line indicates threshold ( $c=0.07$ ) for plotting the cell type niche interaction map in Figure 2F. Error bars indicate SD from five cross fold trainings of logistic regression.

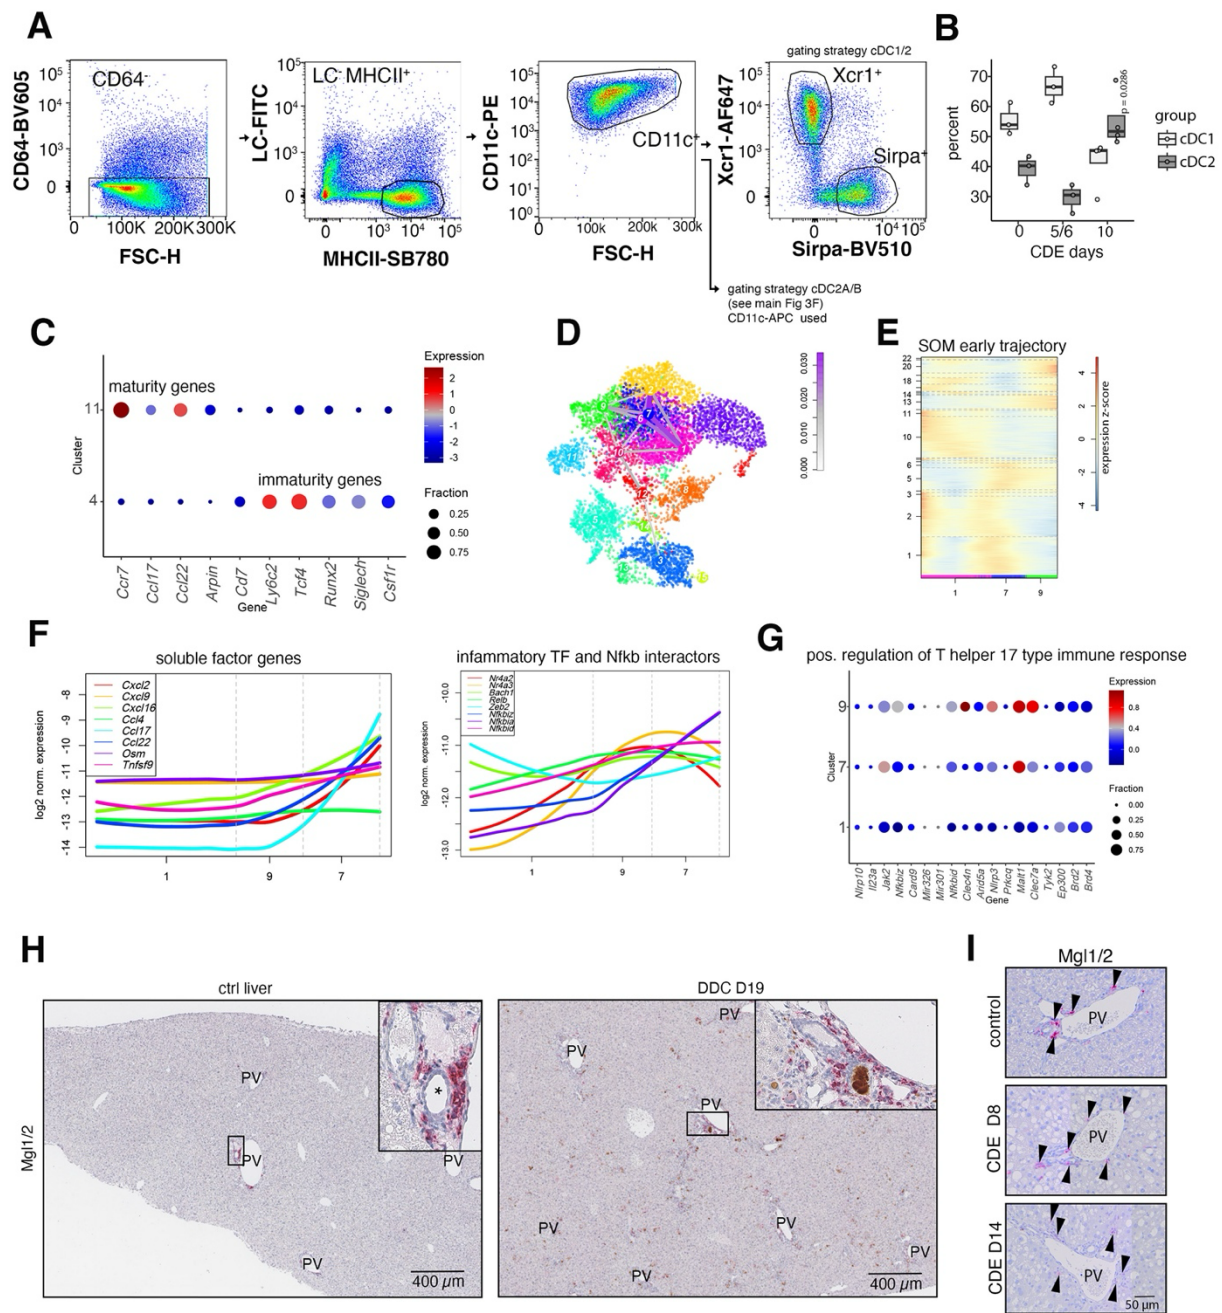

**Figure S4. Disease stage-specific cell state transition of cDC2 reflects immature niche restoration**

**(A)** FACS gating strategy used to quantify cDC1 and cDC2 derived from [1] (compare Fig. 3B). Arrow indicates alternative gating for cDC2A/B quantification (compare Fig. 3F).

**(B)** Boxplot displaying cDC1/cDC2 FACS-based quantification at D0, CDE D5/6 and D10. One-sided Wilcoxon test (CDE D5/6: n=3mice per group, CDE D10: n=4 mice; two independent experiments). Control datapoints ("0") derive from Fig. 3B.

**(C)** Dotplot displaying cDC2-specific gene expression of maturation associated genes. Log-transformed gene expression is color coded and fraction of cells expressing the gene is encoded by dot size.

**(D)** UMAP of cDC2 subset overlaid with VarID2-derived transition probabilities.

**(E)** Pseudotime-ordered self-organizing map (SOM) of the inferred early disease trajectory (cluster 1 – 7 – 9).

**(F)** Pseudotemporal gene expression profiles of representative soluble factor (left) or proinflammatory and Nfkb interacting genes (right). The sum of gene expression across all cells was normalized to one.

**(G)** Dotplot displaying cDC2 cluster-specific gene expression with the annotation "positive regulation of T helper 17 type immune response". Z score of the mean expression is color coded and fraction of cells expressing the gene is encoded by dot size.

**(H)** Low resolution overview of Mgl1/2 immunohistochemical staining in control (ctrl) and DDC D19 liver. Box indicates region of interest with higher resolution. Chromogenic signal is highly specific to portal fields containing portal veins (PV) and bile ducts (asterisk). Scale bar, 400  $\mu$ m.

**(I)** Immunohistochemical staining of Mgl1/2 in control, CDE D8, CDE D14 liver tissues. Arrowheads highlight Mgl1/2<sup>+</sup> cells. Scale bar, 50  $\mu$ m.

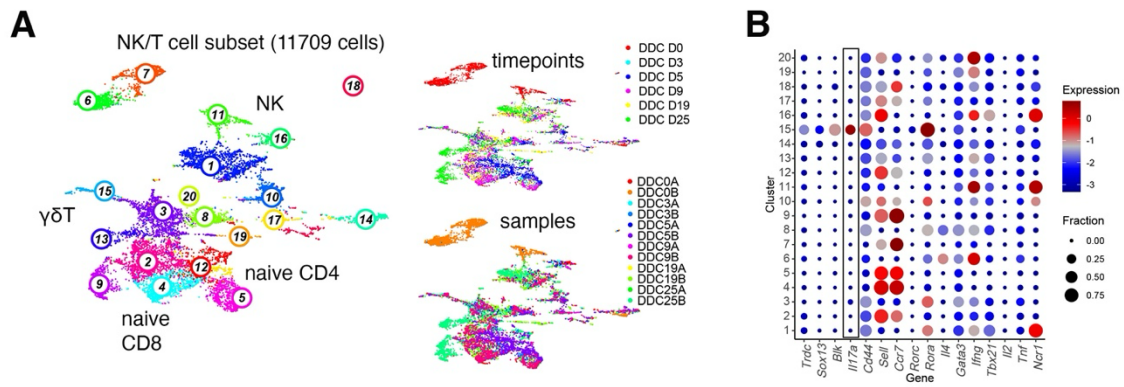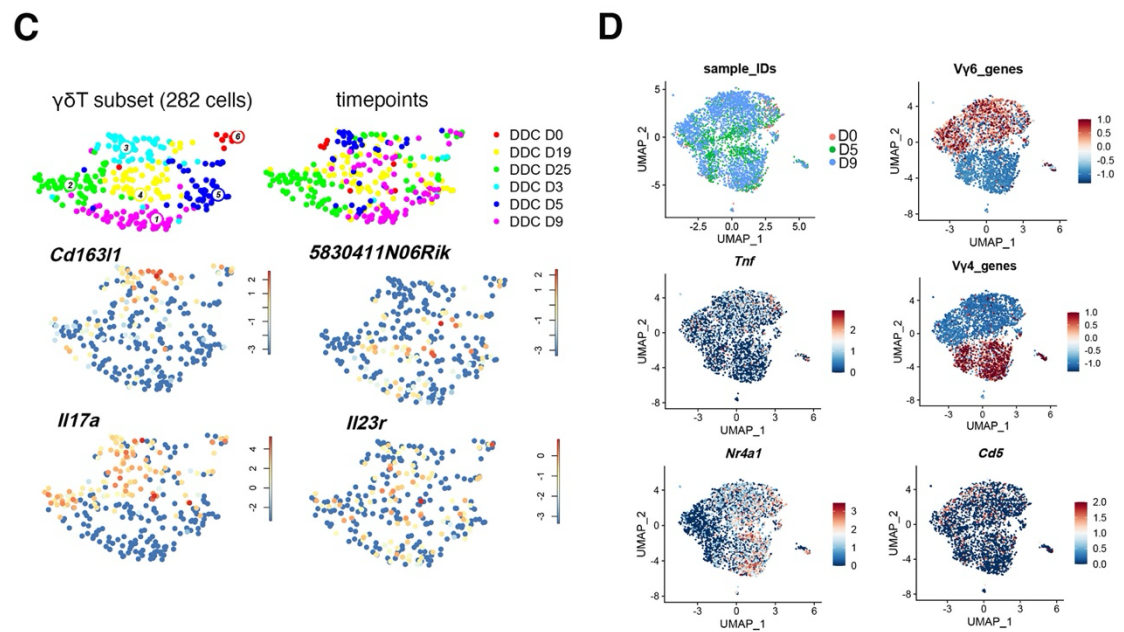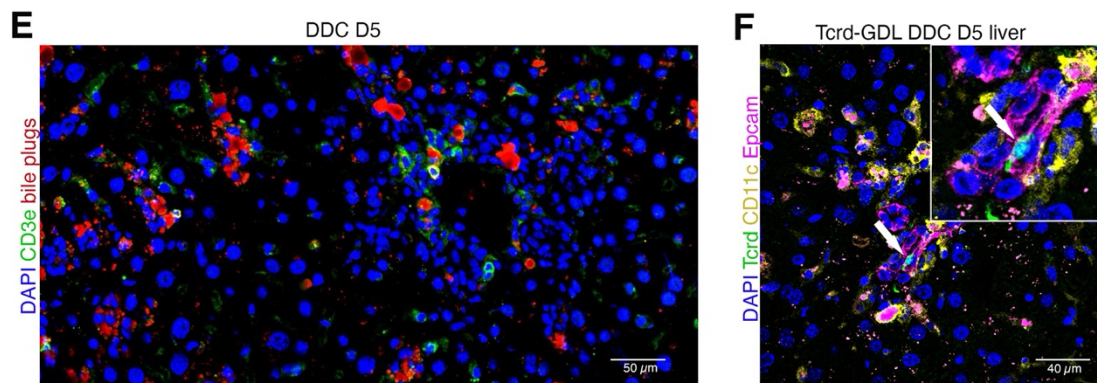

**Figure S5. *Scart1*<sup>+</sup> and *Scart2*<sup>+</sup>  $\gamma\delta$  T cells produce profibrogenic *Il17a* in a niche-dependent manner**

**(A)** UMAP of DDC T/NK cell subset (11,709 cells) with cluster, timepoint and sample annotation.

**(B)** Dotplot displaying NK/T cell cluster-specific gene expression. Log-normalized gene expression is color-coded and fraction of cells expressing the gene is encoded by dot size. Box highlights *Il17a*, which is exclusively expressed in cluster 15.

**(C)** UMAP representation of  $\gamma\delta$  T cell subset (282 cells) with cluster annotation and individual timepoints (top). Log-normalized expression of *Scart1* (Cd163l1), *Scart2* (5830411N06Rik), *Il17a* and *Il23r*.

**(D)** UMAP representation displaying timepoint-specific data distribution in the  $\gamma\delta$  T17 subset (top left). Log-normalized expression of *V $\gamma$ 6/V $\gamma$ 4* genes and *Tnf*, *Nr4a1*, *Cd5* in  $\gamma\delta$  T17 cells.

**(E)** IF displaying DAPI and CD3e co-stained DDC D5 liver derived from C57BL/6J mice. Scale bar, 50  $\mu$ m.

**(F)** IF displaying DAPI, CD11c and Epcam co-stained DDC D5 liver derived from Tcrd-GDL mice. Arrow indicates peribiliary localized EGFP<sup>+</sup> cell. Scale bar, 40  $\mu$ m.

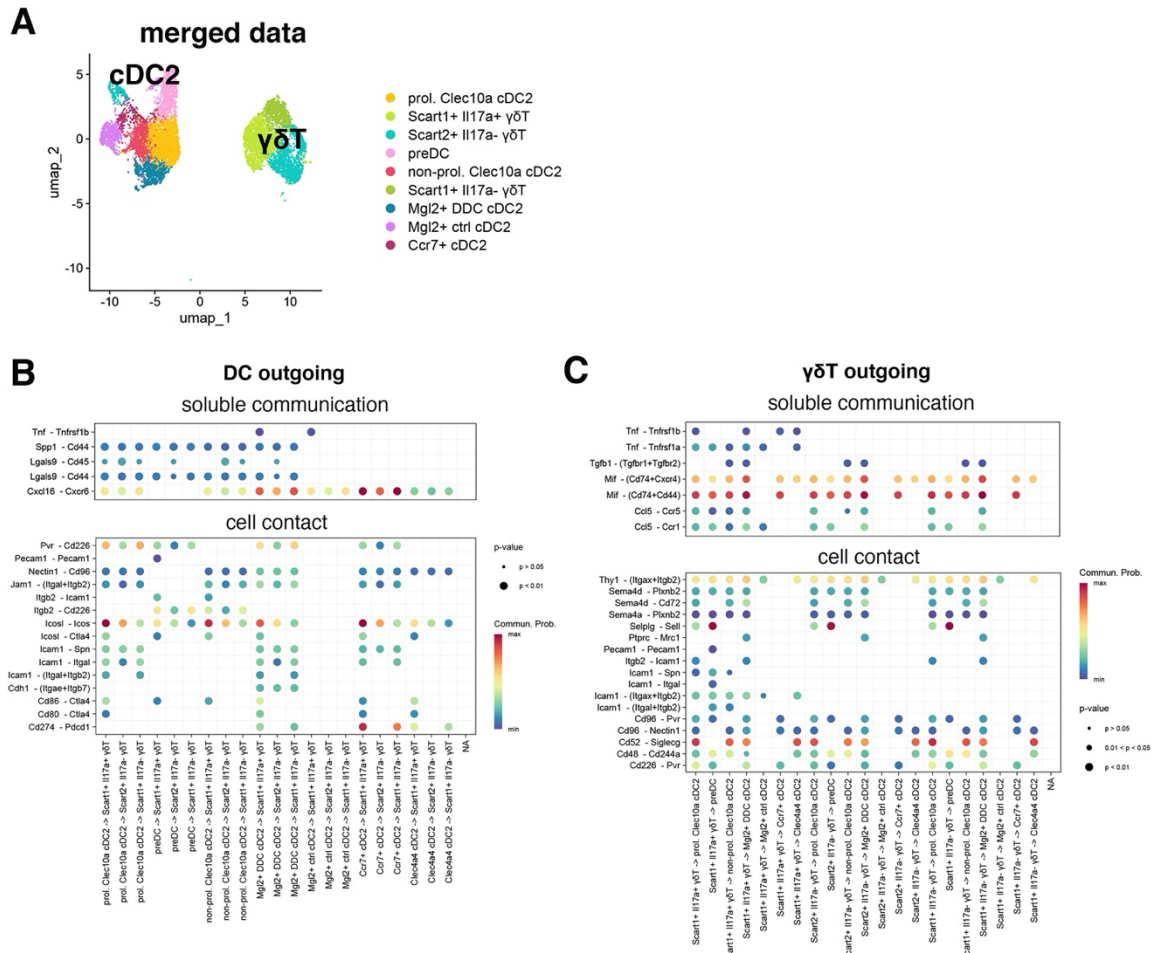

**Figure S6. Ligand-receptor interaction analysis of cDC2-γδ T cells**

**(A)** UMAP representation of merged liver γδ T cell and cDC2 displaying clusters used for cell communication inference.

**(B)** Dotplot displaying cDC2 outgoing molecular cell contact and soluble communication pairs. Communication probability encoded as color code and p-values as dot size. Statistics derived from permutation test.

**(C)** Dotplot displaying g γδ T outgoing molecular cell contact and soluble communication pairs. Communication probability encoded as color code and p-values as dot size. Statistics derived from permutation test.

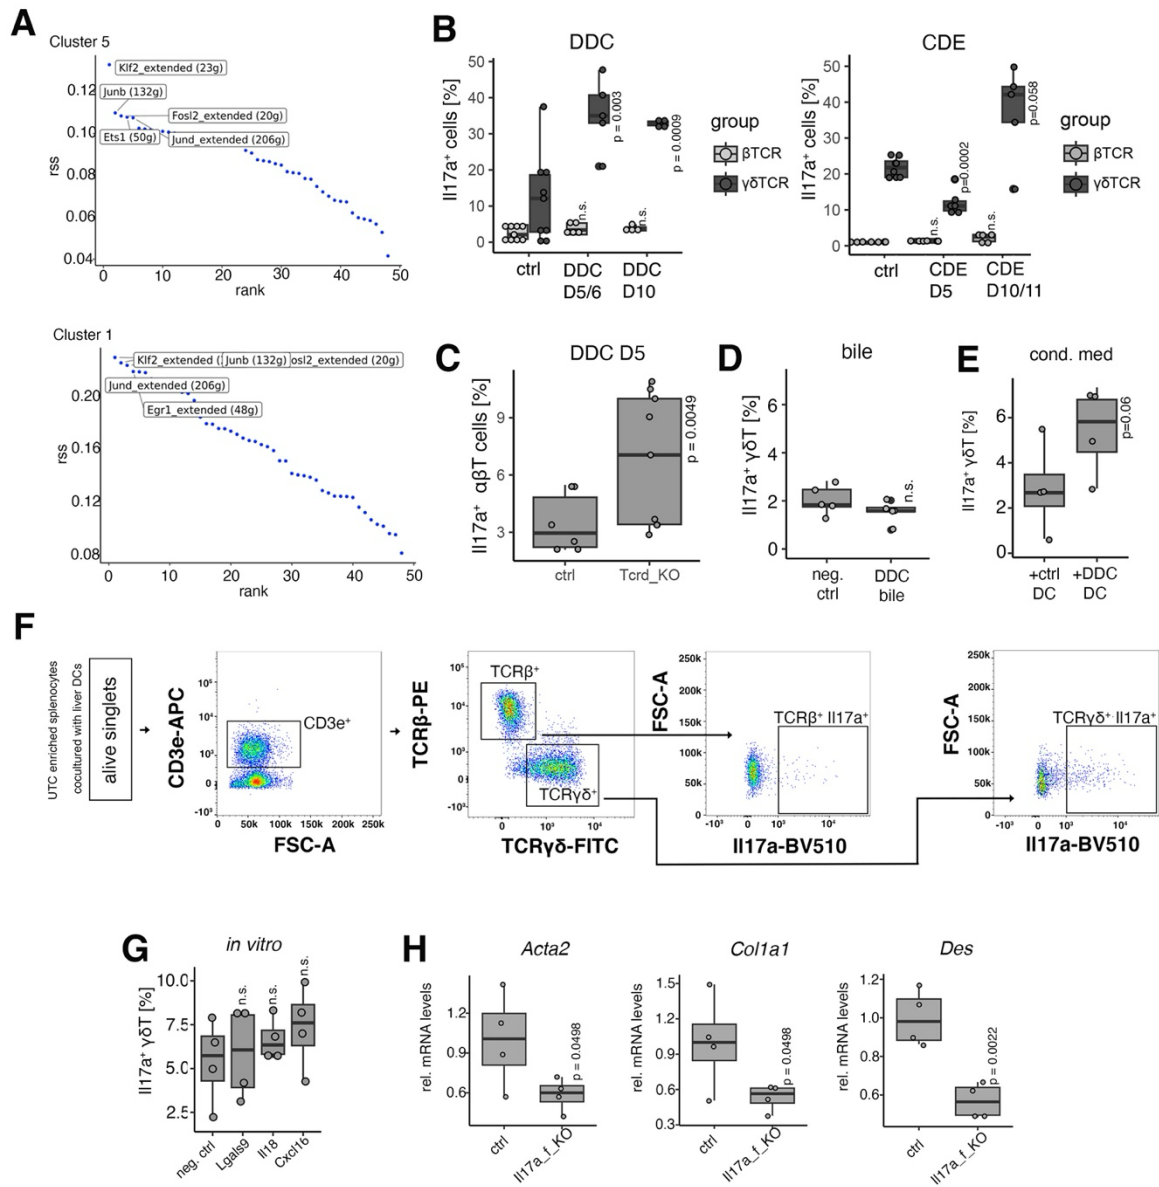

**Figure S7.  $\gamma\delta$  T cell niche-dependent IL17a production**

**(A)** Rank visualization of *Scart2*<sup>+</sup>  $\gamma\delta$  T17 cluster-specific regulon specificity scores (rss). Top 5 regulons are indicated.

**(B)** Boxplots displaying frequency of IL17a<sup>+</sup> cells within Cd3<sup>+</sup>  $\beta$  TCR<sup>+</sup> (light grey) and Cd3<sup>+</sup>  $\gamma\delta$  TCR<sup>+</sup> (dark grey) compartments in DDC (left) and CDE (right) diet models after cytokine re-stimulation. Two-sided t-test (4 (DDC), 5 (CDE) independent experiments; DDC: ctrl (n=9 mice), D5/6 (n=5 mice), D10 (n=4 mice); CDE: ctrl (n=8 mice), D5 (n=6 mice), D10 (n=5 mice)).

**(C)** Boxplots displaying proportion of IL17a<sup>+</sup> cells within Cd3e<sup>+</sup>  $\beta$  TCR<sup>+</sup> cells after cytokine re-stimulation in control (ctrl) and Tcrd\_KO mice. Two-sided Wilcoxon test (three independent experiments, ctrl: n=6 mice, Tcrd\_KO: n=9 mice).

**(D)** Boxplots displaying frequency of IL17a<sup>+</sup> cells within Cd3<sup>+</sup>  $\gamma\delta$  TCR<sup>+</sup> cells after in vitro administration of DDC D5 derived bile. One-sided t-test (n=5, two independent experiments).

**(E)** Boxplots displaying frequency of IL17a<sup>+</sup> cells within Cd3<sup>+</sup>  $\gamma\delta$  TCR<sup>+</sup> cells after in vitro administration of ctrl and DDC D5 DC-derived conditioned medium. One-sided t-test (4 independent experiments).

**(F)** FACS gating strategy of UTC enriched cocultures to quantify IL17a<sup>+</sup>  $\beta$  TCR<sup>+</sup> and IL17a<sup>+</sup>  $\gamma\delta$  TCR<sup>+</sup> cells.

**(G)** Boxplots displaying frequency of IL17a<sup>+</sup> cells within Cd3<sup>+</sup>  $\gamma\delta$  TCR<sup>+</sup> cells after in vitro administration of Lgals9, IL18, Cxcl16. One-sided t-test (4 independent experiments).

**(H)** Boxplots displaying relative *Acta2*, *Col1a1* and *Des* mRNA levels (qPCR) in DDC D16 treated ctrl and IL17a\_f\_KO liver tissues normalized to liver control. One-sided t-test (n=4 mice/group).

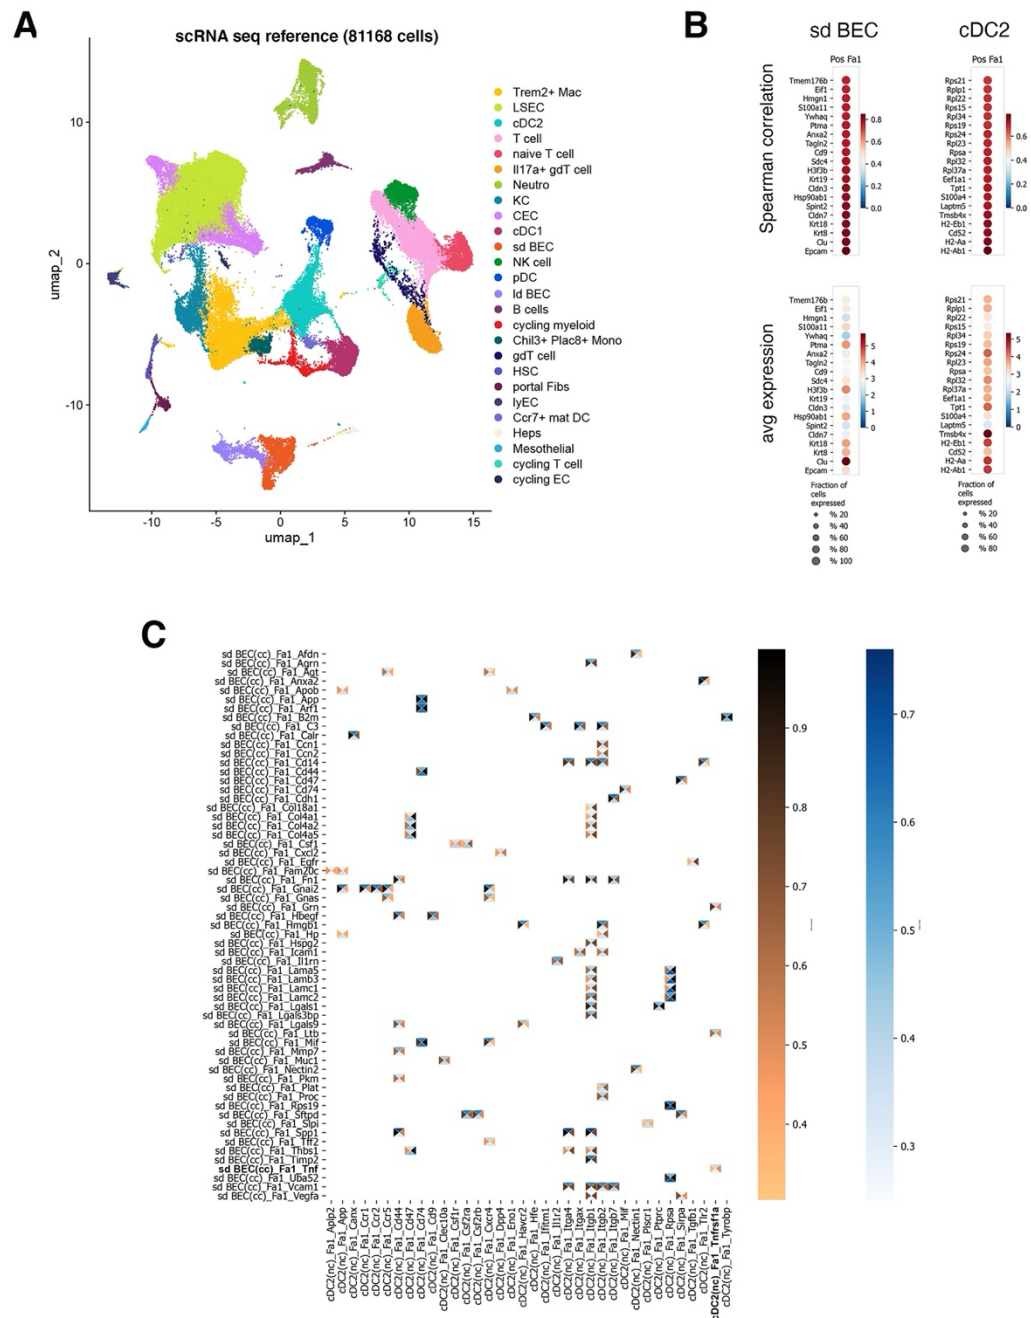

**Figure S8. Spatial niche deconvolution resolves cDC2B and  $\gamma\delta$  T cell containing cholangitis-associated tissue domains**

**(A)** UMAP representation of merged DDC atlas (Fig. 1K) and liver  $\gamma\delta$  T cell data (Fig. 4A) containing cell annotation used for NiCo label transfer.

**(B)** Dotplot displaying Spearman correlation analysis (top) and average expression (bottom) of the top 20 positively correlated genes from sd BEC and cDC2 (Fa 1).

**(C)** Ligand-receptor pairs correlated with covarying BEC Fa1 and cDC2 Fa2 (cc, central cell; nc, niche cell). The rectangle's north and south faces represent ligand and receptor correlation of the factors, while west and east faces represent the proportion of cells expressing the respective ligands or receptors. Gene correlation threshold of 0.25 and gene expression threshold of 0.3 was applied. Ligand, y-axis, receptors x-axis.

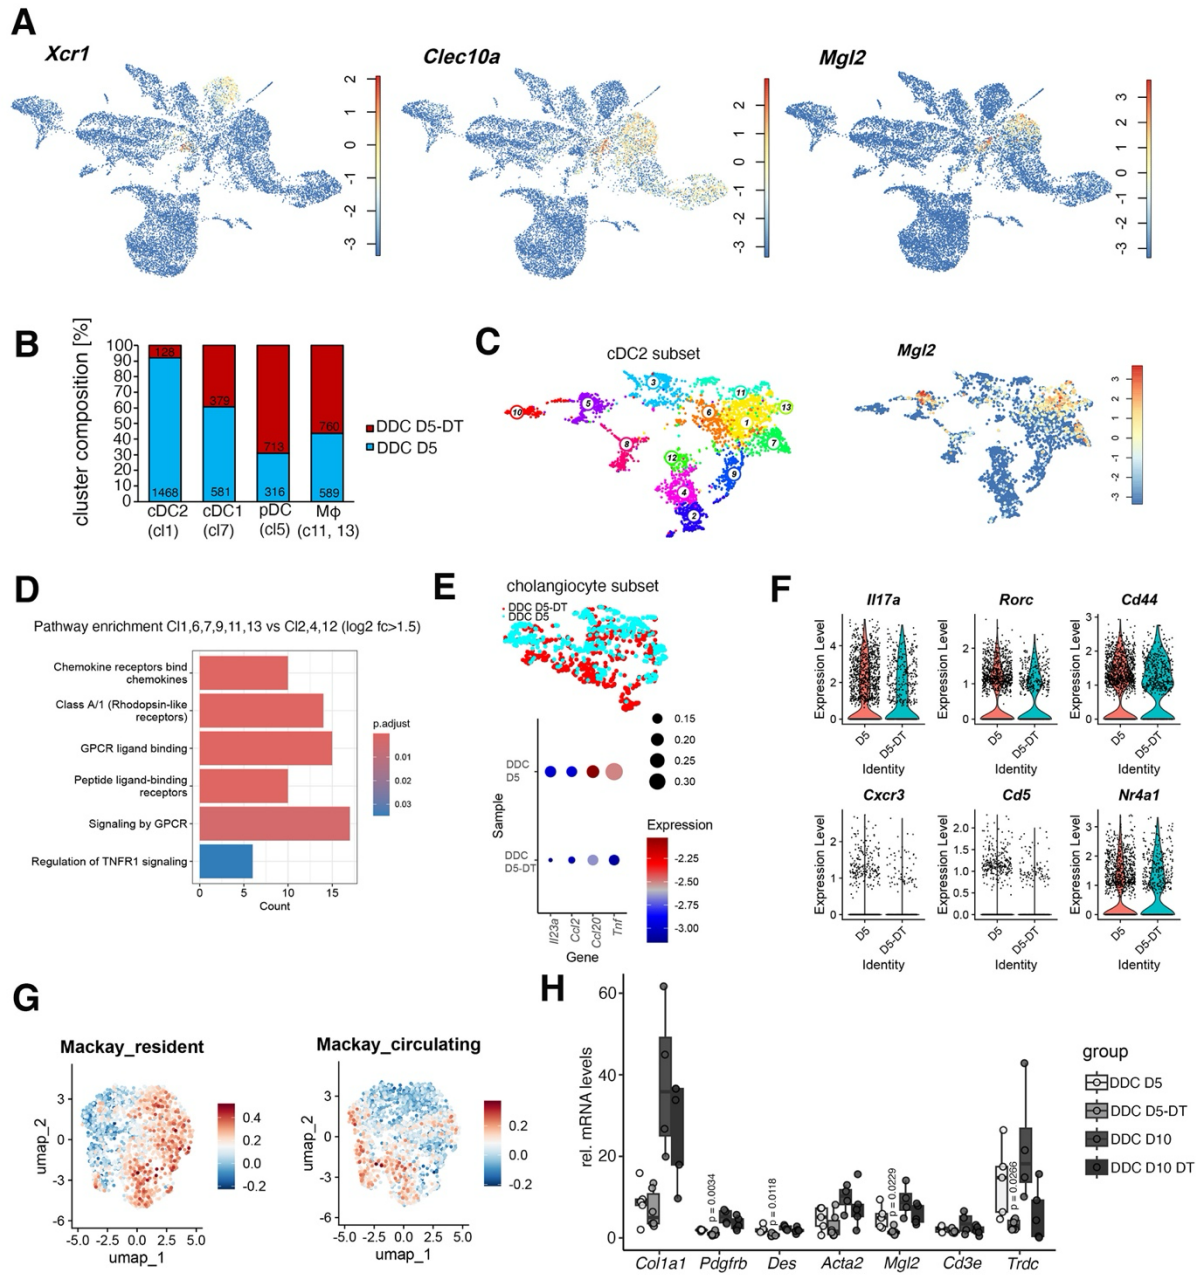

**Figure S9. Early cDC2B depletion results in reduced  $\gamma\delta$  T17 effector differentiation**

**(A)** UMAP representation of the combined DDC D5/DDC D5-DT dataset displaying log-normalized gene expression of *Xcr1*, *Clec10a*, *Mgl2*.

**(B)** Stacked barplot displaying relative contribution of DDC D5 (blue) and DDC D5-DT (red) samples to cell type-specific clusters in the merged DDC D5/DDC D5-DT data.

**(C)** UMAP representation displaying clusters of the cDC2 subset of merged DDC D5 and DDC D5-DT data (left). UMAP representation of cDC2 subset displaying log-normalized *Mgl2* expression (right).

**(D)** Barplot displaying pathway enrichment of differentially upregulated genes in cDC2 in DDC D5 (clusters 1,3,6,7,9,11,13) vs. DDC D5-DT (clusters 2,4,12). Enriched pathways in the non-depleted condition show an association with cDC2 function.

**(E)** UMAP representation of BEC subset of merged DDC D5 and DDC D5-DT data (left). Dotplot displaying expression of cholestasis associated inflammatory mediators. Log-normalized expression is color coded and fraction of cells expressing the gene is encoded by dot size (right).

**(F)** Violinplots displaying log-normalized expression of *Il17a*, *Rorc*, *Cd44*, *Cxcr3*, *Cd5*, *Nr4a1* within  $\gamma\delta$  T17 subset across samples (compare Fig. 6F).

**(G)** UMAP representation displaying log-normalized gene expression of Mackay resident and circulatory gene signatures in  $\gamma\delta$  T17 subset derived from experiment of Fig. 6F.

**(H)** Boxplot displaying tissue-derived transcript levels in DDC D5, DDC D5-DT, DDC D10, DDC D10-DT conditions. Data normalized to control liver tissue transcript levels. One sided t test between D5 and D5-DT conditions (ctrl: n=4 mice, DDC D5: n=5 mice, DDC D5-DT: n=6 mice, DDC D10: n=4 mice, DDC D10-DT: n=5 mice).

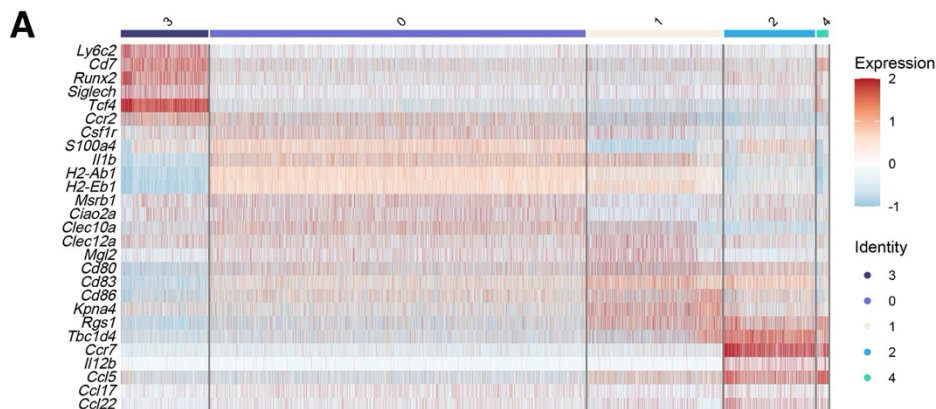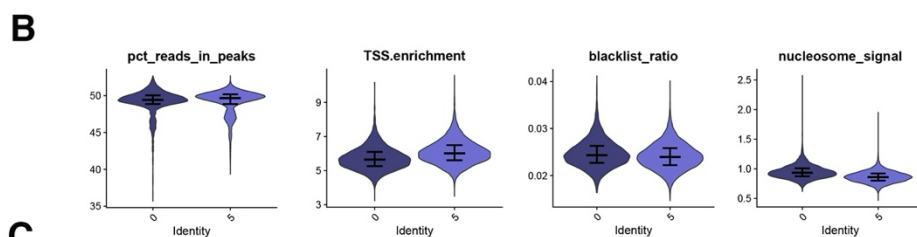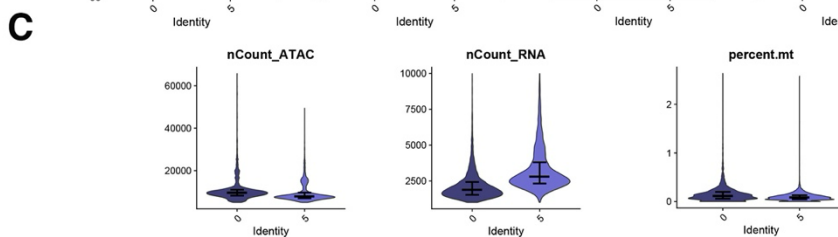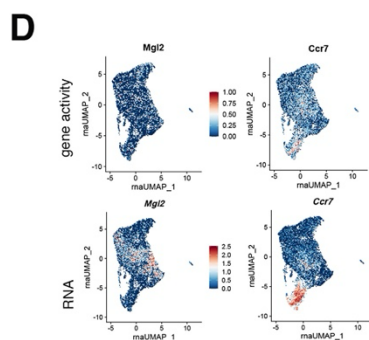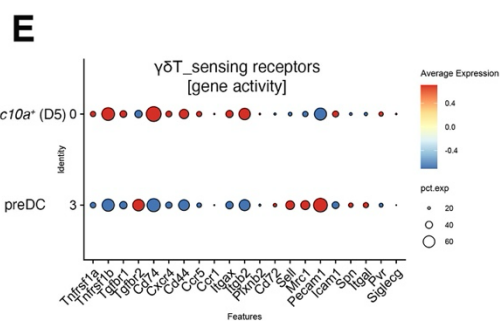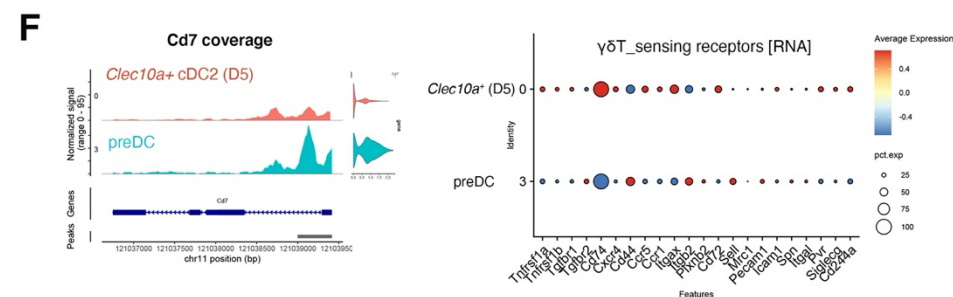

**Figure S10. Quality control metrics of Multiome data**

**(A)** Heatmap displaying log-normalized marker gene expression of the cDC2 subset data (compare with Figure 6I).

**(B)** Violin plots displaying QC metrics of the ATAC-seq data derived from the DDC D0/D5 Multiome cDC2 data subset. Bars within violinplots display median and interquartile range.

**(C)** Violin plots displaying captured ATAC/RNA counts and fraction of reads mapped to the mitochondrial genome of the Multiome cDC2 data subset. Bars within violinplots display median and interquartile range.

**(D)** scRNA-derived UMAP (rnaUMAP) highlighting gene activity levels inferred from scATAC data (top) and *Mgl2* and *Ccr7* RNA expression (bottom).

**(E)** Dotplot displaying  $\gamma\delta$  T cell sensing receptor gene activities in cDC2 across clusters 3 (preDC) and 0 (Clec10a<sup>+</sup> cells). Log-normalized mean expression is color coded and fraction of cells expressing the gene is encoded by dot size.

**(F)** Cd7 coverage plot displaying gene-specific pseudobulk accessibility tracks in preDC (cluster 3) and Clec10a<sup>+</sup> cells (cluster 0). Genomic region of interest and coordinates displayed in the bottom row. Violinplot on the right displays *Cd7* RNA expression.

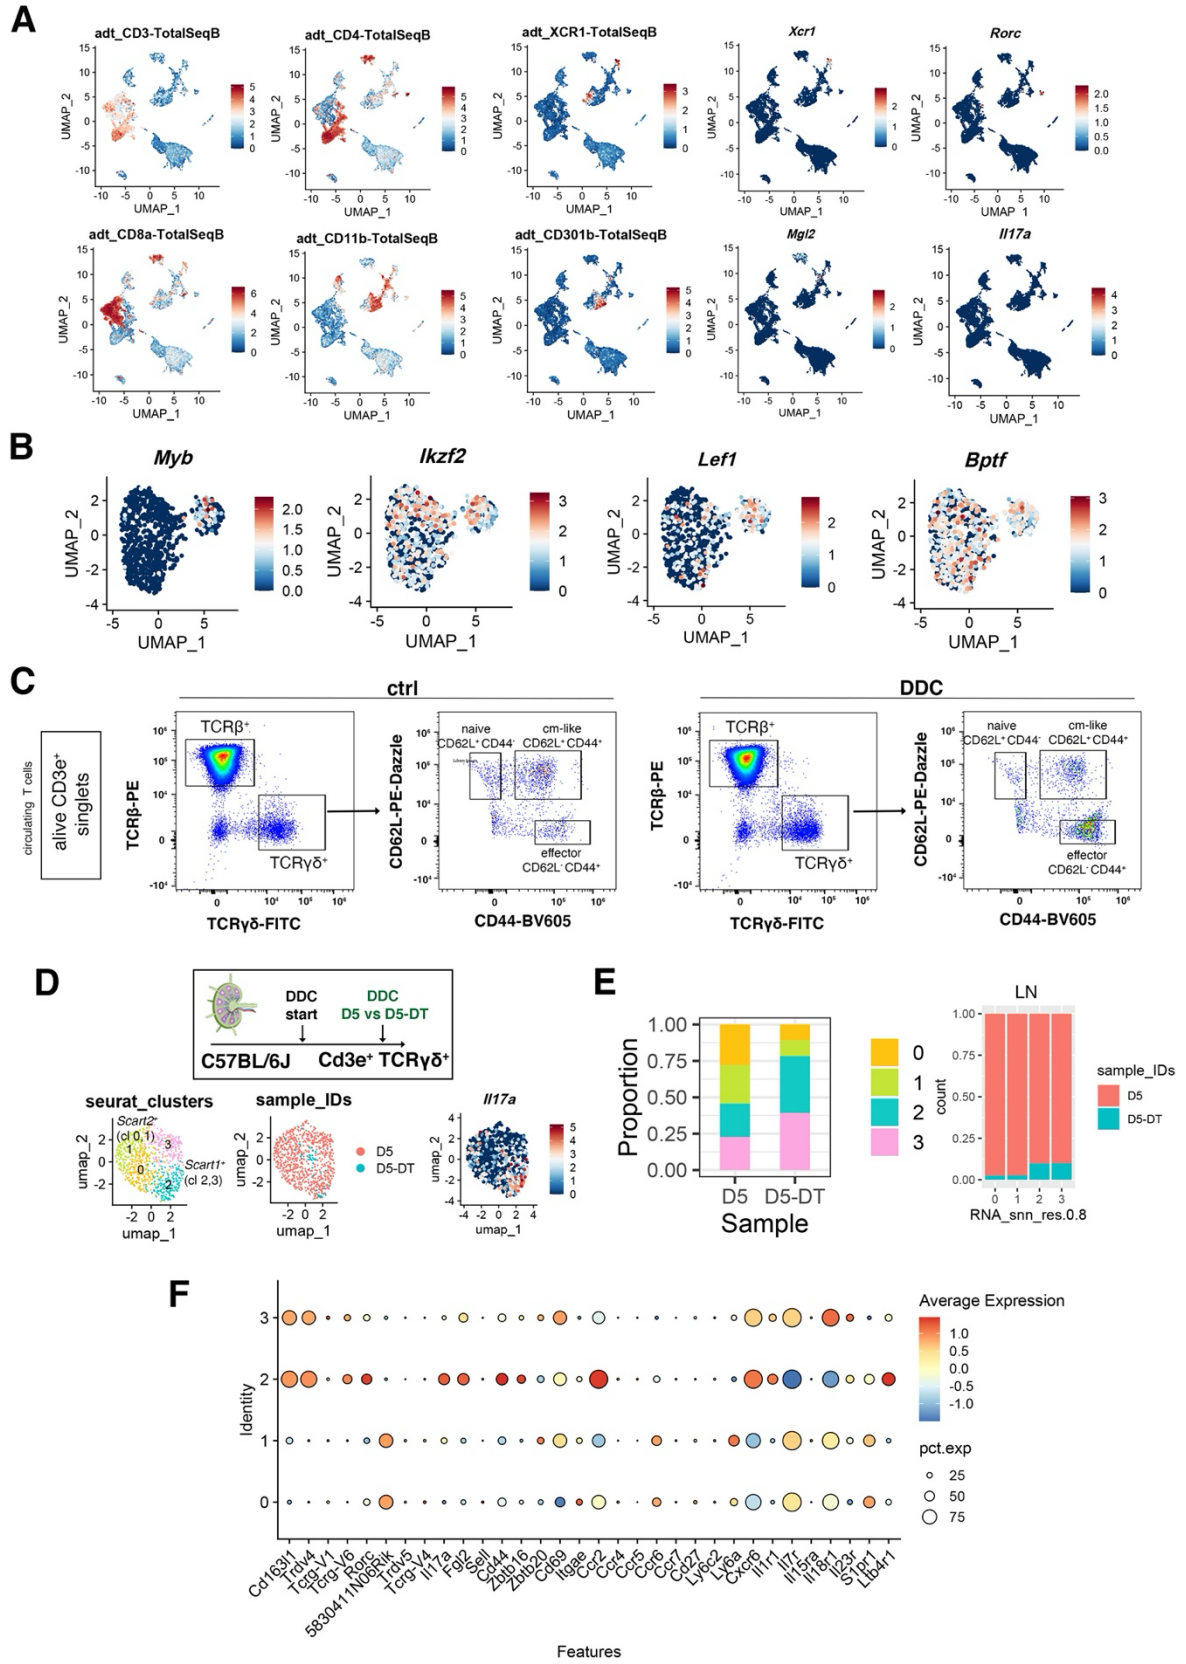

**Figure S11.  $\gamma\delta$  T cells in liver draining lymph nodes**

**(B)** UMAP representation displaying log-normalized *Myb*, *Lef1*, *Ikzf2*, *Bptf* expression.

**(C)** FACS gating strategy exemplified for an untreated control and DDC sample shown. Circulating  $\gamma\delta$  T cells were subtyped into naïve (CD62<sup>+</sup> CD44<sup>-</sup>), central memory (cm)-like (CD62L<sup>+</sup> CD44<sup>+</sup>) and effector (CD62L<sup>-</sup> CD44<sup>+</sup>) subsets.

**(D)** Experimental design and structure of the merged liver draining LN DDC D5 and LN DDC D5-DT dataset (top). UMAP representations of clusters, samples and log-normalized *Il17a* expression (bottom).

**(E)** Stacked barplot displaying relative proportions of  $\gamma\delta$  T17 per cluster (left) and condition (right).

**(F)** Dotplot displaying cluster-specific gene expression in  $\gamma\delta$  T cells. Log-normalized average expression and fraction of cells expressing gene of interest shown.

Supplemental Table 1. Add-on gene list and designed probes per gene for spatial transcriptomics detection.

| Experimental models: mouse strains |                                        |                                            |
|------------------------------------|----------------------------------------|--------------------------------------------|
| C57BL/6J                           | C57BL/6JRj                             | Janvier<br>RRID:IMSR_RJ:C57BL-6JRJ         |
| CD301b-DTR (Mgl2-DTR) [3]          | B6(FVB)Mgl2tm1.1(HBEGF/EGFP)Aiwsk/J    | #023822 (Jackson),<br>RRID:IMSR_JAX:023822 |
| Il17a_f_KO [4]                     | B6.129P2-Il17atm1Yiw Il17ftm2Yiw       | #RRID: MGI:3830065                         |
| Tcrdtm_KO [5]                      | B6.129P2-Tcrd tm1 Mom/J                | #002120 (Jackson),<br>RRID:IMSR_JAX:002120 |
| Tcrd- GDL [6]                      | C57BL/6N-Trdctm1(EGFP/HBEGF/luc)Impr/J | Strain #:038040<br>RRID:IMSR_JAX:038040    |

**Supplemental Table 2.** Mouse strains used in this study.

| Strain            | Allele | Primer    | Sequence (5'-3')         |
|-------------------|--------|-----------|--------------------------|
| <b>CD301b-DTR</b> | Mgl2   | 17980     | TGATTGTCCCAGAAGCCTTG     |
|                   |        | 17981     | CTCTCTGAGGCCCTTGAATG     |
| <b>Tcrd- GDL</b>  | TCRd   | oIMR7623  | GGTTCAGCAGCTAGCCCTCT     |
|                   |        | 13007     | ACACCGGCCTTATTCCAAG      |
|                   |        | 65209     | AACATGGAAAGCTGTACTCAACTC |
|                   |        | 65210     | TGAGTGTCTTCCTTTCGGTA     |
| <b>Tcrd-KO</b>    | TCRd   | oIMR6916  | CTTGGGTGGAGAGGCTATTC     |
|                   |        | oIMR6917  | AGGTGAGATGACAGGAGATC     |
|                   |        | oIMR8744  | CAAATGTTGCTTGCTGGTG      |
|                   |        | oIMR8745  | GTCAGTCGAGTGCACAGTTT     |
| <b>Il17a/f_KO</b> | Il17a  | IL17_P214 | CTTTCAGGGTCGAGAAGATGCTG  |
|                   |        | IL17_P215 | AAGCAGTTTGGGACCCCTTACA   |
|                   |        | IL17_P216 | ATCCAATCCCCATCACCTT      |
|                   |        | IL17_P217 | GTTGGGACTTGCCATTCTGA     |

**Supplemental Table 3.** Primer sequences used for genotyping.

| <b>Critical commercial assays</b>                                   |                       |                   |
|---------------------------------------------------------------------|-----------------------|-------------------|
| <b>REAGENT/RESOURCE</b>                                             | <b>Source/Company</b> | <b>Identifier</b> |
| AccuStart Gel Track PCR Super Mix                                   | Quantabio             | P/N 84228         |
| Arcturus PicoPure RNA Isolation Kit                                 | appliedbiosystems     | REF 12204-01      |
| CD3e MicroBead Kit mouse                                            | MiltenyiBiotec        | 130-094-973       |
| CD4/CD8 (TIL) MicroBeads mouse                                      | MiltenyiBiotec        | 130-116-480       |
| Epcam MicroBeads                                                    | MiltenyiBiotec        | 130-105-958       |
| F4/80 MicroBeads                                                    | MiltenyiBiotec        | 130-110-443       |
| CD11c MicroBeads                                                    | MiltenyiBiotec        | 130-125-835       |
| CD146 MicroBeads                                                    | MiltenyiBiotec        | 130-092-007       |
| LS Columns                                                          | MiltenyiBiotec        | 130-042-401       |
| LD Columns                                                          | MiltenyiBiotec        | 130-042-901       |
| Qubit 1x dsDNA HS Assay Kit                                         | ThermoFisher          | Q33231            |
| Revert Aid H Minus First Strand cDNA synthesis kit                  | ThermoFisher          | K1632             |
| Superfrost Plus Adhesion Microscope Slides                          | MENZEL-Gläser         | J1800AMNZ         |
| iTaq Universal SYBR Green Supermix                                  | BioRad                | 1725121           |
| RNAscope 2.5 HD Duplex Detection Kit (Chromogenic)                  | Bio-Techne            | 322500            |
| Chromium Next GEM Single Cell 3' GEM, Library and Gel Bead Kit v3.1 | 10x Genomics          | PN-1000121        |
| Chromium Next GEM Single Cell 3' kit v3.1                           | 10x Genomics          | PN-1000268        |
| 3' Feature Barcode Kit                                              | 10x Genomics          | PN-1000262        |
| Chromium Next GEM Chip G Single Cell Kit                            | 10x Genomics          | PN-1000120        |
| Single Index Kit T Set A                                            | 10x Genomics          | PN-1000213        |
| Dual Index Kit TT Set A                                             | 10x Genomics          | PN-1000215        |
| Dual Index Kit NT Set A                                             | 10x Genomics          | PN-1000242        |
| Xenium Mouse Multi-Tissue Atlasing Panel                            | 10x Genomics          | PN-1000627        |
| Xenium Decoding Consumables                                         | 10x Genomics          | PN-1000487        |
| Xenium Decoding Reagents                                            | 10x Genomics          | PN-1000461        |
| Xenium Slides & Sample Prep reagents                                | 10x Genomics          | PN-1000460        |
| Xenium Cell Segmentation Add-On Kit                                 | 10x Genomics          | PN-1000662        |

**Supplemental Table 4.** Critical commercial assays.

| <b>Chemicals, peptides, and recombinant proteins</b> |                       |                   |
|------------------------------------------------------|-----------------------|-------------------|
| <b>REAGENT/RESOURCE</b>                              | <b>Source/Company</b> | <b>Identifier</b> |
| ACK lysis buffer                                     | Thermo Scientific     | A1049201          |
| Brefeldin A                                          | Merck (Sigma)         | #7651             |
| BSA                                                  | Fisher Scientific     | BP9703-100        |
| choline-deficient<br>chow                            | Ssniff                | -                 |
| DDC-enriched chow<br>(0.1%)                          | Ssniff                | -                 |
| Collagenase                                          | Sigma                 | C2674             |
| Collagenase D                                        | Roche                 | 11088858001       |
| mouse recombinant<br>Cxcl16                          | Peprotech             | 250-28            |
| 5% Digitonin                                         | Invitrogen            | BN2006            |
| Diphtheriatoxin<br>(unnicked)                        | EMD Millipore         | 322326            |
| DL-Ethionine                                         | Sigma                 | E5139             |
| DMSO                                                 | Serva                 | 39757.02          |
| EB buffer                                            | Qiagen                | 19086             |
| Ethanol absolute                                     | Serva                 | 200-578-6         |
| Fluoromount-DAPI                                     | SouthernBiotech       | 0100-20           |
| FCS                                                  | Corning               | 35-016-CV         |
| FOXP3/Transcription<br>Factor Staining<br>Buffer Set | eBioscience           | REF 00-5523-00    |
| Glycerol Solution                                    | Ricca                 | 3290-16           |
| Histodenz                                            | Sigma                 | D2158             |
| Ionomycin                                            | Merck (Sigma)         | #10634            |
| Methanol                                             | Sigma                 | 34860             |
| mouse recombinant<br>Lgals9                          | R&D systems           | 3535-GA-050       |
| mouse recombinant<br>IL18                            | Biolegend             | 767004            |
| mouse recombinant<br>IL23                            | Thermo Scientific     | 14-8231-63        |
| mouse recombinant<br>TNF-α                           | Biolegend             | 575202            |
| Pen Strep                                            | Gibco                 | 15140-122         |
| PMA                                                  | Merck (Sigma)         | P8139             |
| Pronase                                              | Roche                 | 10165921001       |
| RNase Inhibitor<br>Murine                            | New England Biolabs   | M0314S            |
| RPMI1640                                             | Gibco                 | 21875-034         |
| 10% Tween-20                                         | BioRad                | 1662404           |
| Zombie-NIR Fixable<br>Viability Kit                  | Biolegend             | 423106            |

**Supplemental Table 5.** Chemicals, peptides, and recombinant proteins.

| REAGENT/<br>RESOURCE                  | Source/Company                              | Identifier                    | Used for       |
|---------------------------------------|---------------------------------------------|-------------------------------|----------------|
| <b>Anti-mouse antibodies (clone)</b>  |                                             |                               |                |
| CD3e (145-2C11)                       | BD Biosciences                              | #553061, RRID:AB_394594       | FACS/IF        |
| CD11b (M1/70)                         | Affymetrix eBioscience                      | #11-0112-82, RRID:AB_464935   | FACS/IF        |
| CD11c (N418 )                         | BioLegend                                   | #117309, RRID:AB_313778       | FACS/IF        |
| CD16/32                               | BioLegend                                   | #101330, RRID:AB_2561482      | FACS           |
| CD19(MB19-1)                          | BioLegend                                   | #101506, RRID:AB_312825       | FACS           |
| CD31 (MEC13.3)                        | BioLegend                                   | #102429, RRID:AB_2566206      | FACS/IF        |
| CD44 (IM7)                            | BioLegend                                   | #103047, RRID:AB_2562451      | FACS           |
| CD45 (30-F11 )                        | BioLegend                                   | #103108, RRID:AB_312972       | FACS/IF        |
| CD62L (MEL-14)                        | BioLegend                                   | #104447, RRID:AB_2566162      | FACS           |
| CD64 (X54-5/7.1)                      | BioLegend                                   | #139323, RRID:AB_2629778      | FACS           |
| CD146 (ME-9F1)                        | BD Biosciences                              | #740095, RRID:AB_2739854      | FACS/IF        |
| CD172a/SIRPα (P84)                    | BioLegend                                   | #144023, RRID:AB_2650815      | FACS/IF        |
| CD278 (ICOS)                          | eBioscience                                 | # 14-9949-82, RRID:AB_468637  | functional     |
| CD301b (URA-1)                        | BioLegend                                   | #146803, RRID:AB_2562943      | FACS/IF        |
| CD335 (NKp46)                         | BioLegend                                   | #137605, RRID:AB_2149150      | FACS           |
| EPCAM (G8.8)                          | eBioscience                                 | #17-5791-82, RRID:AB_2716944  | FACS/IF        |
| F4/80 (REA126)                        | MiltenyiBiotec                              | #130-117-509, RRID:AB_2727970 | FACS/IF        |
| II17a (TC11-18H10.1 )                 | BioLegend                                   | #506933, RRID:AB_2562668      | FACS           |
| LYVE-1 (ALY7)                         | eBioscience                                 | #53-0443-82, RRID:AB_1633415  | FACS/IF        |
| MGL1/2                                | R&D systems                                 | #AF4297, RRID:AB_2248147      | IHC            |
| MHC class 2 (M5/114.15.2)             | eBioscience                                 | #78-5321-82, RRID:AB_2744917  | FACS           |
| PDGFRB                                | Cell Signaling                              | #3169, RRID:AB_2162497        | IHC            |
| PDPN (eBio8.1.1)                      | Invitrogen                                  | #12-5381-82, RRID:AB_1907439  | IF             |
| RELN (polyclonal)                     | R&D systems                                 | #AF3820, RRID:AB_2253745      | IF             |
| TCRb (H57-597)                        | BioLegend                                   | #109208, RRID:AB_313430       | FACS           |
| TCRgd (GL3)                           | BioLegend                                   | #118105, RRID:AB_313830       | FACS           |
| XCR1 (ZET)                            | BioLegend                                   | #148213, RRID:AB_2564369      | FACS           |
| <b>Anti-human antibodies (clone)</b>  |                                             |                               |                |
| CD3 (HIT3a)                           | BioLegend                                   | #300323, RRID:AB_493738       | FACS           |
| CD45 (HI30)                           | BioLegend                                   | #304031, RRID:AB_10900423     | FACS           |
| CD11c (Bu15)                          | BioLegend                                   | #337235, RRID:AB_2566657      | FACS           |
| CD64 (10.a)                           | BioLegend                                   | #305013, RRID:AB_1595428      | FACS           |
| EPCAM (9C4)                           | BioLegend                                   | #324217, RRID:AB_10642820     | FACS           |
| TCRgd (B1.1)                          | eBioscience                                 | #11-9959-41, RRID:AB_10669048 | FACS           |
| ARG1 (SP156)                          | Ventana Medical Systems                     | #760-4801                     | IHC            |
| CD3 (2GV6)                            | Ventana Medical Systems                     | #790-4341                     | IHC            |
| CD117                                 | Dako                                        | #A450229-2                    | IHC            |
| CD207 (EP349)                         | Bio SB                                      | #BSB 3375                     | IHC            |
| CD34                                  | Ventana Medical Systems                     | #760-2927                     | IHC            |
| CK7 (SP52)                            | Ventana Medical Systems                     | #790-4462                     | IHC            |
| CK19 (A53-B/A2.26)                    | Cell Marque                                 | #760-4281                     | IHC            |
| PDPN                                  | Cell Marque                                 | #760-4395                     | IHC            |
| TRDC (E2E9T)                          | Cell Signalling                             | #55750                        | IHC            |
| VIM (V9)                              | Ventana Medical Systems                     | #790-2917                     | IHC            |
| <b>Anti-mouse TotalSeq Antibodies</b> |                                             |                               |                |
| F4/80 (BM8)                           | Biolegend (San Diego, USA), TotalSeq™-B0114 | #123155, RRID:AB_2819847      | proteogenomics |

|                   |                            |                          |                |
|-------------------|----------------------------|--------------------------|----------------|
| CD3 (17A2)        | BioLegend, TotalSeq™-B0182 | #100257, RRID:AB_2813912 | proteogenomics |
| CD4 (RM4-5)       | BioLegend, TotalSeq™-B0001 | #100573, RRID:AB_2813914 | proteogenomics |
| CD8a (53-6.7)     | BioLegend, TotalSeq™-B0002 | #100783, RRID:AB_2832269 | proteogenomics |
| CD11b (M1/70)     | BioLegend, TotalSeq™-B0014 | #101273, RRID:AB_2819781 | proteogenomics |
| CD80 (16-10A1)    | BioLegend, TotalSeq™-B0849 | #104757, RRID:AB_2888697 | proteogenomics |
| CD115 (AFS98)     | BioLegend, TotalSeq™-B0105 | #135543, RRID:AB_2832487 | proteogenomics |
| CD197 (4B12)      | BioLegend, TotalSeq™-B0377 | #120133, RRID:AB_2860644 | proteogenomics |
| CD301b (URA-1)    | BioLegend, TotalSeq™-B0566 | #146821, RRID:AB_2888887 | proteogenomics |
| CX3CR1 (SA011F11) | BioLegend, TotalSeq™-B0563 | #149045, RRID:AB_2888877 | proteogenomics |
| XCR1 (ZET)        | BioLegend, TotalSeq™-B0568 | #148231, RRID:AB_2888911 | proteogenomics |
| Hashtag 3         | BioLegend, TotalSeq™-B0303 | #155835, RRID:AB_2814069 | multiplexing   |
| Hashtag 4         | BioLegend, TotalSeq™-B0304 | #155837, RRID:AB_2814070 | multiplexing   |
| Hashtag 5         | BioLegend, TotalSeq™-B0305 | #155839, RRID:AB_2814071 | multiplexing   |
| Hashtag 6         | BioLegend, TotalSeq™-B0306 | #155841, RRID:AB_2814072 | multiplexing   |

**Supplemental Table 6.** Antibodies for FACS, IF, IHC and proteogenomics used in this study.

## GEO Accession Numbers

| Deposited Data                   | source                                                                                                                                                                                                                                | description                                                                                                                                               |
|----------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|
| DDC atlas                        | this paper, GSE280985                                                                                                                                                                                                                 | DDC scRNA-seq data derived from male mice from liver (D0, D3, D5, D9, D19, D25, STOP, D5-DT)                                                              |
| human liver patient data         | this paper, GSE280852                                                                                                                                                                                                                 | human pseudonormal liver scRNA-seq reference derived from 6 patients.                                                                                     |
| $\gamma\delta$ T liver multiplex | this paper, GSE281197                                                                                                                                                                                                                 | $\gamma\delta$ T enriched DDC dataset (D0, D5, D9, D19, STOP)                                                                                             |
| $\gamma\delta$ T LN multiplex    | this paper, GSE281197                                                                                                                                                                                                                 | $\gamma\delta$ T enriched multiplexed DDC dataset comprising D0, D9, D18/19, STOP)                                                                        |
| lymph node CITE seq              | this paper, GSE281197                                                                                                                                                                                                                 | lymph node dataset of DDC D0, D5, D19 with co-detection of 11 proteins.                                                                                   |
| mouse cDC2 multiome              | this paper, GSE281196                                                                                                                                                                                                                 | combined scRNA and scATAC sequencing data from ctrl (D0) and DDC D5 cDC2 (two experiments)                                                                |
| XENIUM human liver               | <a href="https://www.10xgenomics.com/datasets/human-liver-data-xenium-human-multi-tissue-and-cancer-panel-1-standard">https://www.10xgenomics.com/datasets/human-liver-data-xenium-human-multi-tissue-and-cancer-panel-1-standard</a> | Human steady state liver                                                                                                                                  |
| XENIUM DDC D5 liver              | this paper, GSE311681                                                                                                                                                                                                                 | Xenium spatial transcriptomics data on DDC D5 using the Mouse Tissue Atlas Panel in combination with a 100 gene add-on pool and the cell segmentation kit |

**Supplemental Table 7.** GEO Accession numbers of deposited scRNA-seq and spatial transcriptomics data.

## Software and Packages

| Software and algorithms | Source/Reference                                                                                                                                             | Version/Information |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------|
| BioRender               | <a href="https://app.biorender.com/">https://app.biorender.com/</a>                                                                                          |                     |
| CellChat                | <a href="https://github.com/sqjin/CellChat">https://github.com/sqjin/CellChat</a> [7]                                                                        | v1                  |
| CellRanger              | <a href="https://www.10xgenomics.com/support/software/cell-ranger/">https://www.10xgenomics.com/support/software/cell-ranger/</a>                            | v6.0.0              |
| FlowJo                  | <a href="https://www.flowjo.com/">https://www.flowjo.com/</a>                                                                                                | v10.7.1             |
| FIJI                    | <a href="https://fiji.sc/">https://fiji.sc/</a> [8]                                                                                                          |                     |
| Kallisto                | <a href="https://pachterlab.github.io/kallisto/">https://pachterlab.github.io/kallisto/</a> [9]                                                              |                     |
| NiCo                    | <a href="https://github.com/ankitbioinfo/nico_tutorial">https://github.com/ankitbioinfo/nico_tutorial</a> [10]                                               | v1.4                |
| NormqPCR                | <a href="https://bioconductor.org/packages/release/bioc/html/NormqPCR.html">https://bioconductor.org/packages/release/bioc/html/NormqPCR.html</a> [11]       |                     |
| Python                  | <a href="https://www.python.org/">https://www.python.org/</a>                                                                                                | 3.9                 |
| QuPath                  | <a href="https://qupath.github.io/">https://qupath.github.io/</a> [12]                                                                                       | QuPath-0.4.3        |
| R                       | <a href="https://cran.r-project.org/index.html">https://cran.r-project.org/index.html</a>                                                                    | 4.4.0               |
| Seurat                  | <a href="https://satijalab.org/seurat/">https://satijalab.org/seurat/</a> [13]                                                                               | v5                  |
| SCENIC                  | <a href="https://scenic.aertslab.org/">https://scenic.aertslab.org/</a> [14]                                                                                 |                     |
| Signac                  | <a href="https://stuartlab.org/signac/articles/pbmc_vignette.html">https://stuartlab.org/signac/articles/pbmc_vignette.html</a> [15]                         |                     |
| spacexr                 | <a href="https://github.com/dmccable/spacexr">https://github.com/dmccable/spacexr</a> [16]                                                                   |                     |
| VarID2                  | <a href="https://cran.r-project.org/web/packages/RaceID/vignettes/RaceID.html">https://cran.r-project.org/web/packages/RaceID/vignettes/RaceID.html</a> [17] |                     |

**Supplemental Table 8.** Software and packages.

| Primers for qPCR (m) | Genbank ID   | Sequence (5'-3')                                                |
|----------------------|--------------|-----------------------------------------------------------------|
| Actin (m)            | NM_007393    | for: GCTTCTTTGCAGCTCCTTCGT<br>rev: ACCAGCGCAGCGATATCG           |
| Acta2 (m)            | NM_007392    | for: CTATTCAGGCTGTGCTGTCCCTC<br>rev: CACGTTGTGAGTCACACCATCTC    |
| Adrgre1 (m)          | NM_010130    | for: GCAGGTGCTGGAGAACATTCTAGAG<br>rev: CCATCTCCTTCTTCATGTTGTCC  |
| Ccl17 (m)            | NM_011332    | for: GTGAGCTGGTATAAGACCTCAGTG<br>rev: CCTTCTTCACATGTTTGTCTTTGGG |
| Ccl22 (m)            | NM_009137    | for: CAAGAACCGAGATATCTGTGCCG<br>rev: GTCCTCCTCCCTAGGACAGTTTATG  |
| Ccr2 (m)             | NM_009915    | for: CCACCACACCGTATGACTACGATG<br>rev: CAAGCTCCAATTTGCTTCACACTG  |
| Ccr7 (m)             | NM_007719    | for: CTGGTGGTGGCTCTCCTTG<br>rev: CGATGTAGTCATCGGTGACCTC         |
| Cd3e (m)             | NM_007648    | for: CGTCTGCTACACACCGACCTC<br>rev: GTCCACCTCCACACAGTACTCAC      |
| Cd5l (m)             | NM_009690    | for: CATGGCGAGGACACATGGATG<br>rev: GGAACCTTGTGTAGCACCTCC        |
| Cd11b (m)            | EF101557     | for: CTCAACTTCACGGCTTCAGAGATG<br>rev: GACTACACTGACAGGGAGGCTCCTC |
| Cd24a (m)            | NM_009846    | for: CACCGTTTCCCGGTAACCAG<br>rev: CCTCTGGTGGTAGCGTTACTTGG       |
| Cd80 (m)             | NM_001359898 | for: GCTCATTCTTCTTTGTGCTGCTG<br>rev: GAGGAGAGTTGTAACGGCAAGG     |
| Cd209a (m)           | NM_133238    | for: GGTAGATGGTTCACCTCTGACTCTC<br>rev: CTTCTCTCCCAGGTTGTAGGTTT  |
| Clec4f (m)           | NM_016751    | for: GCACAGACAACCAGTGTGTCTC<br>rev: CAGAATGACCTGGACGTGCC        |
| Col1a1 (m)           | NM_007742    | for: GTCTGGTTTGAGAGAGCATGA<br>rev: CGCAGGAAGGTCAGCTGGATAG       |
| Csf3r (m)            | NM_007782    | for: GGAAGACAGCGTCCAACCTCTG<br>rev: CTGTTGGTGGTGAGGTGCATG       |
| Cx3cr1 (m)           | NM_009987    | for: GTCCACCTCCTTCCTGAACCTGG<br>rev: GTCGCCCAAATAACAGGCCTCAG    |
| Des (m)              | NM_010043    | for: CCATCGCGGCTAAGAACATCTCTG<br>rev: CGCAGCGCATCGTTGTTCTTATTG  |
| Epcam (m)            | NM_008532    | for: CCAGTGTACTTCTATGGTACACAG<br>rev: GCTTTCATCGCCAAGCATTTAGACG |
| Gapdh (m)            | NM_008084    | for: TGTCCTCGTGGATCTGAC<br>rev: CCTGCTTACCACCTTCTTG             |
| Hprt (m)             | NM_013556    | for: TCCTCCTCAGACCGCTTTT<br>rev: CCTGGTTCATCATCGCTAATC          |
| Il17a (m)            | NM_010552    | for: GTCCAGGGAGAGCTTCATCTG<br>rev: GTCCAGGGAGAGCTTCATCTG        |
| Itgax (m)            | NM_021334    | for: GAGCTGTACCTGGATAGCCTTTC<br>rev: GTGTCAGCTTCTCTGCATCCAAG    |
| Krt7 (m)             | NM_033073    | for: CAACAAATTCGCCTCCTTCATCGAC<br>rev: CCCACTTGGTCTCCAGCATC     |
| Mgl2 (m)             | NM_145137    | for: GTGGTCATCTCCGTGATTGGATC<br>rev: GCCTAGGTCCCTCCTTAACCTGG    |
| Pdgfrb (m)           | NM_001146268 | for: GAGCTCAGTGAGAGGAAGCGTATC<br>rev: GAACAGGTCTCGGAGTCCATAG    |
| Ppia (m)             | NM_008907    | for: GCATACAGGTCCTGGCATCT                                       |

|             |              |                                |
|-------------|--------------|--------------------------------|
|             |              | rev: AGCTGTCCACAGTCGGAAT       |
| Sirpa (m)   | NM_001291019 | for: GTTCCAGAAAGGATCATCAGAGCC  |
|             |              | rev: GATACCTCCGGTGGAGAAGGTTTG  |
| Siglech (m) | NM_178706    | for: GGAAAGGATCTCTGTGCATGTGAC  |
|             |              | rev: CGACCAAGCTCCAGTGTCTG      |
| Tlr7 (m)    | NM_001290755 | for: GCCCATGTGATCGTGGACTG      |
|             |              | rev: GATGGTAAGGGTAAGATTGGTGGTG |
| Tnf (m)     | NM_001278601 | for: CGCTCTTCTGTCTACTGAACCTCGG |
|             |              | rev: GTGTGAGGGTCTGGGCCATAG     |
| Trdc (m)    | NC_000080.7  | for: GACACACAAATTTAGAGCCTTGC   |
|             |              | rev: GTTTACCTTCTCAGTGTGAAGTGTG |
| Vsig4 (m)   | NM_177789    | for: GCCAGGAAGACAAGCAACTCTG    |
|             |              | rev: GATGGTAGTCACCCTTGTGGTTTC  |
| Xcr1 (m)    | NM_011798    | for: CAATGGAGTTGGTTTCTAGGTGAC  |
|             |              | rev: CCGAAGATCATGTTGAAGAACTTGC |

**Supplemental Table 9.** Primer list for semi-quantitative real time PCR on mouse (m) samples.

## References

- Guilliams, M., C.A. Dutertre, C.L. Scott, et al., *Unsupervised High-Dimensional Analysis Aligns Dendritic Cells across Tissues and Species*. Immunity, 2016. **45**(3): p. 669-684. 10.1016/j.immuni.2016.08.015
- Poch, T., J. Krause, C. Casar, et al., *Single-cell atlas of hepatic T cells reveals expansion of liver-resident naive-like CD4(+) T cells in primary sclerosing cholangitis*. J Hepatol, 2021. **75**(2): p. 414-423. 10.1016/j.jhep.2021.03.016
- Kumamoto, Y., M. Linehan, J.S. Weinstein, B.J. Laidlaw, J.E. Craft, and A. Iwasaki, *CD301b(+) dermal dendritic cells drive T helper 2 cell-mediated immunity*. Immunity, 2013. **39**(4): p. 733-43. 10.1016/j.immuni.2013.08.029
- Nakae, S., Y. Komiyama, A. Nambu, et al., *Antigen-specific T cell sensitization is impaired in IL-17-deficient mice, causing suppression of allergic cellular and humoral responses*. Immunity, 2002. **17**(3): p. 375-87. 10.1016/s1074-7613(02)00391-6
- Itoharu, S., P. Mombaerts, J. Lafaille, et al., *T cell receptor delta gene mutant mice: independent generation of alpha beta T cells and programmed rearrangements of gamma delta TCR genes*. Cell, 1993. **72**(3): p. 337-48. 10.1016/0092-8674(93)90112-4
- Sandrock, I., A. Reinhardt, S. Ravens, et al., *Genetic models reveal origin, persistence and non-redundant functions of IL-17-producing gammadelta T cells*. J Exp Med, 2018. **215**(12): p. 3006-3018. 10.1084/jem.20181439
- Jin, S., C.F. Guerrero-Juarez, L. Zhang, et al., *Inference and analysis of cell-cell communication using CellChat*. Nat Commun, 2021. **12**(1): p. 1088. 10.1038/s41467-021-21246-9
- Schindelin, J., I. Arganda-Carreras, E. Frise, et al., *Fiji: an open-source platform for biological-image analysis*. Nat Methods, 2012. **9**(7): p. 676-82. 10.1038/nmeth.2019
- Bray, N.L., H. Pimentel, P. Melsted, and L. Pachter, *Near-optimal probabilistic RNA-seq quantification*. Nat Biotechnol, 2016. **34**(5): p. 525-7. 10.1038/nbt.3519
- Agrawal, A., S. Thomann, S. Basu, and D. Grun, *NiCo identifies extrinsic drivers of cell state modulation by niche covariation analysis*. Nat Commun, 2024. **15**(1): p. 10628. 10.1038/s41467-024-54973-w
- Perkins, J.R., J.M. Dawes, S.B. McMahon, D.L. Bennett, C. Orengo, and M. Kohl, *ReadqPCR and NormqPCR: R packages for the reading, quality checking and normalisation of RT-qPCR quantification cycle (Cq) data*. BMC Genomics, 2012. **13**: p. 296. 10.1186/1471-2164-13-296
- Bankhead, P., M.B. Loughrey, J.A. Fernandez, et al., *QuPath: Open source software for digital pathology image analysis*. Sci Rep, 2017. **7**(1): p. 16878. 10.1038/s41598-017-17204-5
- Hao, Y., T. Stuart, M.H. Kowalski, et al., *Dictionary learning for integrative, multimodal and scalable single-cell analysis*. Nat Biotechnol, 2024. **42**(2): p. 293-304. 10.1038/s41587-023-01767-y
- Aibar, S., C.B. Gonzalez-Blas, T. Moerman, et al., *SCENIC: single-cell regulatory network inference and clustering*. Nat Methods, 2017. **14**(11): p. 1083-1086. 10.1038/nmeth.4463
- Stuart, T., A. Srivastava, S. Madad, C.A. Lareau, and R. Satija, *Single-cell chromatin state analysis with Signac*. Nat Methods, 2021. **18**(11): p. 1333-1341. 10.1038/s41592-021-01282-5
- Cable, D.M., E. Murray, L.S. Zou, et al., *Robust decomposition of cell type mixtures in spatial transcriptomics*. Nat Biotechnol, 2022. **40**(4): p. 517-526. 10.1038/s41587-021-00830-w
- Rosales-Alvarez, R.E., J. Rettkowski, J.S. Herman, G. Dumbovic, N. Cabezas-Wallscheid, and D. Grun, *VarID2 quantifies gene expression noise dynamics and unveils functional heterogeneity of ageing hematopoietic stem cells*. Genome Biol, 2023. **24**(1): p. 148. 10.1186/s13059-023-02974-1

# Supplementary material for: An immunobiliary single-cell atlas resolves crosstalk between type 2 conventional dendritic cells and γδ T cells in cholangitis
**Source:** Nat Commun. 2026 Apr 10;17:3455. doi: 10.1038/s41467-026-71537-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Supplementary Data 1

Description: Supplementary data table 1 depicts the top 100 upregulated genes per cluster of the initial DDC scRNA-seq atlas (compare Fig. 1K). The VarID2 “clustdiffgenes” function was used to calculate upregulated genes using a p-value cutoff of 0.01. The table depicts gene names, mean expression in the cluster of interest (“mean.cl”) compared to all other clusters (“mean.ncl”). “pv” indicates p-value prior to multiple testing correction, while “padj” indicates the Benjamini-Hochberg corrected false discovery rate. Cluster IDs (“cluster”) as indicated in Fig. 1K.

# Supplementary material for: An immunobiliary single-cell atlas resolves crosstalk between type 2 conventional dendritic cells and γδ T cells in cholangitis
**Source:** Nat Commun. 2026 Apr 10;17:3455. doi: 10.1038/s41467-026-71537-2
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |     |           |
|-----|-----------|
| n/a | Confirmed |
|-----|-----------|
- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☒ ☐ A description of all covariates tested
  - ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Sequencing data was mapped using kallisto or Cell Ranger (v6.0.0). All used software tool and further information regarding version number etc. can be found in Supplemental Table 8. Human spatial transcriptomics data were downloaded from 10X Genomics Datasets (link provided in Supplemental Table 7).                                                                |
| Data analysis   | scRNA-seq data analysis was conducted with VarID2, Seurat (v3/v5), NiCo (v1.4), CellChat (v1), Signac, SCENIC, spacexr using R (v4.4.0) or Python (v3.9).. A full list of all packages being used in this manuscript is part of the supplemental information. FlowJo (v10) was used for FACS data. FIJI (v1.53j) and QuPath (v0.4.3) were used for microscopy images/scans. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All generated single-cell sequencing data are available at GEO as raw and processed data under the following accession numbers: human liver data, GSE280852; mouse DDC atlas, GSE280985; Multiome data, GSE281196; CITE-seq/Hash-multiplexed data, GSE281197. DDC D5 spatial transcriptomics data is accessible at GSE 311681. Source Data are provided with this paper. The human tissue microarray data cannot be made accessible due to institute-specific guidelines and human ethics regulations.

scRNA-seq data was uploaded on GEO and are publicly accessible as of February 17, 2026. Human Xenium Liver data and its accessibility are listed in the manuscript (Table S7).

GEO accession numbers are listed below (data publicly released):

Human Liver Data <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE280852>

Initial DDC Atlas <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE280985>

Multiome Data <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE281196>

CITE-seq and Hash-multiplexed Data <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE281197>

DDC D5 spatial transcriptomics data is accessible at GSE 311681

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                   |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Male mice were used unless otherwise stated.                                                                      |
| Reporting on race, ethnicity, or other socially relevant groupings | Not considered in the study design.                                                                               |
| Population characteristics                                         | Clinical information such as age and gender of human scRNA-seq data are listed in the methods section (Fig. S1A). |
| Recruitment                                                        | Not considered in the study design.                                                                               |
| Ethics oversight                                                   | Ethics vote is included for the retrospective tissue analysis (waiver for patient consent).                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------|
| Sample size     | Number of single cell datasets and number of cells provided in the respective section of the manuscript. |
| Data exclusions | No data was excluded.                                                                                    |
| Replication     | Statistical parameters were provided in the figures.                                                     |
| Randomization   | Not applicable.                                                                                          |
| Blinding        | Not applicable.                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involvement in the study                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involvement in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

All antibodies used for FACS, IF and for CITE-seq are listed in the Supplemental Methods (Table S6). Antibodies were tested and concentrations used according to the manufacturer's recommendations.

## Anti-mouse antibodies (clone)

CD3e (145-2C11) BD Biosciences #553061, RRID:AB\_394594 FACS/IF  
 CD11b (M1/70) Affymetrix eBioscience #11-0112-82, RRID:AB\_464935 FACS/IF  
 CD11c (N418 ) BioLegend #117309, RRID:AB\_313778 FACS/IF  
 CD16/32 Biolegend #101330, RRID:AB\_2561482 FACS  
 CD19(MB19-1) BioLegend #101506, RRID:AB\_312825 FACS  
 CD31 (MEC13.3) BioLegend #102429, RRID:AB\_2566206 FACS/IF  
 CD44 (IM7) BioLegend #103047, RRID:AB\_2562451 FACS  
 CD45 (30-F11 ) BioLegend #103108, RRID:AB\_312972 FACS/IF  
 CD62L (MEL-14) BioLegend #104447, RRID:AB\_2566162 FACS  
 CD64 (X54-5/7.1) BioLegend #139323, RRID:AB\_2629778 FACS  
 CD146 (ME-9F1) BD Biosciences #740095, RRID:AB\_2739854 FACS/IF  
 CD172a/SIRPα (P84) BioLegend #144023, RRID:AB\_2650815 FACS/IF  
 CD278 (ICOS) eBioscience # 14-9949-82, RRID:AB\_468637 functional  
 CD301b (URA-1) BioLegend #146803, RRID:AB\_2562943 FACS/IF  
 CD335 (NkP46) BioLegend #137605, RRID:AB\_2149150 FACS  
 EPCAM (G8.8) eBioscience #17-5791-82, RRID:AB\_2716944 FACS/IF  
 F4/80 (REA126) MiltenyiBiotec #130-117-509, RRID:AB\_2727970 FACS/IF  
 IL17a (TC11-18H10.1 ) BioLegend #506933, RRID:AB\_2562668 FACS  
 LYVE-1 (ALY7) eBioscience #53-0443-82, RRID:AB\_1633415 FACS/IF  
 MGL1/2 R&D systems #AF4297, RRID:AB\_2248147 IHC  
 MHC class 2 (M5/114.15.2) eBioscience #78-5321-82, RRID:AB\_2744917 FACS  
 PDGFRB Cell Signaling #3169, RRID:AB\_2162497 IHC  
 PDPN (eBio8.1.1) Invitrogen #12-5381-82, RRID:AB\_1907439 IF  
 RELN (polyclonal) R&D systems #AF3820, RRID:AB\_2253745 IF  
 TCRb (H57-597) BioLegend #109208, RRID:AB\_313430 FACS  
 TCRgd (GL3) BioLegend #118105, RRID:AB\_313830 FACS  
 XCR1 (ZET) BioLegend #148213, RRID:AB\_2564369 FACS

## Anti-human antibodies (clone)

CD3 (HIT3a) BioLegend #300323, RRID:AB\_493738 FACS  
 CD45 (HI30) BioLegend #304031, RRID:AB\_10900423 FACS  
 CD11c (Bu15) BioLegend #337235, RRID:AB\_2566657 FACS  
 CD64 (10.a) BioLegend #305013, RRID:AB\_1595428 FACS  
 EPCAM (9C4) BioLegend #324217, RRID:AB\_10642820 FACS  
 TCRgd (B1.1) eBioscience #11-9959-41, RRID:AB\_10669048 FACS  
 ARG1 (SP156) Ventana Medical Systems #760-4801 IHC  
 CD3 (2GV6) Ventana Medical Systems #790-4341 IHC  
 CD117 Dako #A450229-2 IHC  
 CD207 (EP349) Bio SB #BSB 3375 IHC  
 CD34 Ventana Medical Systems #760-2927 IHC  
 CK7 (SP52) Ventana Medical Systems #790-4462 IHC  
 CK19 (A53-B/A2.26) Cell Marque #760-4281 IHC  
 PDPN Cell Marque #760-4395 IHC  
 TRDC (E2E9T) Cell Signalling #55750 IHC  
 VIM (V9) Ventana Medical Systems #790-2917 IHC  
 Anti-mouse TotalSeq Antibodies  
 F4/80 (BM8) Biolegend (San Diego, USA), TotalSeq™-B0114 #123155, RRID:AB\_2819847 proteogenomics  
 CD3 (17A2) BioLegend, TotalSeq™-B0182 #100257, RRID:AB\_2813912 proteogenomics

CD4 (RM4-5) BioLegend, TotalSeq™-B0001 #100573, RRID:AB\_2813914 proteogenomics  
 CD8a (53-6.7) BioLegend, TotalSeq™-B0002 #100783, RRID:AB\_2832269 proteogenomics  
 CD11b (M1/70) BioLegend, TotalSeq™-B0014 #101273, RRID:AB\_2819781 proteogenomics  
 CD80 (16-10A1) BioLegend, TotalSeq™-B0849 #104757, RRID:AB\_2888697 proteogenomics  
 CD115 (AFS98) BioLegend, TotalSeq™-B0105 #135543, RRID:AB\_2832487 proteogenomics  
 CD197 (4B12) BioLegend, TotalSeq™-B0377 #120133, RRID:AB\_2860644 proteogenomics  
 CD301b (URA-1) BioLegend, TotalSeq™-B0566 #146821, RRID:AB\_2888887 proteogenomics  
 CX3CR1 (SA011F11) BioLegend, TotalSeq™-B0563 #149045, RRID:AB\_2888877 proteogenomics  
 XCR1 (ZET) BioLegend, TotalSeq™-B0568 #148231, RRID:AB\_2888911 proteogenomics  
 Hashtag 3 BioLegend, TotalSeq™-B0303 #155835, RRID:AB\_2814069 multiplexing  
 Hashtag 4 BioLegend, TotalSeq™-B0304 #155837, RRID:AB\_2814070 multiplexing  
 Hashtag 5 BioLegend, TotalSeq™-B0305 #155839, RRID:AB\_2814071 multiplexing  
 Hashtag 6 BioLegend, TotalSeq™-B0306 #155841, RRID:AB\_2814072 multiplexing

## Validation

All antibodies are commercially available and have been validated by the manufacturers.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Mouse strains indicated were used and male mice used within the range of the age of 6 - 12 weeks. Mice were bred in a 12-hour light/dark cycle with free access to water and food and kept under defined pathogen free conditions with littermates receiving control chow being kept and housed in separate cages in the same facility room. Ambient temperature ranged between 20-24°C and the humidity range was 30-70%.

## Strains:

C57BL/6J C57BL/6JRj Janvier, RRID:IMSR\_RJ:C57BL-6JRJ  
 CD301b-DTR (Mgl2-DTR), B6(FVB)Mgl2tm1.1(HBEGF/EGFP)Aiwsk/J #023822 (Jackson), RRID:IMSR\_JAX:023822  
 Il17a\_f\_KO, B6.129P2-Il17atm1Yiw Il17ftm2Yiw #RRID: MGI:3830065  
 Tcrdtm\_KO, B6.129P2-Tcrd tm1 Mom/J #002120 (Jackson), RRID:IMSR\_JAX:002120  
 Tcrd- GDL, C57BL/6N-Trdctm1(EGFP/HBEGF/luc)Impr/J Strain #:038040, RRID:IMSR\_JAX:038040

## Wild animals

Study did not involve wild animals.

## Reporting on sex

Male mice were used when not indicated otherwise. Only for cDC2 FACS quantifications female mice were used. Genetic background, age, gender are stated in the main manuscript.

## Field-collected samples

Not applicable.

## Ethics oversight

All animal experiments were approved and conducted under the regulations of the local Government (Regierung Unterfranken, licence RUF 2-1554 and Regierungspräsidium Freiburg, licence G20/164).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

Ethics vote numbers covering all analyses conducted in the manuscript: S-230/20, S-206, 207/05, 2012-293N-MA and 2021-2320-1. Ethics vote were approved from the ethics committee in Heidelberg and Jena.

## Study protocol

Not relevant.

## Data collection

All votes included the right to use either FFPE embedded tissue of patients where the diagnostics procedure is finished, so that material can be used without any adverse consequences of the patient. Fresh liver tissues were provided from resection specimens where tissue had to be removed based on a medical indication, however not all tissue will be used for follow up diagnostics.

## Outcomes

The votes do not cover any prospective study elements, which is why an outcome is not applicable.

## Plants

|                       |                |
|-----------------------|----------------|
| Seed stocks           | Not applicable |
| Novel plant genotypes | Not applicable |
| Authentication        | Not applicable |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                                                                                                      |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | Sample preparation for sorting or for FACS analysis is described in the Methods section.                                                                             |
| Instrument                                                                                                                                                | Instruments are listed in the Methods section.                                                                                                                       |
| Software                                                                                                                                                  | FlowJo Software (v10) was used.                                                                                                                                      |
| Cell population abundance                                                                                                                                 | Cell Population abundance is indicated in all FACS plots and FACS sorting strategy for scRNA-seq data provides information about the proportion of cells being used. |
| Gating strategy                                                                                                                                           | Gating strategy is provided.                                                                                                                                         |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                      |

How the deposited data were processed for this re-analysis (not part of the article)

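The data are 13 droplet-based scRNA-seq libraries of mouse liver, 12 of the DDC atlas (D0, D3, D5, D9, D19 and D25, each with isolation protocols A and B) and 1 of recovery after DDC diet (STOP, protocol B). The authors deposited raw UMI counts per gene and barcode, made with kallisto, with no normalization and no filter on barcodes. The paper's text does not name the version of kallisto, the genome build or the annotation. The files list 55353 gene symbols, of which 53461 (96.6%) are found in the GENCODE annotation provided as reference, which was used for nothing else. Total counts per library lay between 29307190 and 108602421 UMIs, and 65.0% (D25 A) to 93.4% (D3 A) of the UMIs of an atlas library lay in barcodes that passed as cells. Precision depends on the cells of a type in a library, so that the cDC2 compartment of D0 A with 37 cells and BEC-like cells at steady state, with 1 usable library, limit the comparisons with steady state. No 2 atlas libraries hold the same counts, as their 66 pairs shared at most 3.62% of identical values.

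Barcodes with at least 1500 UMIs were kept as cells, as in the Methods. For clustering, counts were scaled to 10000 per cell and log-transformed with a pseudocount of 1, the 2000 most variable genes were taken, and mitochondrial, ribosomal and predicted genes and the genes read out as results were left out. A graph of shared nearest neighbours (25 neighbours, 40 principal components for all cells and 30 for lineages) was partitioned by the Leiden method in igraph at resolution 1.5, and DC, T and NK, and BEC lineages were clustered again at resolution 1. This gave 73 clusters of all cells, 27 of DC, 29 of T and NK cells and 22 of BEC. Markers of each type were fixed before the data were examined, as were the comparisons, their tests, the alternatives and the rule for genes named in the text. A marker counted as detected in a cluster if at least 10% of the cells had it and its mean was at least 2-fold that of the other cells, and a name needed 3 detected markers. Clusters with strong markers of another lineage, with another type leading their top 10 genes, or with few UMIs stayed unnamed. How markers are turned into names was revised repeatedly after clusters had been seen, and the group of preDC-marker clusters was set then as well. In these clusters, markers of another DC type led the top 10 genes, so they were kept as a group without the name preDC-like. Doublets were not removed. The Methods name the removal of doublet clusters for a merged reference, and the paper's text names no such step for the atlas. As an alternative, cells called by Scrublet, as implemented in scanpy, were removed. Its automatic threshold marked under 0.5% of cells in 9 libraries, where a threshold at the expected rate was used instead, and 6982 of 95563 cells (7.31%) were called in all.

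Counts were summed per library over the cells of a type, with at least 20 cells. edgeR's quasi-likelihood test with TMM normalization, its filterByExpr filter and Benjamini-Hochberg adjustment at 0.05 was used for 6 comparisons across genes. Onset against steady state, progression against onset and progression against steady state were contrasts of one fit to the cDC2 compartment of 12 libraries, with isolation protocol as a term. BEC-like cells of DDC libraries, large duct-like cells included, were set against D0 A with the same term. Other against large duct-like BEC, and Ccl17- or Ccl22-positive against negative cDC2-like cells, were compared within libraries with the library as a block. Standard errors of log2 fold changes are the size of the change divided by the square root of edgeR's F statistic. Shares of cells and single genes were compared by exact permutation of library labels within protocol or by exact sign flips over libraries. The STOP library has no replicate, and its values are given with exact Poisson intervals and no test. Genes named in the text are every gene that the paper names for a claim, the axis genes of Fig. 3H for recovery, and the 3 genes with the largest log2 fold change in each direction among those called with a mean log2 CPM of at least 5, predicted, mitochondrial and ribosomal genes excluded. For STOP, the 3 largest log2 ratios in each direction were taken among genes with at least 200 CPM in 1 of the libraries and separate intervals.

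Each test across genes was tested on simulated data, with 200 genes changed by a log2 change of 2 among genes drawn from the means and library sizes of the real samples. It recovered 64.0% of the changed genes for onset against steady state, 84.5% for progression against onset, 60.5% for progression against steady state, 34.0% for BEC-like cells, 94.0% for large duct-like cells and 92.5% for Ccl17- or Ccl22-positive cells. Of the genes called there, 4.48%, 8.15%, 6.20%, 4.23%, 6.47% and 4.64% were false calls in the same order. The alternatives were DESeq2 with its own size factors, no filter on low counts, at least 3000 UMIs per cell, doublets removed, a higher clustering resolution (3 for all cells and 2 for lineages), at least 50 cells per library, cDC2-like clusters alone, no block or protocol term, and leaving out each library in turn, which is not part of the ranges given over the alternatives. Shares were also taken without thinning and after thinning to 3000 UMIs, and the STOP library was also set against D25 B. Single time points were not tested, since each has 1 library per protocol. The human, spatial, lymph node, γδ T cell and DC-depletion experiments were not analysed here. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, scanpy 1.11.5, anndata 0.12.19 and scikit-image 0.26.0.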

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

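All tests in this part were chosen after the results had been seen. In 55 groups of 4 to 10 libraries, the highest or lowest library was compared with its neighbours, and 2 stood apart, where chance alone would give 2.75.

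Ccl17 in the cDC2 compartment was at 539 CPM (TMM) in D5 B, while the other 3 onset libraries lay between 57.0 and 137 CPM, a gap of 0.833 of the whole range. Counting error is argued against by the exact interval of D5 B, whose lower limit of 501 CPM lies above the other libraries. A larger share of mature DC-like cells is argued against by cDC2-like cells alone, where D5 B reached 567.9 CPM and was again the highest onset library. A difference between mice, between D5 and D3, and chance among the groups compared stay open, and no biological explanation was tested.

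Ccl17 was likewise at 640.4 CPM in D25 A, while the other 5 progression libraries lay between 63.3 and 259.8 CPM, a gap of 0.660 of the range. The lower limit of its exact interval was 584 CPM, which speaks against counting error, and cDC2-like cells alone gave 750.5 CPM, the highest of the stage, which speaks against a larger share of mature DC-like cells. D25 A holds only 54 cells of the compartment, from 1 library, so a difference between mice stays open and was not tested. As the libraries standing apart are no more than chance would give over all groups, no pattern is drawn from them.

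The share of preDC-marker clusters in the cDC2 compartment changed in opposite directions between isolation protocols. From onset to progression its mean went from 6.66% to 3.81% with protocol A (a change of -2.85 points) and from 9.40% to 24.9% with protocol B (15.5 points), a difference between protocols of 18.3 points. In 2 of 100 orders of the stage labels within protocol the difference was as large (exact permutation p = 0.02), but the pattern was picked for its size from the same shares, so chance in the order of the libraries stays open. For the gap between protocols at progression, counting error in the few cells of protocol A is argued against by the intervals of its progression libraries. In 3 of 3 these end below the lowest protocol B library of that stage. Counting error stays open for the fall within protocol A, where the intervals at progression overlap those at onset. The protocols sort different populations (Methods), so a difference in which DC precursors each sort keeps may explain the gap, and this technical explanation was not tested and cannot be separated here from a biological one. The stages also differ in days of DDC diet, so a rise of preDCs that only protocol B captures is an open hypothesis.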

How the results depend on the processing

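Every alternative in this part was planned, and only the tests of other groupings of the libraries were chosen after the results had been seen. The single genes followed here are those chosen by size of change and genes that the paper names, and the named ones were listed after the main tests had been run, with Relb for progression against steady state added last, once its alternatives had been seen. Of single genes, 492 values under alternatives other than leaving out a library kept their direction and side of the threshold or moved by less than their error, 20 moved further, 11 became significant, 32 lost significance and 10 reversed. With 1 library left out, 514 kept them, 4 became significant, 53 lost significance and 6 reversed. For the main result of each comparison, 60 values stayed as they were, 16 moved, 3 lost significance and 1 reversed, and with 1 library left out 68 stayed, 18 moved, 2 lost significance and 1 reversed. Where a value changed, the cause was not tested unless a reason is given.

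DESeq2 called 54 genes (21 higher, 33 lower) for onset against steady state, 9 (4 and 5) for progression against onset, 839 (341 and 498) for progression against steady state and 933 (510 and 423) for BEC-like cells of DDC against steady state, where edgeR called 0, 0, 451 (107 and 344) and 345 (91 and 254). The unadjusted p was under 0.05 for 1090 and 977 genes in the first and second comparison. Without a filter on low counts, edgeR called 190 (47 and 143), 311 (75 and 236), 1119 (300 and 819) and 1071 (435 and 636) genes. Of the 451 genes, 415 were also called by DESeq2 and 440 without the filter. With at least 50 cells per library, 10 libraries remained and the counts were 126 (57 and 69) for onset and 1938 (924 and 1014, with 415 of the 451) for progression against steady state. For Ccl17- or Ccl22-positive cells, 4 libraries remained and 505 (301 and 204) genes were called, where all 8 gave 768 (467 and 301). In cDC2-like clusters alone, 3 genes were called for onset against steady state, all lower. At the higher clustering resolution, 307 genes (114 and 193) were called for progression against steady state. The count of 5161 for large duct-like cells stayed within 1.5 times of itself under every alternative run.

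Leaving out each library in turn gave 0 to 171 genes for onset against steady state, with 171 without D0 A, 8 without D0 B, 18 without D3 B and 1 each without D25 A and D5 A. For progression against onset it gave 0 to 3, with 3 without D5 B and 1 without D3 B. For progression against steady state it gave 14 to 1900, with 1900 without D0 A (422 of the 451 among them), 14 without D0 B, 24 without D19 B, 52 without D9 B, 171 without D25 A and 266 without D3 A. Without D0 A or D0 B, the remaining steady-state library is assumed to vary like the other groups. For BEC-like cells it gave 1 to 923, with 1 without D25 A and 1 without D9 A, 923 without D3 B, 204 without D19 B and 126 without D9 B, and no fit was possible without D0 A, the only steady-state library. It gave 3602 to 5284 genes for large duct-like cells and 530 to 778 for Ccl17- or Ccl22-positive cells.

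Directions that reversed belong to genes or shares that did not pass a test, or to the recovery library. For onset against steady state, Ccl17 had a log2 fold change of -0.22, but 0.24 at the higher clustering resolution and 0.60 in cDC2-like clusters alone, and -1.51 (without D5 B) to 0.069 (without D3 B) with a library left out, being 0.062 without D5 A and 0.0027 without D3 A. Ccl22 changed from -0.82 to 0.34 in cDC2-like clusters alone. For progression against onset, Cd7 (0.54) and Ly6c2 (0.31) changed to -0.16 and -0.28 in cDC2-like clusters alone. With a library left out, Cd7 lay between -0.15 (without D9 B) and 1.03, and Mgl2 (0.19) between -0.066 (without D3 B) and 0.91 (without D5 B). For progression against steady state, Mgl2 (-0.88) lay between -1.58 (without D0 A) and 0.36 (without D0 B). The depth-matched Mgl2-positive share, higher by 2.06 points at progression than at onset, was lower by a difference of -0.672 without thinning and lay between -0.265 (without D3 B) and 4.93 (without D5 B) with a library left out. Of the genes that passed for progression against steady state, Ccr7, Arpin and Relb kept their direction with each library left out and lost significance without D0 B, without D19 B, without D9 B and without D25 A, with adjusted p by edgeR of 0.00697 to 0.246, 0.0124 to 0.548 and 0.0145 to 0.330 over the libraries left out. Arpin also lost it without D25 B and D3 A, and Relb without D19 A and D3 A. In cDC2-like clusters alone, Ccr7 (-0.77, adjusted p = 0.521 by edgeR) and Relb (-0.49, adjusted p = 0.370) lost significance. Ccr7, Arpin and Relb lost it with no replicate block, and Arpin and Relb with at least 3000 UMIs per cell and at the higher clustering resolution.

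The share of cDC2-like cells among DCs was higher with DDC under every alternative, by 15.6 to 20.7 points, and by 18.0 to 20.0 points with a library left out. Without D0 A it was 19.7 and without D0 B 18.5 points, with p = 0.167 in the exact permutation test, the smallest value that the remaining 6 arrangements allow. Il17a was higher in γδ T17-like than in T-like cells under every alternative. The difference was 629.7 CPM with at least 3000 UMIs per cell and 1388 CPM at the higher clustering resolution (exact permutation p = 0.0625 for both), and 732 CPM with at least 10 cells per library (exact permutation p = 0.125), and each p is the smallest that the remaining libraries allow. With a library left out, the difference was 638 to 880.3 CPM, and for Scart1- against Scart2-positive cells 326 to 859 CPM.

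The STOP library depends on the library it is set against. With D25 B, the median log2 ratio of cDC2A genes was 0.20, where D19 B gave 0.73, and that of cDC2B genes was -0.072 in place of -0.26. CT010467.1, Stmn1 and Mdh2 then had ratios of 0.037, -0.10 and -0.0071, where D19 B gave -2.54, 1.84 and 1.45. Il12b changed from 3.28 to -1.97 in cDC2-like clusters alone.

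The protocol letters were tested as a replicate block. Deviations of the protocol A libraries from the mean of their day, to which those of protocol B are equal and opposite, correlated between days by -0.19 to 0.33 (median 0.11, 15 pairs, 6945 genes), so the days share little that goes with the letter, and protocol entered as a sort difference. With no replicate block, edgeR called 266 genes (67 and 199) for progression against steady state, 67 (56 and 11) for Ccl17- or Ccl22-positive cells, 321 for BEC-like cells and 3553 for large duct-like cells, and Ccl22 had a log2 fold change of 0.042 for progression against onset. The share of cDC2-like cells had p = 0.0152 without the block in the exact permutation test.

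Other groupings of the libraries bear on chance. For progression against onset, 100 of 100 splits of the 10 DDC libraries called at least as many genes as the real one, which follows from its count of 0 by edgeR (977 genes with an unadjusted p under 0.05, 9 called by DESeq2) and says nothing on chance. The splits were not run without the filter on low counts or with DESeq2, so whether chance can be excluded for the calls made there was not tested. For Ccl17- or Ccl22-positive cells, 1 of 100 swaps within libraries (of 128 possible), the real one, called as many genes, and the highest other swap called 209, so chance can be excluded. For large duct-like cells, 1 of 16 swaps, the real one, called as many genes, and the highest other swap called 0 by edgeR, but 16 swaps are too few for a share under 0.05, so chance cannot be excluded by them.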

Differences from the paper's values

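No test in this part was chosen after the result had been seen, and every alternative was set before the data were examined. The paper's number of steady-state cDC2 is about 2100 in Fig. 3D, read by eye, and the cDC2 compartment at steady state held 1111 cells here. The difference stayed with at least 3000 UMIs per cell (1009 cells), with doublets removed (1102) and at the higher clustering resolution (1057), and no alternative brought the number within 1.5 times of the paper's. Cell names were rebuilt here, and the populations counted need not be the same. For D0, Fig. 3A gives about 2800 DCs with a cDC2 share of about 36%, both read by eye. These lay close to the 3069 DCs and 33.5% found here, so the gap concerns the number in Fig. 3D.

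The paper associates the expression of Ccl17, Ccl22 and Arpin with disease onset. Here, the log2 fold changes between onset and steady state in the cDC2 compartment were -0.22, -0.82 and -1.24, and edgeR called none of them. Ccl17 was higher at onset in cDC2-like clusters alone (0.60), at the higher clustering resolution (0.24) and without D3 A, D3 B or D5 A (0.0027, 0.069 and 0.062), and Ccl22 was higher in cDC2-like clusters alone (0.34), and no setting called any of the genes.

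The paper places 7 chemotaxis- and adhesion-regulating genes higher in some Sox9-positive clusters and Il23a as induced by DDC in BECs. All 7 were higher in the DDC libraries than in D0 A, the only steady-state library with enough BEC-like cells. With 1 such library, whether a gene is called does not tell DDC from a property of D0 A, so the calls neither bear out nor contradict the paper. The share of large duct-like cells differed between these libraries as well. edgeR called none of the 7 over all genes. Vcam1 and Ccl2 were called by DESeq2, without a filter on low counts and without D3 B, Csf1 by DESeq2 and without a filter, and Ccl20 without a filter, while Il23a (log2 fold change 1.01) was called under no setting. Between other and large duct-like BEC, Ccl20 (0.90) was not called, but it was called without a filter on low counts and without D0 A (2.20). Ccl2 had too few counts for the test and was called without a filter.

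The paper describes a loss of Mgl2-positive cDC2B at progression, and measures it by protein against D0. Against steady state the direction was the same for RNA here. The depth-matched share of 13.1% at progression was below the 22.8% of steady state, and every progression library lay below both steady-state libraries. These shares were not tested against each other. Progression against onset is another comparison. There the share was 2.06 points higher at progression, and lower without thinning (-0.672 points) and without D3 B (-0.265 points). Against steady state, Mgl2 had a log2 fold change of -0.88, which edgeR did not call.

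In the legend of Fig. S5B, the paper states that Il17a is found in the γδ T cell cluster alone among T and NK cells. Here 790 UMIs of Il17a lay in γδ T17-like cells and 294 in other T-like cells, whose mean was 5.35 CPM. The same T-like cells held 202 UMIs of Cd163l1, 185 of 5830411N06Rik and 23 of Trdv4, so γδ T17 cells outside the named clusters are not excluded as carriers. Free RNA was not measured for Il17a.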

Other observations

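Of the tests in this part, the level of CT010467.1 and Lars2 in D19 B against the other libraries and the hepatocyte transcripts without a steady-state library were chosen after the result had been seen, and the others were written once the pattern had been noticed but before they were run. Hepatocyte transcripts in the cDC2 compartment fell from 400.5 CPM at steady state to 127 CPM at progression, a log2 ratio of -1.66 for the sum of Alb, Apoa1, Serpina1e, Mup3, Ass1 and Cyp2e1, a list of hepatocyte markers written before the test. The log2 ratio was -2.16 in barcodes with at most 100 UMIs (1651 against 368 CPM) and -2.11 in T-like cells (399 against 92.4 CPM). In these barcodes 6 of 6 genes were lower at progression, with Alb at 715 and 232 CPM and Serpina1e at 376 and 1.44 CPM, and in the cDC2 compartment 5 of 6 were, with Alb at 90.6 and 37.5 CPM and Serpina1e at 58.2 and 0.0485 CPM. Ass1 was higher in the cDC2 compartment (190.3 CPM at steady state) than in these barcodes (112 CPM), so cDC2 express it as well and free RNA alone does not account for it. The steady-state values come mostly from D0 A, with 2669 CPM in these barcodes and 686 CPM in T-like cells. D0 B had 634 and 111 CPM, within the range of the progression libraries (133 to 650 and 50.8 to 170 CPM), while its cDC2 compartment, at 258 CPM, lay above theirs (65.9 to 197 CPM). Without D0 A the log2 ratios were -1.02 in the cDC2 compartment, -0.78 in these barcodes and -0.27 in T-like cells. Free RNA of hepatocytes that differed between the libraries therefore stays open, as 2 steady-state libraries that differ from each other do not decide it. The cells differ by stage as well, and a lower release of RNA from hepatocytes under DDC diet stays open as a biological reason that was not tested.

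Most cDC2-like cells of D0 B lay in clusters of their own, 82.2% of 876. After every DC had been thinned to 1500 UMIs and clustered again, 78.0% of them (683 cells) still did, which argues against lower depth as the reason. Of the 23 cDC2-like cells of D0 A, 0 lay in these clusters, where 3 cells would have been 13.0%. A property of that library rather than of the steady state may therefore set these cells apart, such as the sort of isolation protocol B at D0, a mouse or a batch, which were not separated. Part of the difference between steady state and progression rests on this library, as edgeR called 14 genes without it.

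CT010467.1 and Lars2 were lower in STOP than in D19 B in the cDC2 compartment, with log2 ratios of -2.54 and -3.20. The ratios were -2.79 and -3.57 in T-like cells, -2.51 and -3.28 in LSEC-like cells and -2.49 and -3.10 in cDC1-like cells. A property of the D19 B library is argued against by the other atlas libraries, of which 7 of 11 had a higher level than D19 B for each of the 2 genes in the cDC2 compartment, and 8 and 4 of 11 in T-like cells. STOP (2870 CPM of CT010467.1 and 34.2 CPM of Lars2 in the cDC2 compartment) and D25 B (2797 and 68.6 CPM) had the lowest levels of the 13 libraries there. D25 B was taken on DDC diet, so recovery is not needed for a low level of these genes. In the cDC2 compartment of the 11 atlas libraries other than D19 B, CT010467.1 lay between 2797 and 134916 CPM. Lars2 lay between 68.6 and 618 CPM there, so both genes varied widely between libraries without recovery. A property that STOP and D25 B share and a change in all cells of the liver on recovery stay open, and neither was tested.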
